# Function of AP2/ERF Transcription Factors Involved in the Regulation of Specialized Metabolism in *Ophiorrhiza pumila* Revealed by Transcriptomics and Metabolomics

**DOI:** 10.3389/fpls.2016.01861

**Published:** 2016-12-09

**Authors:** Nirin Udomsom, Amit Rai, Hideyuki Suzuki, Jun Okuyama, Ryosuke Imai, Tetsuya Mori, Ryo Nakabayashi, Kazuki Saito, Mami Yamazaki

**Keywords:** camptothecin, AP/ERF, *Ophiorrhiza pumila*, RNA-seq, secondary metabolism, metabolome

## Abstract

The hairy roots (HR) of *Ophiorrhiza pumila* produce camptothecin (CPT), a monoterpenoid indole alkaloid used as a precursor in the synthesis of chemotherapeutic drugs. *O. pumila* HR culture is considered as a promising alternative source of CPT, however, the knowledge about the biosynthetic pathway and regulatory mechanism is still limited. In this study, five genes that encode AP2/ERF transcription factors, namely *OpERF1*–*OpERF5*, were isolated from HR of *O. pumila*. Phylogenetic analysis of AP2/ERF protein sequences suggested the close evolutionary relationship of *Op*ERF1 with stress-responsive ERF factors in Arabidopsis and of *Op*ERF2 with ERF factors reported to regulate alkaloid production, such as ORCA3 in *Catharanthus roseus, NIC2* locus ERF in tobacco, and JRE4 in tomato. We generated the transgenic HR lines of *O. pumila*, ERF1i and ERF2i, in which the expression of *OpERF1* and *OpERF2*, respectively, was suppressed using RNA interference technique. The transcriptome and metabolome of these suppressed HR were analyzed for functional characterization of *Op*ERF1 and *Op*ERF2. Although significant changes were not observed in the metabolome, including CPT and related compounds, the suppression of *OpERF2* resulted in reduced expression of genes in the 2-*C*-methyl-d-erythritol 4-phosphate and secologanin-strictosidine pathways, which supply a precursor, strictosidine, for CPT biosynthesis. Furthermore, while it was not conclusive for *Op*ERF1, enrichment analysis of differentially expressed genes in the suppressed HR showed that the gene ontology terms for oxidation-reduction, presumably involved in secondary metabolite pathways, were enriched in the ERF2i downregulated gene set. These results suggest a positive role of *Op*ERF2 in regulating specialized metabolism in *O. pumila*.

## Introduction

Plants produce a broad array of secondary metabolites that serve special functions, such as protection from biotic and abiotic threats, attracting insects and animals for pollination and seed dispersal among others. A number of these phytochemicals have been widely used by humans for agricultural, medical, nutritional, and industrial purposes (Croteau et al., 2000; Krishna, 2003; Bakkali et al., 2008; Mithöfer and Boland, 2012; Jacobo-Velázquez et al., 2015). One of the commercially important classes of plant secondary metabolite is alkaloid, which comprises of organic compounds containing nitrogen atom in diverse structures. Different types of alkaloids exhibit a wide range of pharmaceutical activities that are beneficial for clinical treatments, for example, the antispasmodic activity of the tropane alkaloid hyoscyamine, antimalarial activity of the quinoline alkaloid quinine, and antitumor activity of the monoterpenoid indole alkaloids (MIA) vincristine and vinblastine (Amirkia and Heinrich, 2014).

Camptothecin (CPT) was first isolated from *Camptotheca acuminata* (Wall et al., 1966), and it is currently well recognized as an antitumor agent because of its unique mechanism of action through the inhibition of DNA topoisomerase I (Hsiang et al., 1985). Although, CPT belongs to the structural family of quinoline alkaloids, from the biosynthetic view point CPT constitutes a MIA, which is one of the largest groups of bioactive plant alkaloids. Interestingly, CPT is produced by several plant species that are taxonomically distant from *C. acuminata*, such as *Nothapodytes foetida* (Govindachari and Viswanathan, 1972) and *Ophiorrhiza pumila* (Aimi et al., 1989). Semi-synthetic CPT derivatives such as topotecan and irinotecan, in which low water solubility and potent toxicity of CPT were modified, were approved for the treatment of recurrent small-cell lung cancer (Garst, 2007), ovarian cancer (Coleman, 2002), and colorectal cancer (Cunningham et al., 2001). Furthermore, other CPT derivatives such as cositecan (BNP1350) (Munster and Daud, 2011) and belotecan (CKD-602) (Kim et al., 2010), are currently undergoing clinical trials. Growing demand for these drugs requires the increasing amount of naturally-derived CPT as a lead compound for synthesis. Global CPT supply from extracts of bark and seeds of *C. acuminata* and *N. foetida* (Lorence and Nessler, 2004) has raised the concern of environmental sustainability and CPT supply chain sufficiency and thus led to the necessity of the establishment of alternative sources (Sadre et al., 2016). Several studies have attempted to develop cell culture systems for CPT-producing plants but only a few could achieve high yield of CPT. For example, callus and hairy roots (HR) cultures of *C. acuminata* produced 0.1 and 0.236% dry weight of CPT, respectively (Wiedenfeld et al., 1997; Lorence et al., 2004).

HR cultures of *O. pumila* accumulated 0.1% dry weight of CPT, which was at least 2.5 times higher than the level accumulated in the leaves (Saito et al., 2001). Considering a short proliferation period and successful establishment of tissue culture in an upscale bioreactor system (Sudo et al., 2004), *O. pumila* HR is a potential source of *in vitro* CPT production, and it serves as a model for studying CPT biosynthesis. To date, biosynthetic genes that encode catalytic enzymes, tryptophan decarboxylase (TDC), geraniol 10-hydroxylase (G10H), secologanin synthase (SLS), and strictosidine synthase (STR), were isolated and characterized in *O. pumila* (Yamazaki et al., 2003a,b). The incorporation of labeled [1-^13^C] glucose into HR of *O. pumila* indicated that the secologanin moiety of the CPT molecule is produced via 2-*C*-methyl-d-erythritol 4-phosphate (MEP) pathway and tryptamine is from the shikimate pathway (Yamazaki et al., 2004). The biosynthetic intermediates were searched using non-targeted metabolite profiling of the HR with the suppression of *TDC* and *SLS* (Asano et al., 2013). Using deep transcriptome analysis and untargeted metabolic profiling of *O. pumila* HR, the candidate genes in the specialized metabolism were profiled in comparison with those in the cell suspension culture (CSC) that doesn't produce CPT (Yamazaki et al., 2013). Recently, Rohani et al. (2016) reported the characterization of a suppressor, *Op*MYB1, involved in the regulation of specialized metabolism in *O. pumila*. Their study demonstrated that overexpression of *OpMYB1* in HR negatively affected the transcript level of *TDC* and resulted in reduced accumulation of CPT. Furthermore, some other transcription factor genes were profiled as genes specifically expressed in HR. The HR culture of *O. pumila* is a robust system for studying CPT biosynthesis in plants. To utilize HR effectively as an alternative source for CPT, the ability to control and manipulate the system is indispensable. Information on the production pathway, including enzymes, intermediates and regulatory factors that influence CPT and other related metabolites production, is necessary.

The regulatory mechanism underlying MIA biosynthesis has been intensively studied in *Catharanthus roseus*. The jasmonate signaling pathway regulates the production of vinca alkaloids. Transcription factors *Cr*MYC2, *Cr*ORCA2, *Cr*ORCA3, and *Cr*WRKY1 were identified to be involved in this signal transduction (Menke et al., 1999; van der Fits and Memelink, 2000, 2001; Suttipanta et al., 2011; Zhang et al., 2011; Schluttenhofer et al., 2014). Among them, *Cr*ORCA2 and *Cr*ORCA3 are classified as APETHALA2/Ethylene Response Factor (AP2/ERF). AP2/ERF represents a superfamily of transcription factor that plays an important role in plant biological systems, such as growth and development (Chuck et al., 1998; Ohto et al., 2009), response to stimuli (Licausi et al., 2010; Mizoi et al., 2012; Zhao et al., 2012), and biosynthesis of primary and secondary metabolites (van der Fits and Memelink, 2000, 2001; Zhang et al., 2005; Shoji et al., 2010; Todd et al., 2010; Cárdenas et al., 2016; Thagun et al., 2016). On the basis of the number of conserved AP2/ERF domain and the existence of a family-specific B3 domain, AP2/ERFs are further classified into three families: AP2, ERF, and RAV. Among these families, the ERF family is the largest and is characterized by a single AP2/ERF domain. In 2006, Nakano et al. subcategorized the Arabidopsis ERF family into 12 groups on the basis of phylogenetic relationships, exon-introns, and protein motifs (Nakano et al., 2006). In their study, group I to IV correspond to dehydration-responsive element binding-protein (DREB) factors, and group V–X, group VI-L, and group Xb-L correspond to ERF factors. This classification provides a perspective on the biological functions of each group, as demonstrated by several members of the group IX ERF from different plants that are involved in regulation of secondary metabolite biosynthesis. For example, *Cr*ORCA2 and *Cr*ORCA3 from *C. roseus* positively regulate the expression of genes in vinca alkaloid biosynthesis (Menke et al., 1999; van der Fits and Memelink, 2000, 2001). *Nb*ERF1 from *Nicotiana benthamiana* caused a reduction in nicotine alkaloids accumulation when the expression was suppressed (Todd et al., 2010). A cluster of *ERFs* in the *NIC2* locus of *Nicotiana tabacum* control nicotine biosynthesis in tobacco (Shoji et al., 2010). Recently, the orthologs of GAME9/JRE4 were reported to modulate steroidal glycoalkaloids (SGA) in tomato and potato (Cárdenas et al., 2016; Thagun et al., 2016). *Aa*ERF1 and *Aa*ERF2 from *Artemisia annua* L. positively regulate artemisinin biosynthesis (Yu et al., 2012).

In this study, ERF family genes, *OpERF1, OpERF2, OpERF3, OpERF4*, and *OpERF5*, were isolated from CPT-producing HR of *O. pumila*. Their expression profiles and evolutional relationships with reported secondary metabolite-regulating AP2/ERFs and Arabidopsis AP2/ERFs were analyzed. For further characterization, RNA interference (RNAi) transgenic HR with suppressed *OpERF1* (ERF1i) or *OpERF2* (ERF2i) were generated. Using the transcriptome and metabolome approach, a positive role of *Op*ERF2 in regulating the MEP and secologanin-strictosidine pathways, which produce a precursor for CPT biosynthesis, and the possible involvement of *Op*ERF1 in stress response were revealed.

## Materials and methods

### Plant materials

*O. pumila* transgenic HR were maintained in the condition as described by Saito et al. (2001). Collected HR were immediately frozen in liquid nitrogen and homogenized using multibeads shocker (Yasui Kikai, Japan).

### RNA extraction and cDNA synthesis

Total RNA was extracted from homogenized 3-week-old HR using RNeasy Plant Mini Kit (Qiagen, Germany) and treated with RNase-free DNase (Qiagen, Germany). First strand cDNA synthesis was carried out using Superscript® VILO™ Reverse Transcriptase (Invitrogen, USA) according to the manufacturer's instructions.

### Isolation and cloning of *OpERFs*

Isolation of differentially expressed genes between HR and CSC using PCR-select™ cDNA subtraction (Clontech, Japan) was performed according to previously described by Bunsupa et al. (2011). HR-specific AP2/ERF unigenes were selected from *de novo* transcriptome assembly (Yamazaki et al., 2013) using log_2_ reads per kilobase of transcript per million mapped reads (RPKM) of HR/CSC ≥1 as a cut-off value. Full-length coding sequences of *OpERF1* (LC183910), *OpERF2* (LC171328), *OpERF3* (LC171329), *OpERF4* (LC183911), and *OpERF5* (LC183912) were obtained from 3′ to 5′ RACE using SMART™ RACE cDNA amplification kit (Clontech, Japan) according to the manufacturer's instructions. Amplified RACE fragments were subjected for DNA sequencing by Eurofins Genomics, Japan.

### Phylogenetic analysis

Full-length amino acid sequences of AP2/ERFs were aligned by ClustalW program (Larkin et al., 2007) in BioEdit software version 7.2.5 (Hall, 1999). Phylogenetic tree was constructed using MEGA6 software (Tamura et al., 2013) with neighbor joining algorithm and 1000 bootstrap replicates. Sequence data of alkaloid-regulating AP2/ERFs and terpenoid-regulating AP2/ERFs used in the analysis can be found under the following accession numbers: *Aa*ERF1 (AEQ93554.1), *Aa*ERF2 (AEQ93555.1), *Aa*ORA (AGB07586.1), *Cr*ORCA2 (CAB93940.1), *Cr*ORCA3 (ABW77571.1), *Nb*ERF1 (ADH04266.1), *Nt*ERF32 (NP_001311965.1), *Nt*ERF189 (NP_001312507.1), *Nt*ORC1 (XP_016478305.1), and *Sl*JRE4 (Solyc01g090340). Arabidopsis ERF family sequences were retrieved from Plant Transcription Factor Database 3.0 (http://planttfdb.cbi.pku.edu.cn/; Jin et al., 2014).

### Binary vector construction and induction of RNAi hairy roots

RNAi target sequences of 800 base pair (bp) from *OpERF1* and 230 bp from *OpERF2* (Figure S1) were amplified from cDNA of *O. pumila* HR. The Gateway® cloning technology (Invitrogen, USA) was utilized in a recombination reaction to insert target sequences into pGWB80, a binary vector system for RNAi used previously in *O. pumila* (Figure S1; Asano et al., 2013). The gene-specific *att*B primers used in amplification of target sequences are as follows: OpERF1i-*att*B1 (5′-wordAAAAAGCAGGCTACCTGATTATTTTTATTACGAAACCCCCG-3′), OpERF1i-*att*B2 (5′-wordAGAAAGCTGGGTACGACTCATAAGCCATGAGCTCCT-3′), OpERF2i-*att*B1 (5′-wordAAAAAGCAGGCTTC-TCTCTGATCTTGCCATCCTTG-3′), and OpERF2i-*att*B2 (5′-wordGAAAGCTGGGTT-CGTCAATGACACGTTCTTTCC-3′). The coding region of *Escherichia coli* β*-glucuronidase* (*GUS)* was used as a target sequence in the negative control construct. Fidelity of inserted RNAi target sequences was confirmed by DNA sequencing (Eurofins Genomics, Japan). Transformation of binary vectors into *Agrobacterium rhizogenes* (pRi15834) and hairy roots induction were operated according to Asano et al. (2013). Three hundred milligrams per liter cefotaxime was used in *Agrobacterium* disinfection and a combination of 25 mg/L hygromycin and 25 mg/L kanamycin was used in antibiotic selection.

### Quantitative real-time PCR (qRT-PCR)

cDNA synthesized from total RNA was used as an amplification template in qRT-PCR. PCR reaction was performed using Power SYBR® Green PCR Master Mix (Thermo Fisher Scientific, USA) on Applied Biosystems StepOnePlus™ Real-Time PCR System (Thermo Fisher Scientific, USA). Gene specific primers used in qRT-PCR are listed in Table S1. A housekeeping gene β-*tubulin* was used for normalization. Relative expression fold change of the target genes in ERF1i and ERF2i vs. GUSi was calculated by comparative C_T_ method. The significant differences compared to average of GUSi were determined by *t*-test (*p* < 0.05).

### RNA sequencing (RNA-seq) and raw data processing

Total RNA extracted from each transgenic lines were subjected for cDNA library preparation and sequencing at Kazusa DNA Research Institute (Chiba, Japan) on Illumina HiSeq™ 2000 sequencer (Illumina Inc., USA). Raw read pre-processing, alignment of clean reads to a reference *O. pumila de novo* assembly (Rohani et al., 2016), transcript abundant estimation and expression level in fragment per kilobase exon per million mapped fragment (FPKM) were performed as described by Rai et al. (2016a). Raw read sequences of six RNAi HR lines were deposited in NCBI's Gene Expression Omnibus (Accession number GSE89674; Edgar et al., 2002).

### Differential gene expression analysis and gene ontology (GO) enrichment analysis

Expression fold change of genes in ERF1i and ERF2i relative to GUSi was calculated using DESeq2 (Love et al., 2014) by assigning log_2_ FPKM ≥ 1 and false discovery rate < 0.05 as a threshold. Upregulated and downregulated gene sets were used in GO analysis based on Fisher's exact test with a *p*-value cut-off 0.05, using *O. pumila de novo* assembly as a reference set as described by Rai et al. (2016b). Blast2GO version 3.0 (Biobam, Spain) was used for the assignment of GO term and visualization of the GO functional classification. Only GO categories passing the statistical criteria were chosen for further discussion.

*O. pumila de novo* transcriptome assemblies were subjected to tBLASTx alignment against transcripts from the MEP and secologanin-strictosidine pathways from *C. roseus* (Van Moerkercke et al., 2013; Miettinen et al., 2014) and the jasmonic acid biosynthesis pathway from Arabidopsis to identify their corresponding contigs in *O. pumila* (Table S2). Top hit contigs of each enzyme with *p* < 0.05, positive alignment ≥70%, and length >500 bp, were used in functional analysis.

### Untargeted metabolite analysis using LC-QTOF-MS

The homogenized HR were freeze dried using FDU-2200 freeze dryer (Tokyo Rikakikai, Japan) and metabolites were extracted with 50 μL of 80% MeOH containing 2.5 μM lidocaine and 10-camphor sulfonic acid per milligram dry weight using a mixer mill with zirconia beads for 7 min at 18 Hz at 4°C. After centrifugation for 10 min, the supernatants were filtered using an HLB μElution plate (Waters). The extracts were analyzed using LC-QTOF-MS according to the condition described by Nakabayashi et al. (2014) with modifications as following; LC: gradient program, 0.5%B at 0 min, 5%B at 0.1 min, 80%B at 10 min, 99.5%B at 10.1 min, 99.5%B at 12.0 min, 0.5%B at 12.1 min, and 0.5%B at 15.0 min; flow rate, 0.3 ml/min at 0 min, 0.3 ml/min at 10 min, 0.4 ml/min at 10.1 min, 0.4 ml/min at 14.4 min, and 0.3 ml/min at 14.5 min; MS detection: mass range, *m/z* 50–1500; polarity, positive. MS/MS data was acquired in the ramp mode as the following analytical conditions: (1) MS: mass range, *m/z* 50–1500; scan duration, 0.1 s; inter-scan delay, 0.014 s; data acquisition, centroid mode; polarity, positive; and (2) MS/MS: mass range, *m/z* 50–1500; scan duration, 0.02 s; inter-scan delay, 0.014 s; data acquisition, centroid mode; polarity, positive collision energy, ramped from 10 to 50 V. In this mode, MS/MS spectra of the top 10 ions (>1000 counts) in an MS scan were automatically obtained. If the ion intensity was <1000, MS/MS data acquisition was not performed and moved to next top 10 ions. Data acquisition was performed using Progenesis CoMet (Nonlinear Dynamics, Durham, NC, USA). Peaks with intensity less than 2000 were treated as noise and not proceeded for MS/MS data acquisition. Peak normalization was conducted by comparison with internal standard (lidocaine). Chemical assignment was conducted using *m/z* values reported previously as a reference (Yamazaki et al., 2013) with tolerance 0.01 Da.

## Results and discussion

### Isolation of hairy roots specific AP2/ERFs

A previous study reported higher accumulation of CPT and putative intermediates in the HR culture of *O. pumila*, whereas no synthesis was observed in the CSC derived from HR (Saito et al., 2001). This opposite secondary metabolite profile for CPT and related intermediates implies that genes associated with the production of these compounds are active in HR and limited/not active in CSC. Therefore, using comparative expression analysis, we identified AP2/ERFs that are specially expressed in HR when compared with CSC. From the data derived by PCR-select cDNA subtraction (Rohani et al., 2016), six out of 353 HR-specific fragments were annotated as ERF-like proteins. Full-length cDNA cloning revealed that all these six fragments constitute a part of 903-bp cDNA sequence (designated as *OpERF1*). Next we evaluated a more comprehensive data set acquired by deep transcriptome analysis (Yamazaki et al., 2013) and identified 95 AP2/ERF annotated unigenes, with 31 unigenes being HR-specific (Table S3). As expected, among these 31 HR-specific AP2/ERFs, a homolog of *OpERF1*, unigene27166_All was also included. We further reviewed the annotation list of these unigenes and could narrow down four unigenes with a high sequence similarity with the functionally characterized AP2/ERFs (Table S3). Unigene18253_All (designated as *OpERF2*) showed 68% sequence identity to *Cr*ORCA3, an AP2/ERF transcription factor of *C. roseus* that regulates the expression of key genes in TIA biosynthesis (van der Fits and Memelink, 2000, 2001), and 65% sequence identity to *Nb*ERF1, which is involved in nicotine alkaloids biosynthesis in *N. benthamiana* (Todd et al., 2010). Unigene26293_All (designated as *OpERF3*) showed 69% identity to Arabidopsis *At*ERF13, a member of the group IX ERF as *Cr*ORCA2 and *Cr*ORCA3. Unigene34283_All (designated as *OpERF4*) and Unigene37445_All (designated as *OpERF5*) showed 60 and 88% identity, respectively, to pathogen response-related *Nt*ERF5 (Fischer and Dröge-Laser, 2004). These annotations formed the basis for selection of these four unigene candidates for further characterization. Cloning for their full-length coding sequences was performed using 3′ and 5′ RACE and top hit results from BLAST search of full-length *Op*ERF1 to *Op*ERF5 against NCBI's protein database are listed in Table 1.

**Table 1:** **Top hit from BLAST search of full-length *Op*ERF1 to *Op*ERF5 against NCBI's protein database**.

**Gene**	**Unigene**	**Annotation**	**Accession number**
*OpERF1*	Unigene27166_All	PREDICTED: ethylene-responsive transcription factor ERF071 isoform X1 [*Nicotiana tomentosiformis*]	XP_009608570.1
*OpERF2*	Unigene18425_All	PREDICTED: ethylene-responsive transcription factor 13-like [*Nicotiana tomentosiformis*]	XP_009593489.1
*OpERF3*	Unigene26293_All	Ethylene-responsive transcription factor ERF053 family [*Cajanus cajan*]	KYP46887.1
*OpERF4*	Unigene34283_All	unnamed protein product [*Coffea canephora*]	CDP01664.1
*OpERF5*	Unigene37445_All	PREDICTED: ethylene-responsive transcription factor 1B-like [*Nicotiana sylvestris*]	XP_009764685.1

### AP2/ERF domain and phylogenetic analysis of *Op*ERFs

A phylogenetic tree was constructed using the amino acid sequences of all five *Op*ERFs identified in this study, together with known alkaloid-regulating AP2/ERFs, terpenoid-regulating AP2/ERFs, and Arabidopsis AP2/ERFs, to portray their evolutionary relationships (Figure 1). *Op*ERF1 was clustered in the group VII ERF clade. Several members of the group VII ERF in Arabidopsis have been reported to play an important role in biotic and abiotic stress responses. For example, hypoxia responsive ERF (HRE) 1 and HRE2 respond to a low oxygen environment (Licausi et al., 2010), and RAP2.2 plays a role in *Botrytis cinerea* resistance and ethylene response (Zhao et al., 2012). *Op*ERF2 was assigned to the clade that is composed of group IX ERFs, with the members previously reported to be involved in specialized metabolism. Interestingly, *Op*ERF2 exhibited a closer relationship with *C. roseus* ORCA2 and ORCA3 that regulate MIA biosynthesis than with *Sl*JRE4, *Nb*ERF1, *Nt*ERF189, and *Nt*ORC1, the ERFs from *Solanaceae* family that regulate SGA and nicotine alkaloids biosynthesis (van der Fits and Memelink, 2000, 2001; Shoji et al., 2010; Todd et al., 2010; Cárdenas et al., 2016; Thagun et al., 2016) or *Aa*ERF1 and *Aa*ERF2 from *Asteraceae* family that regulate terpenoid biosynthesis (Yu et al., 2012). *Op*ERF4 and *Op*ERF5 were classified into a separated cluster that exclusively consists of Arabidopsis group IXc ERFs. Several members of this group, such as ERF1 (AT3G23240.1), *At*ERF14, and *At*ERF15 act as strong transcription activators in defense response (Oñate-Sánchez and Singh, 2002; Zhang et al., 2015). *Op*ERF3, interestingly, was designated to the group I ERF clade composed of DREB members. Two functionally characterized members of this group, RAP2.4 and *At*ERF53, are related to abiotic stress responses (Lin et al., 2008; Hsieh et al., 2013). Alignment of full-length deduced amino acid sequences of the *Op*ERF1 to *Op*ERF5 showed the ERF family-specific WLG motif in all *Op*ERF sequences. Two characteristic amino acids among ERF members, alanine at position 14 and aspartic acid at position 19, were observed in the AP2/ERF domain of *Op*ERF1, *Op*ERF2, *Op*ERF4, and *Op*ERF5. On the other hand, valine and leucine, the characteristic amino acids among DREB members, were found at the respective positions in *Op*ERF3 (Liu et al., 1998; Sakuma et al., 2002; Nakano et al., 2006; Figure S2A). This difference in the AP2/ERF domains within AP2/ERFs suggests that *Op*ERF3 might have a distinct function. In the alignment of *Op*ERF2, secondary metabolite-regulating ERF sequences and Arabidopsis ERF sequence, the serine substitutes at position 14 of AP2/ERF domain were found in *Solanaceae* ERFs. A serine-rich regions, which has been proposed to be involved in transactivation of AP2/ERF transcription factor (Riechmann and Meyerowitz, 1998), exist in C-terminal region of all sequences (Figure 2). The sequence alignment of the group VII ERFs clearly showed a characteristic N-terminal MCGGAI(I/L) motif (Tournier et al., 2003) in all sequences (Figure S2B). Therefore, *Op*ERF1 may possess a similar function as the members of this group.

**Figure 1:**
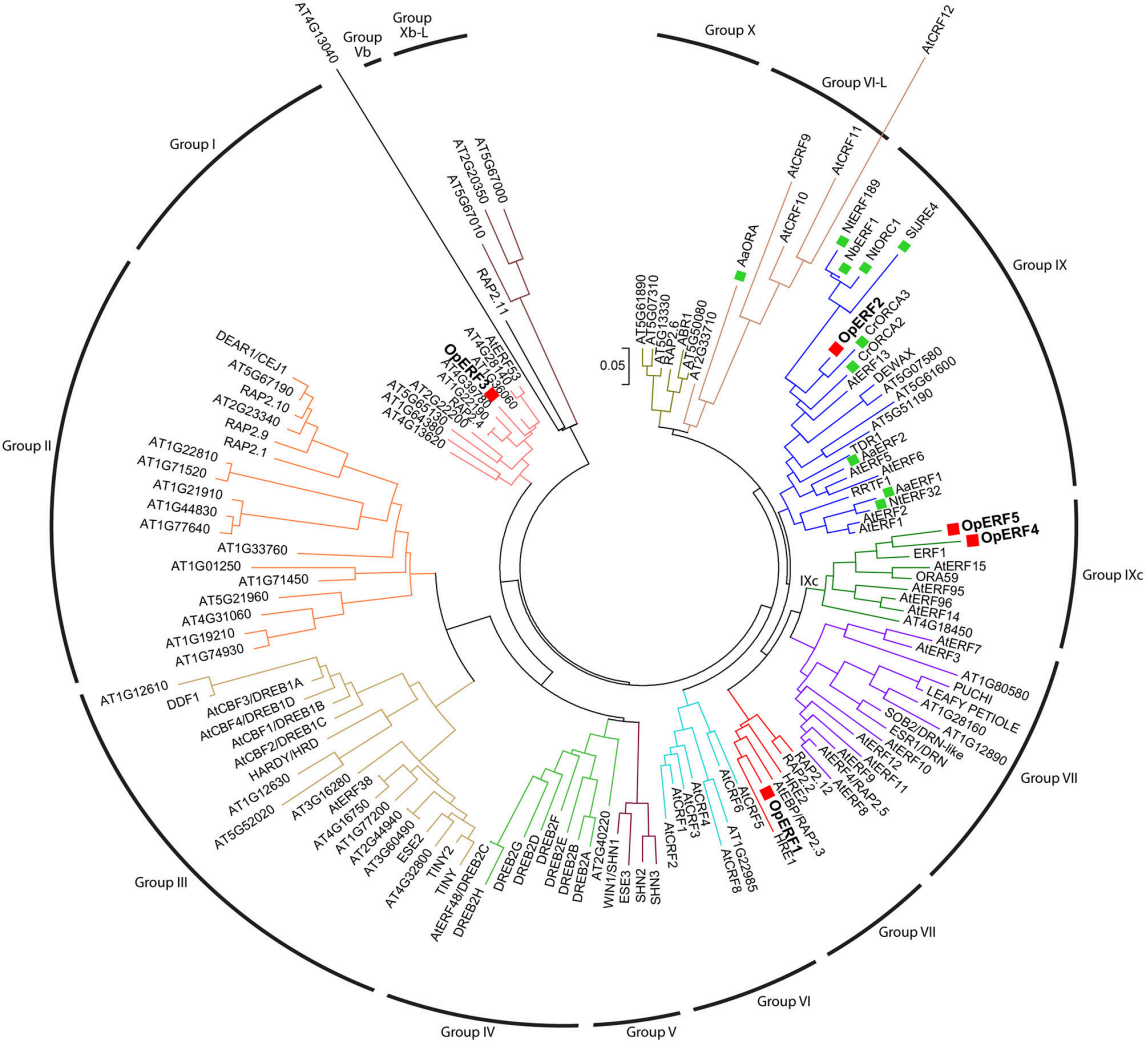
**Phylogenetic tree of *Op*ERF1 to *Op*ERF5, alkaloid-regulating AP2/ERFs, terpenoid-regulating AP2/ERFs, and Arabidopsis AP2/ERFs**. *Op*ERF1 to *Op*ERF5 are marked with a red squares. Alkaloid- and terpenoid-regulating AP2/ERFs are marked with a green squares. The tree was generated based on the alignment of full-length amino acid sequences using neighbor-joining algorithm by MEGA6 software. The scale bar shows the evolutionary distances. ERF group numbers based on the classification by Nakano et al. (2006) are shown. Op, *Ophiorrhiza pumila*; Aa, *Artemisia annua*; At, *Arabidopsis thaliana*; Cr, *Catharantus roseus;* Nt, *Nicotiana tabacum*; Nb, *Nicotiana benthamiana*; Sl, *Solanum lycopersicum*. The genes which species name are not mentioned are from Arabidopsis (van der Fits and Memelink, 2000, 2001; Shoji et al., 2010; Todd et al., 2010; Yu et al., 2012; Lu et al., 2013; Sears et al., 2013; Cárdenas et al., 2016; Thagun et al., 2016).

**Figure 2:**
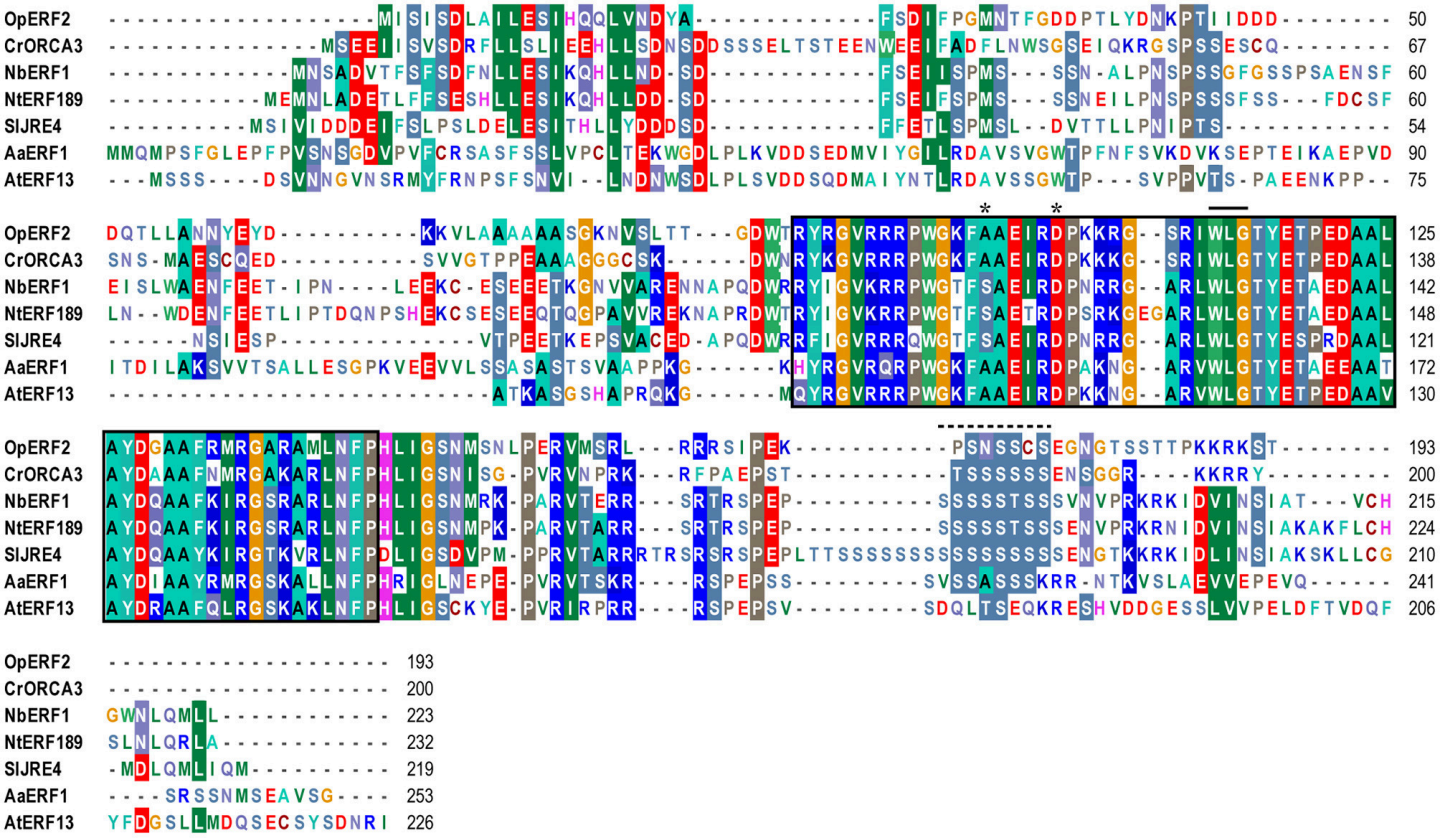
**Amino acid sequence alignment of *Op*ERF2 and secondary metabolite-regulating AP2/ERFs and Arabidopsis AP2/ERF**. Op, *Ophiorrhiza pumila*; At, *Arabidopsis thaliana*; Cr, *Catharantus roseus;* Nt, *Nicotiana tabacum*; Nb, *Nicotiana benthamiana*; Sl, *Solanum lycopersicum*. The sequences were aligned using ClustalW in Bioedit software version 7.2.5. AP2/ERF domain is enclosed in a black box. Asterisks indicate the reserved amino acids at position 14 and 19 of AP2/ERF domain. Solid bar indicates WLG motif. Dashed line indicates serine-rich region.

Taking into account that *OpERF1* is dominantly expressed (RPKM 21.229) among the five isolated *OpERFs* (Table S3) with a potential role in biotic and abiotic stress responses and *OpERF2* is the second highly expressed (RPKM 6.433; Table S3) with a close phylogenetic relationship with secondary metabolite-regulating AP2/ERFs, we selected these two AP2/ERFs for further functional characterization.

### Generation of RNAi transgenic hairy roots

Transgenic research has been performed by the scientists for the functional characterization of genes. By perturbing the expression of the target transcript by using gain and loss of function coupled with multiomics analysis, biological importance, and functionality of genes of interest could be understood (Reuben et al., 2013; Verma et al., 2015). For functional characterization, transgenic HR lines with suppressed expression of *OpERF1* (ERF1i) and *OpERF2* (ERF2i) were generated using RNAi technique, and the β*-glucuronidase* gene was used in the negative control lines (GUSi). Expression levels of target genes in each transformation event were investigated using qRT-PCR (Figure S3). We obtained transgenic lines with strong suppression of target genes, with <0.02-fold expression of *OpERF1* in ERF1i and <0.04-fold expression of *OpERF2* in ERF2i when compared with the expression levels in GUSi. Two of the transgenic HR lines, each with the lowest expressions of *OpERF1* (ERF1i-7 and ERF1i-19) and *OpERF2* (ERF2i-2 and ERF2i-3), and two negative control GUSi lines (GUSi-9 and GUSi-10) were subjected to RNA-seq and untargeted metabolome analysis (Figure 3).

**Figure 3:**
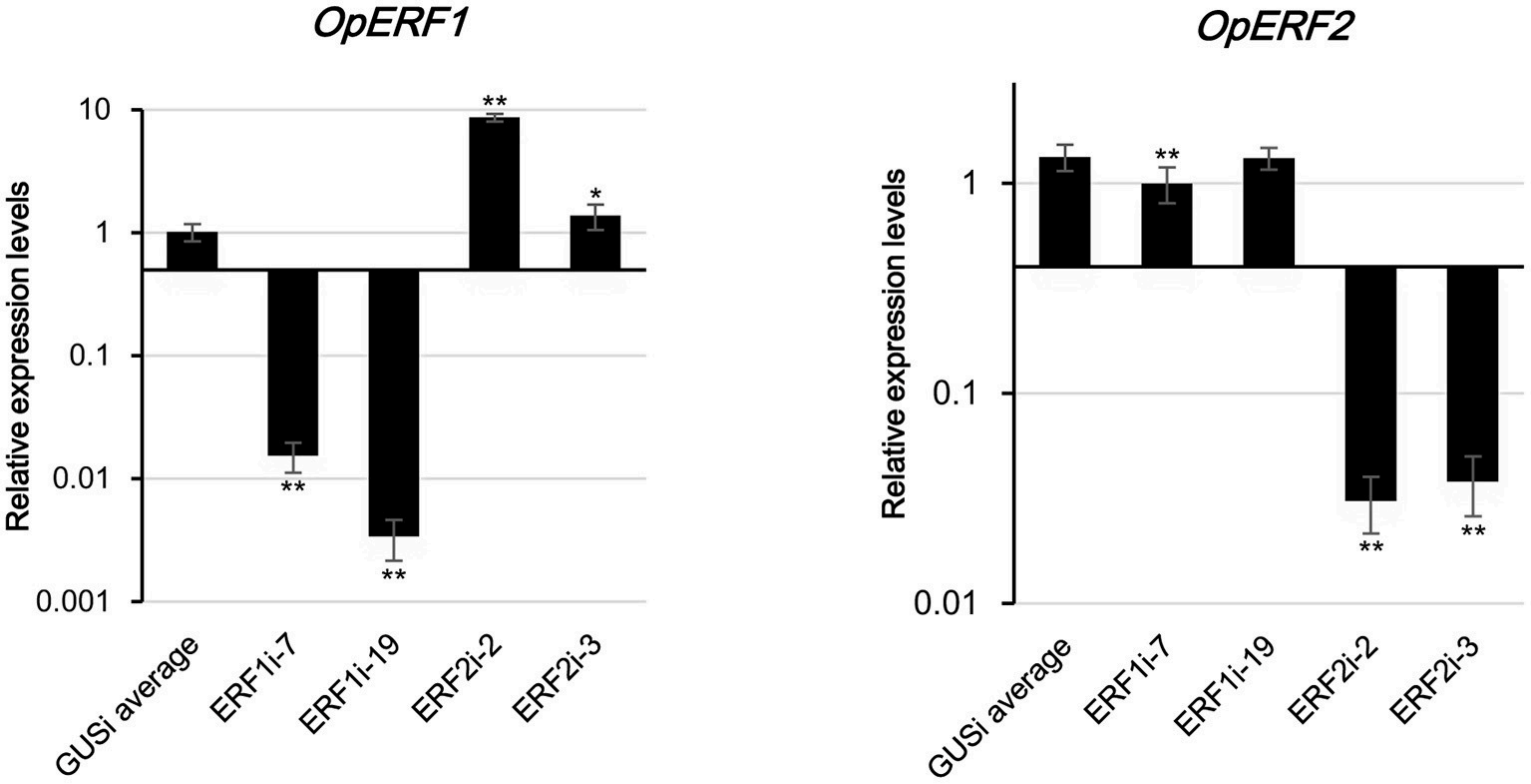
**Expression levels of *OpERF1* and *OpERF2* in selected RNAi lines**. Data represents means of 4 biological replicates ± standard deviation and experiments were repeated twice. Asterisks indicate significant differences compared to average of GUSi (*t*-test, ^*^p < 0.05, ^**^p < 0.01).

### RNA-seq based transcriptome profiling of transgenic HR lines

RNA-seq performed for the six transgenic HR lines generated more than 13 million paired end raw reads in each library, which provided more than 88 million paired end raw reads in total. Removal of adapter sequences, low-quality reads, and reads shorter than 50 bp yielded a total of over 84 million high-quality paired end clean reads (Table 2). Clean reads from individual libraries were aligned with previously described and annotated *O. pumila de novo* transcriptome assembly (Rohani et al., 2016) using Bowtie 2.0 (Langmead et al., 2009), and transcript abundance in FPKM was estimated using the RSEM program (Li and Dewey, 2011). More than 88% of the clean reads from each library could be aligned to a reference *de novo* assembly. 

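The 6 libraries hold RNA of 3-week-old hairy roots, 2 cultures for each RNAi construct: GUSi-9 and GUSi-10 (construct against the GUS reporter, the control), ERF1i-7 and ERF1i-19 (against *OpERF1*), ERF2i-2 and ERF2i-3 (against *OpERF2*). Each line is a separate transformation event with 1 library, so n = 2 lines per construct throughout and an error within a line cannot be measured. Paired ends from an Illumina HiSeq instrument had been aligned by the authors with Bowtie 2.0 and summed with RSEM per contig of the *de novo* assembly, and the deposited tables give an expected count and an FPKM for each of 59855 contigs. These contigs form 47425 assembly genes with a median contig length of 560 bp, 33100 carry a description and 24005 a GO term. Contigs of the same assembly gene share reads, so the split of counts between them is uncertain.

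Expected counts summed to 12915474 (GUSi-9), 13199946 (GUSi-10), 12880307 (ERF1i-7), 12289956 (ERF1i-19), 11711756 (ERF2i-2) and 11517610 (ERF2i-3). Set against the clean read pairs that the paper lists, these sums are 88.4%, 88.0%, 87.9%, 87.8%, 88.1% and 87.8%. The labels of the 2 ERF2i libraries conflict between sources: the deposited sample labels number the clones the other way round from the paper's Table S2, whose FPKM match the naming used here for 56 of 56 contigs.

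Contigs were tested on rounded expected counts (1 value was not whole) with edgeR's quasi-likelihood test, TMM scaling and Benjamini-Hochberg adjustment over 33315 contigs that passed the count filter. The fit of 6 libraries in 3 groups leaves 3 residual degrees of freedom, and the biological coefficient of variation was 14.7%. TMM factors were 1.08, 1.06, 1.02 and 1.02 in the GUSi and ERF1i libraries and 0.909 and 0.919 in ERF2i-2 and ERF2i-3. Without that scaling the median log2 change over all contigs in ERF2i against GUSi was −0.24. Of the contigs called in that comparison 28.7% were higher without scaling (2935 of them, and 7303 lower), against 57.2% with it (4393 and 3293); limma-trend on log2(FPKM + 1) gave a median of −0.20 and 30.1% of calls. For ERF2i against ERF1i the median was −0.17 and the share of calls that were higher 32.1% without scaling, and −0.13 and 34.1% on FPKM, against 54.1%. In ERF1i against GUSi these were −0.07 and 53.5% without scaling, against 65.4%. In simulated data with 100 contigs changed at each fold, the same test found 35% to 43% of 2-fold and 79% to 90% of 4-fold changes, with 15 to 20 false calls. These are a larger share of the calls than an adjusted p under 0.05 aims at.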

The full-length coding sequences of *OpERF1* and *OpERF2* cloned in this study can be aligned with assembled contigs c15284_g1_i1 and c17706_g2_i1, respectively, with a high percentage of sequence identity (more than 98%) and low *E*-value.

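*OpERF1* and *OpERF2* are AP2/ERF transcription factors, and the contigs that hold them differ in level. The *OpERF1* contig (c15284_g1_i1) had 188 ± 55.1 CPM (counts scaled to library size and TMM factor, mean ± SD, n = 2 lines) in GUSi, 13.0 ± 12.6 in ERF1i and 832 ± 97.6 in ERF2i. It fell in ERF1i by a log2 of 3.86 (SE 0.66, adjusted p = 0.0313) and rose in ERF2i by 2.14 (SE 0.59, adjusted p = 0.0407), both from edgeR's quasi-likelihood test. Its FPKM were 206 and 134 in GUSi, 3.46 in ERF1i-7, 18.9 in ERF1i-19, and 584 and 698 in ERF2i-2 and ERF2i-3. ERF2i stood above ERF1i by 6.00 (SE 0.72, adjusted p = 0.00315) for this contig, from the same test.

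The *OpERF2* contig (c17706_g2_i1) was read less often, at 63 and 35 counts in GUSi, 40 and 109 in ERF1i, and 55 and 12 in ERF2i-2 and ERF2i-3. Its log2 difference from GUSi was −0.15 (SE 0.73, adjusted p = 0.903) in ERF2i and 0.73 (SE 0.68, adjusted p = 0.6) in ERF1i. ERF2i differed from ERF1i by −0.89 (SE 0.71, adjusted p = 0.412). A second contig of the same assembly gene (c17706_g2_i2) had 5, 3, 6, 11, 0 and 0 counts in the order of the libraries above, and c17706_g1_i1 had 5, 3, 2, 19, 0 and 0, too few to test. The RNAi hairpin of ERF2i carries 230 bp of *OpERF2* and that of ERF1i 800 bp of *OpERF1*, and reads from a hairpin can align to the contig of its target.

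The *OpERF1* call in ERF1i was lost without GUSi-9 (adjusted p = 0.116), GUSi-10 (0.0782), ERF2i-2 (0.105) or ERF2i-3 (0.106), with a log2 change from −5.54 without ERF1i-19 to −3.10 without ERF1i-7. In ERF2i it was lost without GUSi-9 (0.11), GUSi-10 (0.188), ERF2i-2 (0.132) or ERF2i-3 (0.195), with a log2 change of 1.87 to 2.48. *OpERF2* in ERF2i ranged from −1.63 without ERF2i-2 to 0.54 without ERF2i-3, and in ERF1i from −0.20 without ERF1i-19 to 1.30 without ERF1i-7, and no fit called it.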

**Table 2:** **Number of reads and aligned sequences from RNA-seq of *O. pumila* transgenic hairy roots**.

**Library**	**Raw read pairs**	**Paired end clean reads**	**Unpaired reads (F and R)**	**% Clean reads aligned to transcriptome assembly**
GUSi-9	15,205,047	14,607,832 (96.07%)	485,889 (3.58%)	88.9
GUSi-10	15,924,982	14,991,951 (94.14%)	868,098 (5.45%)	88.58
ERF1i-7	15,298,117	14,653,295 (95.78%)	589,133 (3.85%)	88.39
ERF1i-19	14,670,943	13,995,511 (95.40%)	620,187 (4.23%)	88.32
ERF2i-2	13,849,296	13,289,005 (95.95%)	512,326 (3.7%)	88.62
ERF2i-3	13,690,821	13,118,609 (95.82%)	523,473 (3.82%)	88.29

F, forward; R, reverse.

Principal component analysis (PCA), a powerful multivariate data analysis approach, assists visualization of the relationship between samples with high-dimensional data set (Ringnér, 2008). Therefore, we performed PCA of the transcriptome data to illustrate the overall expression pattern of the six transgenic HR lines. The PCA score plot showed apparent clustering of the RNAi lines with the same silenced gene and separation of the RNAi lines with the different silenced genes across PC1. 

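The 2 ERF2i lines lay apart from the other 4 lines on the first component, which held 50.1% of the variance of log2 CPM over the tested contigs. ERF2i-2 was at 78.2 and ERF2i-3 at 93.4, GUSi-9 and GUSi-10 at −37.5 and −38.4, and ERF1i-7 and ERF1i-19 at −40.3 and −55.4. The ERF1i lines separated from GUSi on the second component (27.6%), at 32.9 and 69.4 against −56.1 and −56.7, with the ERF2i lines between them at 5.40 and 5.06. Euclidean distances within a construct were 79.7 for GUSi, 98.0 for ERF1i and 72.8 for ERF2i, and every distance between lines of different constructs was larger, from 114 to 169.

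The place of ERF1i on the first component depends on the contigs used. Over the 500 contigs with the largest variance the first component (61.5%) put ERF1i-7 at −32.2 and ERF1i-19 at −47.2, GUSi-9 and GUSi-10 at 4.56 and 4.15, and ERF2i-2 and ERF2i-3 at 32.6 and 38.1. With 2 lines per construct no test of the separation was made.

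**Figure D1:**
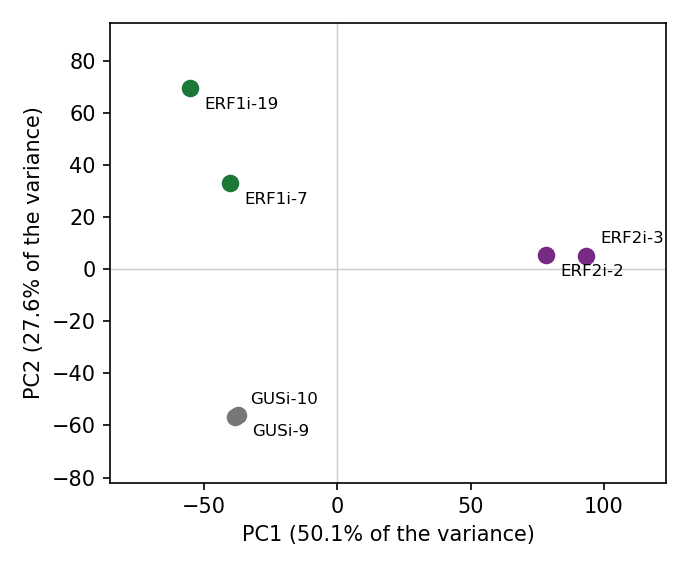
First and second principal components of log2 CPM (prior count 2) over 33315 contigs for the 6 lines; the ERF2i lines lie at 78.2 and 93.4 on the first axis and the GUSi lines at −56.1 and −56.7 on the second.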

Although ERF1i-7 and ERF1i-19 were separated along PC2, they were in a different quartile from ERF2i and GUSi (Figure 4). This clustering and separation pattern suggested that, the transcriptome profile resulting from silencing of AP2/ERFs showed a specific perturbation response. To obtain more details of the transcripts in response to the silencing of *OpERF1* and *OpERF2*, differential expression analysis of the suppressed *OpERF* lines and GUSi lines was performed using DESeq2 (Love et al., 2014). 

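Protodermal factor, YABBY and RD22-like contigs were among the largest rises in ERF1i. Protodermal factor 1 (c27846_g1_i1), an epidermal protein gene, had 0 counts in both GUSi libraries and 138 and 567 in ERF1i-7 and ERF1i-19, at least 244-fold higher (adjusted p = 0.0293, edgeR's quasi-likelihood test, n = 2 lines per construct). YABBY 4-like (c42908_g1_i1) and YABBY 1-like (c494_g1_i1), factors that set the lower side of leaves, were at least 71.9-fold (adjusted p = 0.0441) and at least 49.8-fold (adjusted p = 0.0457) higher, and a GDSL esterase/lipase (c6332_g1_i1) at least 69.2-fold (adjusted p = 0.0415). Such bounds, here and below, pool the 2 lines of each construct and place the group without counts at 3 counts. They are no bound for the line with the lower level, which was ERF1i-7 for protodermal factor 1. Each of these 4 calls was lost without GUSi-9, GUSi-10, ERF2i-2 or ERF2i-3 (highest adjusted p = 0.155).

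Where GUSi held 1 to 3 counts, a ratio with its 95% counting interval is given. Such an interval, here and below, pools the 2 lines of each construct and leaves out the spread between lines. Protodermal factor 2 (c29051_g1_i1), a homeodomain factor of the epidermis, was 324-fold higher (89.4 to 2680; adjusted p = 0.0225) and a zinc finger protein (c15721_g1_i1) 405-fold (112 to 3350; adjusted p = 0.0137). Dehydration-responsive RD22-like contigs were 209-fold (c26161_g1_i1, 37.0 to 8280; adjusted p = 0.0324) and 134-fold (c24359_g1_i1, 36.7 to 1110; adjusted p = 0.0362) higher, a GIP1-like contig (c14443_g1_i1) 178-fold (31.6 to 7090; adjusted p = 0.0154), and a lipid-transfer protein (c27327_g1_i1) 166-fold (29.4 to 6600; adjusted p = 0.0128). These 6 calls were lost too without GUSi-9, GUSi-10, ERF2i-2 or ERF2i-3 (highest adjusted p = 0.17). Genes of photosynthesis, which mark green tissue, gave 8 rises and 0 falls among 40 contigs (24 and 1 adjusted over the list alone, median 1.11, camera adjusted p = 2e-10, adjusted p = 0.501 with an estimated correlation). Their medians were 0.81 and 1.15 in ERF1i-7 and ERF1i-19. Chlorophyll a/b binding contigs rose by 3.82 (c10086_g1_i1, SE 0.45, adjusted p = 0.0132), 2.76 (c21505_g1_i1, SE 0.40, adjusted p = 0.0225) and 1.62 (c28084_g1_i1, SE 0.29, adjusted p = 0.0353), and CP26 (c21467_g2_i1) by 2.06 (SE 0.38, adjusted p = 0.0372). With GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3 left out, in that order, photosynthesis contigs had 0, 0, 14, 2, 0 and 0 rises in ERF1i. By DESeq2, without scaling and by limma-trend, in that order, photosynthesis contigs had 11, 8 and 3 rises in ERF1i.

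The largest falls were transcripts of the right T-DNA of the Ri plasmid, which the bacterium transfers to make agropine and mannopine. Agropine synthesis cyclase (c33497_g1_i1) was 3120-fold lower (863 to 25800; adjusted p = 0.00913), mannopine synthase (c25644_g1_i1) 1730-fold (590 to 8370; adjusted p = 0.00523) and the *rolB*-like gene of this T-DNA (c27304_g1_i1) 313-fold (86.4 to 2590; adjusted p = 0.00913). Indole acetamide hydrolase (c23136_g1_i1), with 0 counts in ERF1i, was at least 81.0-fold lower (adjusted p = 0.0114). Agropine synthesis conjugase (c31834_g1_i1) had 7383 and 7767 counts in GUSi and 2 and 3 in ERF1i-7 and ERF1i-19, a log2 change of −11.37 (SE 0.52, adjusted p = 0.00343). The left T-DNA genes *rolB* (c30113_g1_i1) and *rolC* (c36680_g1_i1) kept 885 and 654, and 2002 and 3425 counts, in ERF1i-7 and ERF1i-19. Over all T-DNA contigs there were 0 rises and 7 falls among 12 contigs (0 and 9 adjusted over the list alone, median −8.40, camera adjusted p = 2.93e-13, adjusted p = 0.501 with an estimated correlation), and with contigs at 0 placed at their bound the median was −5.48. In the same order of left-out libraries, T-DNA contigs had 4, 5, 8, 7, 6 and 5 falls in ERF1i. Among plant genes, a PLATZ factor (c9319_g1_i1) fell by 4.17 (SE 0.47, adjusted p = 0.0125), the flowering repressor relative TFL1-like (c45764_g1_i1) by 3.63 (SE 0.70, adjusted p = 0.0415), a Centroradialis-like contig (c8984_g1_i1) by 3.43 (SE 0.29, adjusted p = 0.00913), and a thiosulfate sulfurtransferase (c21296_g1_i1) by 3.46 (SE 0.67, adjusted p = 0.0409).

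Of transcription factor families, AP2/ERF gave 3 rises and 5 falls among 90 contigs (7 and 13 adjusted over the list alone, median −0.19, camera adjusted p = 0.109), bHLH 4 rises and 12 falls among 129 contigs (11 and 22 adjusted over the list alone, median −0.10, camera adjusted p = 0.0944), MYB 6 rises and 3 falls among 121 contigs (12 and 7 adjusted over the list alone, median −0.17, camera adjusted p = 0.282) and WRKY 3 rises and 3 falls among 55 contigs (4 and 4 adjusted over the list alone, median −0.10, camera adjusted p = 0.282). ERF061-like (c27621_g1_i1) rose by 1.81 (SE 0.18, adjusted p = 0.0099) while ERF12 (c23769_g1_i1) and ERF118-like (c31312_g2_i1) fell by 1.18 (SE 0.14, adjusted p = 0.0128) and 0.81 (SE 0.10, adjusted p = 0.0154). bHLH148-like (c39533_g1_i1) fell by 1.84 (SE 0.21, adjusted p = 0.0125), and the MYB1R1 contig (c25641_g1_i1) rose by 1.09 (SE 0.10, adjusted p = 0.00913). With the libraries left out in the same order, AP2/ERF contigs had 0, 1, 8, 10, 0 and 0 rises and 0, 0, 11, 7, 0 and 0 falls in ERF1i. For bHLH contigs there were 0, 1, 7, 6, 0 and 0 rises and 0, 1, 21, 8, 0 and 0 falls, and MYB contigs had 0, 1, 13, 6, 0 and 0 rises and 0, 1, 13, 3, 0 and 0 falls. WRKY contigs had 0, 0, 6, 2, 0 and 0 rises and 0, 0, 7, 1, 0 and 0 falls. In the 3 settings, AP2/ERF contigs had 5, 2 and 1 rises and 8, 5 and 2 falls in ERF1i. For bHLH contigs there were 7, 4 and 1 rises and 17, 15 and 6 falls, and MYB contigs had 12, 6 and 1 rises and 4, 4 and 1 falls. WRKY contigs had 3, 3 and 0 rises and 3, 4 and 1 falls.

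In ERF1i as a group 885 contigs rose and 468 fell at an adjusted p under 0.05 (3817 and 3046 at an unadjusted p under 0.05; 1184 and 578 by DESeq2). Each line against the 2 GUSi libraries, at a log2 change of at least 1, gave 240 higher and 64 lower contigs in ERF1i-7 and 686 and 379 in ERF1i-19. Group counts were 35 and 40 without GUSi-9, 141 and 65 without GUSi-10, 1716 and 1176 without ERF1i-7, 26 and 12 without ERF2i-2 and 24 and 11 without ERF2i-3, which lend their spread to the test. Leaving out 1 library at a time ended the call for 22 of the 28 contigs named without GUSi-9, 18 without GUSi-10, 2 without ERF1i-7, 4 without ERF1i-19, 22 without ERF2i-2 and 22 without ERF2i-3 (highest adjusted p = 0.17), and 5 kept it in every fit.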

Overall, 291 of 907 upregulated contigs and 112 of 450 downregulated contigs were differentially expressed in both ERF1i-7 and ERF1i-19. A higher number of the perturbed transcripts were found in ERF2i lines; 1180 of 1591 upregulated contigs and 352 of 691 downregulated contigs were differentially expressed in both ERF2i-2 and ERF2i-3 (Table 3). 

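A class III small heat shock protein (c37551_g1_i1), a chaperone made under heat, rose in ERF2i by a log2 of 5.15 (SE 0.34, adjusted p = 0.000481) from edgeR's quasi-likelihood test with n = 2 lines per construct. HSP83-like (c27906_g1_i1), of the HSP90 chaperone family, went from 88.5 ± 59.5 CPM in GUSi (mean ± SD) to 1952 ± 289 in ERF2i, a rise of 4.46 (SE 0.47, adjusted p = 0.00145). A DnaJ co-chaperone (c22372_g2_i2) rose by 4.5 (SE 0.37, adjusted p = 0.000715) and a universal stress protein (c22905_g1_i1) by 4.41 (SE 0.39, adjusted p = 0.000879). The tonoplast dicarboxylate transporter (c11811_g1_i1), which moves malate into the vacuole, rose by 5.02 (SE 0.18, adjusted p = 0.000336).

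An RCC1 family contig (c27533_g2_i3) had the largest rise of the contigs named, 5.34 (SE 0.53, adjusted p = 0.00118), followed by a contig described as dentin sialophospho isoform 3 (c31894_g2_i1) at 5.23 (SE 0.53, adjusted p = 0.00128). Among the other large rises were a VQ motif protein (c20782_g2_i1) at 4.67 (SE 0.21, adjusted p = 0.000336), and DNA-binding proteins c19127_g1_i1 and c32369_g1_i1 at 4.57 (SE 0.35, adjusted p = 0.000622) and 4.43 (SE 0.21, adjusted p = 0.000336). The largest falls were an oleoyl-acyl carrier protein thioesterase (c31582_g2_i3), which ends fatty acid chains, by 4.28 (SE 1.06, adjusted p = 0.0296), an Ovate family protein (c23694_g1_i1) by 3.34 (SE 0.40, adjusted p = 0.00216), UGT92A1-like (c33102_g1_i1) by 3.31 (SE 0.29, adjusted p = 0.000856), an HXXXD acyltransferase (c29787_g1_i1) by 3.25 (SE 0.75, adjusted p = 0.0232) and a subtilisin protease (c3836_g1_i1) by 3.22 (SE 0.79, adjusted p = 0.0288). A pectate lyase (c2233_g1_i1), which cuts pectin, fell by 2.98 (SE 0.47, adjusted p = 0.00597) and a galactomannan galactosyltransferase (c24701_g1_i1) by 2.97 (SE 0.19, adjusted p = 0.000465). ERF5-like (c32068_g1_i1) fell by 2.81 (SE 0.66, adjusted p = 0.0248), a myosin-related contig (c26960_g1_i1) by 2.86 (SE 0.41, adjusted p = 0.0042), and an isopiperitenol or carveol dehydrogenase (c30873_g1_i1), an oxidoreductase of monoterpenes, by 2.80 (SE 0.16, adjusted p = 0.000375).

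Of transcription factor families in ERF2i, AP2/ERF contigs gave 10 rises and 15 falls among 90 contigs (12 and 19 adjusted over the list alone, median −0.13, camera adjusted p = 0.382), MYB 17 rises and 13 falls among 121 contigs (19 and 13 adjusted over the list alone, median 0.02, camera adjusted p = 0.926) and WRKY 15 rises and 5 falls among 55 contigs (16 and 7 adjusted over the list alone, median 0.13, camera adjusted p = 0.122). DREB2A (c31766_g1_i1), a factor of drought and heat response, rose by 2.46 (SE 0.22, adjusted p = 0.000866) and ERF098-like (c23622_g1_i1) by 1.39 (SE 0.14, adjusted p = 0.0013), while an AP2-domain contig (c14735_g1_i1) fell by 1.77 (SE 0.10, adjusted p = 0.000382). WRKY22-like (c27360_g1_i1) rose by 1.86 (SE 0.20, adjusted p = 0.00148), and MYB36 (c42189_g1_i1), which directs endodermis formation, fell by 1.14 (SE 0.18, adjusted p = 0.00584). Genes that mark green tissue gave 4 rises and 1 fall among 40 contigs (4 and 1 adjusted over the list alone, median 0.08, camera adjusted p = 0.474), and T-DNA contigs 2 rises and 0 falls among 12 contigs (2 and 0 adjusted over the list alone, median 0.46, camera adjusted p = 0.541). Leaving out GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3 in turn, AP2/ERF contigs had 6, 10, 17, 17, 6 and 3 rises and 6, 6, 24, 23, 7 and 4 falls in ERF2i. MYB contigs had 4, 4, 23, 23, 5 and 0 rises and 5, 6, 20, 18, 4 and 3 falls, and WRKY contigs had 6, 11, 17, 17, 7 and 4 rises and 1, 2, 9, 8, 0 and 0 falls. Photosynthesis contigs had 1, 4, 5, 5, 1 and 3 rises and 0, 0, 1, 1, 0 and 0 falls, and T-DNA contigs had 0, 0, 2, 2, 3 and 0 rises and 1, 0, 1, 1, 0 and 0 falls. With DESeq2, no scaling and limma-trend in turn, AP2/ERF contigs had 15, 23 and 21 falls in ERF2i. MYB contigs had 11, 11 and 9 rises and 9, 25 and 23 falls, and WRKY contigs had 14, 12 and 12 rises and 3, 9 and 8 falls. Photosynthesis contigs had 5, 4 and 4 rises and 0, 2 and 3 falls, and T-DNA contigs had 3, 2 and 1 rises and 0, 1 and 1 falls.

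In the group test 4393 contigs rose and 3293 fell at an adjusted p under 0.05 (6637 and 5977 at an unadjusted p under 0.05; 3171 and 2247 by DESeq2). Set against the 2 GUSi libraries at a log2 change of at least 1, ERF2i-2 had 1753 higher and 614 lower contigs and ERF2i-3 2077 and 1122. Group counts were 2254 and 1369 without GUSi-9, 2264 and 1203 without GUSi-10, 1898 and 999 without ERF2i-2 and 1368 and 432 without ERF2i-3. When 1 library was left out the call was lost for 3 of the 25 contigs named without GUSi-9, 1 without GUSi-10, 6 without ERF2i-2 and 7 without ERF2i-3 (highest adjusted p = 0.19), and 18 kept it in every fit.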

The higher number of affected transcripts in ERF2i than in ERF1i inferred that the expression of more genes was affected by the suppression of *OpERF2* and that the overlap of perturbed transcripts was higher between ERF2i-2 and ERF2i-3 than between ERF1i-7 and ERF1i-19. This observation was also demonstrated by the position of the samples in the PCA score plot, in which ERF2i-2 and ERF2i-3 were grouped together but ERF1i-7 and ERF1i-19 were separated (Figure 4).

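The direct test of ERF2i against ERF1i gave 3538 higher and 3002 lower contigs at an adjusted p under 0.05 (edgeR's quasi-likelihood test, n = 2 lines per construct). DESeq2 gave 2540 and 2194, and with no scaling beyond the total count the split turned, to 2494 and 5275. Contigs called in both ERF2i lines against GUSi, at a log2 change of at least 1, numbered 1588 higher and 494 lower, which is 70.8% of the 2242 and 39.8% of the 1242 called in either line. In both ERF1i lines they numbered 156 higher and 40 lower, 20.3% of 770 and 9.93% of 403. With both directions together 59.8% of 3484 contigs were shared in ERF2i and 16.7% of 1173 in ERF1i. With the spread of the 3-group fit these shares were 60.3% and 44.1%. Over contigs with a mean FPKM of at least 2 the share in ERF2i was 27.3%, and no contig was called in ERF1i.

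Levels per line are given here for 4 named genes. HSP70-binding protein (c965_g1_i1) stood at 60.2 and 55.8 CPM in GUSi and at 373 and 435 in ERF2i-2 and ERF2i-3. Nitrate reductase (c12636_g1_i1) stood at 609 and 470 CPM in GUSi and 2621 and 2855 in the ERF2i lines. In ERF1i, LEA group 4 protein (c19180_g2_i1) had 2.97 CPM in ERF1i-7 and 3.89 in ERF1i-19, against 0.216 and 0.0711 in GUSi. A chitinase-like contig (c27247_g1_i1) had 72.6 and 122 CPM in these lines and 29.0 and 29.6 in GUSi.

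Contigs called in 1 line alone were 84 higher and 24 lower in ERF1i-7, 530 and 339 in ERF1i-19, 165 and 120 in ERF2i-2, and 489 and 628 in ERF2i-3. If the calls of 2 lines were independent, 4.94 higher and 0.728 lower contigs were expected in both ERF1i lines and 109 and 20.7 in both ERF2i lines. In 20 simulations of unchanged lines set against the 2 GUSi libraries a line had a mean of 0 to 0.15 calls per direction, too few for an overlap to be seen. At an unadjusted p under 0.05 and a log2 change of at least 1, the simulated lines shared a mean of 0.65 higher and 5.75 lower contigs in the place of ERF1i and 0.55 and 5.6 in the place of ERF2i. Independent lists would share 0.041, 0.774, 0.0544 and 0.911. The data held 824 and 349 contigs in both ERF1i lines and 2193 and 1101 in both ERF2i lines at that threshold. Both lines of a construct are compared with the same 2 GUSi libraries, so an error in these enters both overlaps, and 2 controls are too few to be split between the lines. The simulated lines were drawn around the mean of these libraries. That error is therefore absent from the simulated overlaps, and they are no measure of it. In other simulated data, where the GUSi libraries were drawn too, a line had 76 to 121 false calls. The share has 1 pair of lines per construct and no error of its own.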

**Figure 4:**
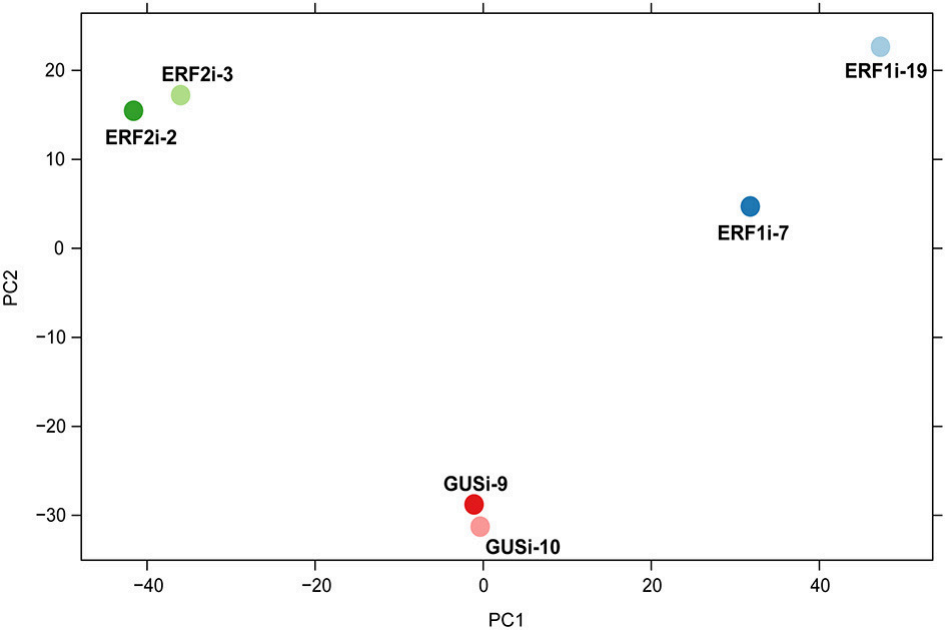
**PCA score plot generated from a transcriptome data of RNAi lines**.

**Table 3:** **Differentially expressed transcripts in ERF1i and ERF2i compared with average expression in GUSi**.

**Differentially expressed transcripts**	**Upregulated**	**Downregulated**
**All differentially expressed transcripts in ERF1i**	**907**	**450**
Both ERF1i-7 and ERF1i-19	291	112
Only in ERF1i-7	213	70
Only in ERF1i-19	403	268
**All differentially expressed transcripts in ERF2i**	**1591**	**691**
Both ERF2i-2 and ERF2i-3	1180	352
Only in ERF2i-2	118	68
Only in ERF2i-3	293	271

### Effects of *OpERF* suppression on the MEP and secologanin-strictosidine pathways

Previous studies on the involvement of the group IX ERF factors in alkaloid biosynthesis in several plants increased our interest to evaluate whether *Op*ERF2 has a similar function because it has a close phylogenetic relationship with secondary metabolite-regulating group IX ERFs. We investigated the expression levels of transcripts in the MEP pathway that synthesizes isopentenyl pyrophosphate and dimethylallyl pyrophosphate, which are primary metabolite substrates of TIA biosynthesis in plant, and secologanin-strictosidine pathway that produces strictosidine, a precursor of CPT (Yamazaki et al., 2004) and other TIAs in *O. pumila*. Putative MEP and secologanin-strictosidine pathways transcripts in *O. pumila* were identified on the basis of sequence similarity with the corresponding reference genes from *C. roseus* (Table S2). In a heatmap representing the comparative degree of expression between RNAi lines, a trend of downregulation of MEP and secologanin-strictosidine pathways genes was observed when *OpERF2* was suppressed; however this trend was not observed in ERF1i lines (Figure 5). In addition, expression levels of four characterized *O. pumila* genes (*OpTDC, OpG10H, OpSLS*, and *OpSTR*) in the transgenic HR lines determined using qRT-PCR were evaluated to affirm the presumption made through RNA-seq based transcriptome profiling. 

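In ERF2i 8 of 27 contigs of the secologanin-strictosidine pathway fell and 0 rose, with a set test adjusted p = 0.56 with an estimated correlation, and 1 fell without ERF2i-3. Of the MEP pathway, which makes the isoprene units, 2 of 13 fell. DXR (c33486_g7_i1), the second MEP enzyme, went from 168 ± 26.2 CPM in GUSi (mean ± SD, n = 2 lines) to 81.8 ± 3.46 in ERF2i, a log2 fall of 1.04 (SE 0.14, adjusted p = 0.00358) from edgeR's quasi-likelihood test. CMK (c28782_g1_i1), a kinase further down, fell by 0.38 (SE 0.11, adjusted p = 0.0474). Contigs of 7-deoxyloganetic acid glucosyltransferase, which adds the glucose of loganin, fell by 1.54 (c22992_g3_i1, SE 0.23, adjusted p = 0.00533) and 1.78 (c38432_g1_i1, SE 0.41, adjusted p = 0.0222). In ERF1i the DXR contig differed from GUSi by 0.09 (SE 0.14, adjusted p = 0.78) and the CMK contig by 0.30 (SE 0.11, adjusted p = 0.176).

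Of 13 MEP contigs, 0 rose and 2 fell in ERF2i (0 and 1 adjusted over the list alone), 7 lay below GUSi and the median was −0.28 (camera adjusted p = 0.382). The 13 include 2 contigs listed as DXR but annotated as a cyclin-dependent kinase, named further below, which lay above GUSi. Of 27 secologanin-strictosidine contigs, 0 rose and 8 fell (0 and 9 adjusted over the list alone), 24 lay below GUSi and the median was −0.47 (camera adjusted p = 0.000394, adjusted p = 0.56 with an estimated correlation, fry adjusted p = 0.083). With the correlation estimated on 3 residual degrees of freedom, camera did not pass the T-DNA list in ERF1i either (adjusted p = 0.501). Set directly against ERF1i, 13 contigs of this pathway were lower in ERF2i and 0 higher (16 and 0 adjusted over the list alone), with a median of −0.62 (camera adjusted p = 4.57e-06, adjusted p = 0.427 with an estimated correlation). The MEP contigs in that comparison had 2 lower and 0 higher (0 and 3 higher and lower adjusted over the list alone), with a median of −0.08 (camera adjusted p = 0.0996). Line medians of the secologanin-strictosidine contigs were −0.22 and −0.73 in ERF2i-2 and ERF2i-3 and 0.31 and 0.02 in ERF1i-7 and ERF1i-19, and those of the MEP contigs −0.14 and −0.43 and 0.11 and 0.20. Against GUSi, secologanin-strictosidine contigs that fell in ERF2i numbered 4 without GUSi-9, 4 without GUSi-10, 11 without ERF1i-7, 11 without ERF1i-19, 4 without ERF2i-2 and 1 without ERF2i-3, and MEP contigs 1, 1, 2, 2, 1 and 0. In fits without GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3, in that order, secologanin-strictosidine contigs in ERF2i against ERF1i had 10, 10, 9, 14, 4 and 1 lower. MEP contigs in this comparison had 1, 1, 0, 0, 0 and 0 higher and 2, 2, 5, 2, 2 and 0 lower. For DESeq2, no scaling and limma-trend, in that order, secologanin-strictosidine contigs had 10, 15 and 12 falls in ERF2i. MEP contigs had 1, 5 and 4 falls. With these 3 settings, MEP contigs in ERF2i against ERF1i had 2, 4 and 4 lower.

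The FPKM of these contigs were listed in the paper's Table S2 and had been seen when the lists were fixed, so the lists are not independent evidence. From the heatmap the paper states a trend of downregulation of both pathways under *OpERF2* suppression that was not observed in ERF1i lines. The call did not hold for 2 of the 4 contigs named without GUSi-9, 2 without GUSi-10, 2 without ERF2i-2 and 4 without ERF2i-3 (highest adjusted p = 0.241), and 0 kept it in every fit.

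**Figure D2:**
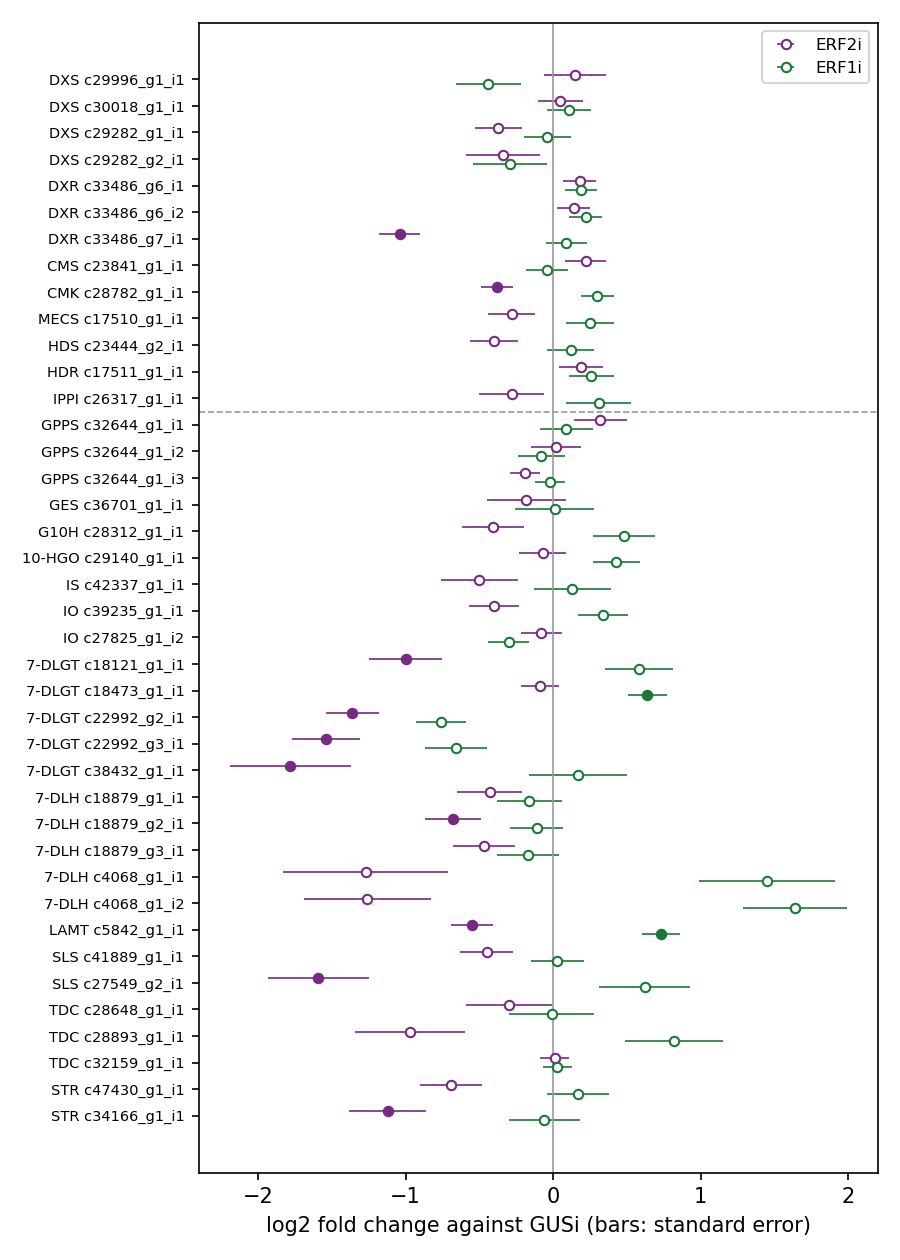
Log2 change against GUSi of the MEP and secologanin-strictosidine contigs in ERF2i and ERF1i with standard errors, filled where the adjusted p is under 0.05; the ERF2i median is −0.28 above the dashed line (MEP) and −0.47 below it.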

The qRT-PCR results showed a similar trend of gene expression with the transcriptome data, with a moderate degree of structural gene suppression in ERF2i (Figure S4). 

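The genes measured by qRT-PCR code for tryptophan decarboxylase (TDC), geraniol 10-hydroxylase (G10H), secologanin synthase (SLS) and strictosidine synthase (STR). STR joins tryptamine from TDC with secologanin from SLS. In the sequencing data, STR c34166_g1_i1 went from 12.9 ± 4.14 CPM in GUSi (mean ± SD, n = 2 lines) to 5.93 ± 0.376 in ERF2i, a log2 fall of 1.12 (SE 0.26, adjusted p = 0.023) from edgeR's quasi-likelihood test. The other STR contig, c47430_g1_i1, went from 584 ± 4.66 to 362 ± 105 CPM with a log2 difference of −0.69 (SE 0.21, adjusted p = 0.0548). SLS c27549_g2_i1 fell by 1.59 (SE 0.34, adjusted p = 0.0173), and SLS c41889_g1_i1 differed by −0.45 (SE 0.18, adjusted p = 0.122).

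G10H (c28312_g1_i1) differed from GUSi by −0.41 (SE 0.21, adjusted p = 0.211) in ERF2i and by 0.48 (SE 0.21, adjusted p = 0.267) in ERF1i, and ERF2i lay below ERF1i by 0.88 (SE 0.21, adjusted p = 0.0312). TDC c28893_g1_i1 differed from GUSi by −0.97 (SE 0.37, adjusted p = 0.1) in ERF2i and was below ERF1i by 1.79 (SE 0.36, adjusted p = 0.0176). For TDC c28648_g1_i1 the difference from GUSi was −0.30 (SE 0.29, adjusted p = 0.493). Another contig listed as TDC (c32159_g1_i1), annotated as a WD repeat protein, differed by 0.01 (SE 0.10, adjusted p = 0.962). SLS c27549_g2_i1 was below ERF1i by 2.21 (SE 0.34, adjusted p = 0.00687).

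With 1 library fewer the test lost 2 of the 2 contigs called against GUSi without GUSi-9, 2 without ERF2i-2 and 2 without ERF2i-3 (highest adjusted p = 0.157), and 0 kept it in every fit. Left-out fits dropped the call for 1 of the 3 contigs called against ERF1i without GUSi-9, 1 without GUSi-10, 1 without ERF1i-7, 2 without ERF2i-2 and 3 without ERF2i-3 (highest adjusted p = 0.159), and 0 kept it in every fit.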

We further conducted GO enrichment analysis of the differentially expressed transcripts to illustrate the functional properties enriched in the transcript set of ERF2i lines by using Fisher's exact test against the annotated *de novo* transcriptome assembly of *O. pumila*. Consistent with the observation made using qRT-PCR and heatmap, GO terms associated with oxidation-reduction that are generally involved in secondary metabolite biosynthesis were enriched in the downregulated transcripts of the ERF2i lines. 

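Oxidation and reduction enzymes moved in both directions in ERF2i, and more class III peroxidases, which act on cell wall phenolics, fell than rose. Peroxidase 43 (c22913_g1_i1) fell by a log2 of 1.45 (SE 0.19, adjusted p = 0.00324), peroxidase 10 (c17283_g1_i1) by 1.67 (SE 0.23, adjusted p = 0.0035), peroxidase 53 (c248_g1_i1) by 1.47 (SE 0.20, adjusted p = 0.00384) and a cationic peroxidase (c47436_g1_i1) by 1.90 (SE 0.28, adjusted p = 0.00493), from edgeR's quasi-likelihood test with n = 2 lines per construct. The cationic peroxidase stood at 79.9 ± 22.5 CPM in GUSi (mean ± SD) and 21.3 ± 0.553 in ERF2i. A laccase (c31663_g1_i2), another enzyme of lignin formation, fell by 2.30 (SE 0.30, adjusted p = 0.00305). Against these, isoflavone 2'-hydroxylase contigs rose by 2.83 (c33473_g1_i1, SE 0.18, adjusted p = 0.000433) and 2.04 (c22890_g2_i1, SE 0.14, adjusted p = 0.000484), and P450 98A3 contigs, which hydroxylate coumaroyl esters, by 1.67 (c24241_g1_i1, SE 0.11, adjusted p = 0.000481) and 1.58 (c24241_g2_i1, SE 0.11, adjusted p = 0.000561).

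Of 1874 GO terms tested with one-sided Fisher tests, 23 were enriched among the 2212 annotated contigs that fell (26 against the whole assembly, 9 with a log2 change of at least 1). The oxidation-reduction process held 238 of them, 10.8% against 8.53% of the 19857 contigs in the background (adjusted p = 0.00974). Heme binding held 69 of 404 (adjusted p = 0.0219; 0.107 against the whole assembly), oxidoreductases acting on paired donors 45 of 235 (0.0219; 0.0644 against the whole assembly) and transferases of hexosyl groups 30 of 124 (0.00711). Peroxidase activity held 13 of 74 (0.845). The terms with the lowest adjusted p were Golgi apparatus (105 of 488, 3.29e-08), endosome (51 of 226, 0.000572), proteasome core complex (8 of 14, 0.00711) and plant-type cell wall (38 of 174, 0.00711). Translation (50 of 274, 0.0283), ribosome (28 of 128, 0.0289) and ethylene biosynthesis (7 of 14, 0.029) followed. With a log2 change of at least 1 these last 7 terms, from Golgi apparatus to ethylene biosynthesis, each had an adjusted p = 1. The Fisher tests, here and below, treat contigs as independent. Contigs of the same assembly gene share reads, so the adjusted p of these tests may be too low.

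By gene family, class III peroxidases gave 2 rises and 13 falls among 69 contigs (2 and 13 adjusted over the list alone, median −0.60, camera adjusted p = 0.00248, adjusted p = 0.56 with an estimated correlation), and cytochrome P450 contigs 33 rises and 43 falls among 237 contigs (38 and 53 adjusted over the list alone, median −0.37, camera adjusted p = 0.0358, adjusted p = 0.56 with an estimated correlation). For 2-oxoglutarate-dependent dioxygenases there were 9 rises and 12 falls among 51 contigs (9 and 14 adjusted over the list alone, median −0.21, camera adjusted p = 0.0557), with an ACC oxidase homolog (c33630_g1_i2) falling by 1.22 (SE 0.10, adjusted p = 0.000778) and an ARRO-like contig (c32148_g1_i1) rising by 1.47 (SE 0.13, adjusted p = 0.000919). UDP-glycosyltransferases gave 60 rises and 47 falls among 246 contigs (67 and 56 adjusted over the list alone, median 0.04, camera adjusted p = 0.634). UGT74B1 (c25056_g1_i2) rose by 2.95 (SE 0.17, adjusted p = 0.000375) and UGT75D1-like (c25614_g1_i1) by 3.06 (SE 0.19, adjusted p = 0.000413). When GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3 were left out 1 at a time, peroxidases had 0, 0, 3, 4, 0 and 0 rises and 12, 6, 19, 18, 5 and 4 falls in ERF2i. P450 contigs had 22, 19, 39, 39, 20 and 15 rises and 22, 19, 69, 68, 14 and 3 falls, and dioxygenases had 6, 7, 9, 9, 5 and 4 rises and 8, 7, 19, 19, 5 and 5 falls. Glycosyltransferases had 45, 38, 68, 68, 33 and 28 rises and 30, 25, 60, 57, 23 and 14 falls. By DESeq2, without scaling and by limma-trend, in that order, peroxidases had no rises and 18, 21 and 17 falls in ERF2i. P450 contigs had 31, 25 and 23 rises and 44, 71 and 58 falls, and dioxygenases had 9, 9 and 9 rises and 10, 20 and 19 falls. Glycosyltransferases had 51, 45 and 42 rises and 43, 72 and 65 falls.

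In the phenylpropanoid and lignin pathway there were 5 rises and 14 falls among 76 contigs (5 and 16 adjusted over the list alone, median −0.48, camera adjusted p = 0.000811, adjusted p = 0.56 with an estimated correlation), where 4-coumarate-CoA ligase-like 5 (c28284_g1_i1) fell by 1.25 (SE 0.18, adjusted p = 0.00404) and a cinnamyl alcohol dehydrogenase (c22710_g1_i1) rose by 2.01 (SE 0.14, adjusted p = 0.000484). The shikimate and tryptophan list, drawn by words of the annotation, gave 4 rises and 13 falls among 67 contigs (4 and 14 adjusted over the list alone, median −0.34, camera adjusted p = 0.00129, adjusted p = 0.56 with an estimated correlation). It takes in 17 contigs annotated as enzymes that form, cleave or hydroxylate esters of shikimate or acyl derivatives of anthranilate, which are not steps of that pathway, and of these 17 contigs 1 rose and 5 fell. Among them is a hydroxycinnamoyl transferase (c15374_g1_i1), a lignin enzyme with shikimate as acceptor, which fell by 1.72 (SE 0.14, adjusted p = 0.000714). Chorismate mutase (c24320_g1_i1) rose by 1.20 (SE 0.11, adjusted p = 0.00101). For the flavonoid pathway there were 11 rises and 12 falls among 71 contigs (11 and 12 adjusted over the list alone, median −0.12, camera adjusted p = 0.669), for the mevalonate pathway 1 rise and 2 falls among 13 contigs (1 and 2 adjusted over the list alone, median −0.22, camera adjusted p = 0.382), and for strictosidine glucosidase and synthase-like contigs 0 rises and 1 fall among 16 contigs (0 and 0 adjusted over the list alone, median −0.69, camera adjusted p = 0.0298, adjusted p = 0.56 with an estimated correlation). Mevalonate kinase (c30261_g1_i1) fell by 0.47 (SE 0.12, adjusted p = 0.0341). With the libraries left out in the same order, phenylpropanoid contigs had 3, 3, 5, 5, 3 and 3 rises and 9, 9, 30, 28, 9 and 2 falls in ERF2i. Contigs of the shikimate list had 2, 2, 5, 5, 2 and 1 rises and 4, 4, 19, 19, 5 and 2 falls, and flavonoid contigs had 10, 8, 12, 12, 7 and 7 rises and 7, 9, 15, 14, 7 and 4 falls. Mevalonate contigs had 0, 0, 1, 1, 1 and 0 rises and 0, 0, 2, 2, 0 and 0 falls, and strictosidine glucosidase and synthase-like contigs had 0, 1, 4, 4, 1 and 0 falls. In the 3 settings, phenylpropanoid contigs had 4, 5 and 4 rises and 21, 29 and 24 falls in ERF2i. Contigs of the shikimate list had 2, 2 and 2 rises and 11, 34 and 25 falls, and flavonoid contigs had 10, 10 and 9 rises and 11, 17 and 15 falls. Mevalonate contigs had 1, 0 and 0 rises and 0, 5 and 5 falls, and strictosidine glucosidase and synthase-like contigs had 2, 4 and 3 falls.

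In fits on 5 libraries the call was lost for 1 of the 18 contigs named without GUSi-9, 1 without GUSi-10, 2 without ERF2i-2 and 3 without ERF2i-3 (highest adjusted p = 0.188), and 15 kept it in every fit.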

In the ERF2i upregulated transcript set, a broad range of enriched GO terms related to primary metabolism was enlisted (Figure 6).

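Alcohol dehydrogenase 1, sucrose synthase and phosphofructokinase contigs rose in ERF2i. Alcohol dehydrogenase 1 (c32933_g1_i2), which regenerates NAD without oxygen, went from 676 ± 23.4 CPM in GUSi (mean ± SD, n = 2 lines) to 7001 ± 180 in ERF2i, a log2 rise of 3.37 (SE 0.19, adjusted p = 0.000375) from edgeR's quasi-likelihood test. A hypoxia-responsive protein (c30534_g1_i2) rose by 2.87 (SE 0.14, adjusted p = 0.000336), a non-symbiotic hemoglobin (c18640_g1_i1) by 2.40 (SE 0.16, adjusted p = 0.000481) and sucrose synthase (c26218_g1_i1), which feeds sucrose into glycolysis, by 2.58 (SE 0.17, adjusted p = 0.000481). Phosphofructokinase 7-like (c30065_g1_i1), at the entry of glycolysis, rose by 3.72 (SE 0.27, adjusted p = 0.00057). Its neighbours of the phosphofructokinase 3-like assembly gene, which share reads, rose by 3.28, 3.75 and 3.83 (c30065_g2_i3, c30065_g2_i1, c30065_g2_i2).

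Among the 2760 annotated contigs that rose, 57 GO terms were enriched in one-sided Fisher tests (74 against the whole assembly, 55 with a log2 change of at least 1). Response to heat held 48 of 130 contigs (adjusted p = 7.95e-08), carbohydrate phosphorylation 22 of 48 (5.68e-05), 6-phosphofructokinase activity 9 of 13 (0.000887), response to hypoxia 9 of 13 (0.000887), trehalose biosynthesis 12 of 27 (0.00736) and the glycolytic process 19 of 67 (0.0492). Stress terms were among them too: calmodulin binding (29 of 74, 5.68e-05), response to high light (19 of 38, 5.7e-05), regulation of salicylic acid metabolism (9 of 10, 6.28e-05), wounding (31 of 102, 0.0013), hydrogen peroxide (18 of 48, 0.00311) and fungus (12 of 26, 0.00491). Cysteamine dioxygenase activity, the term of the enzymes that oxidize N-terminal cysteine, held 7 of 8 (0.000887). The unfolded protein response held 7 of 12 (0.0194) and cytokinin dehydrogenase activity 6 of 9 (0.0194). With a log2 change of at least 1 the call was lost for the glycolytic process (adjusted p = 0.0921), wounding (0.0694) and the unfolded protein response (0.382).

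For low-oxygen response genes there were 30 rises and 12 falls among 75 contigs (33 and 14 adjusted over the list alone, median 0.21, camera adjusted p = 0.00369, adjusted p = 0.593 with an estimated correlation), with line medians of 0.27 and 0.16 in ERF2i-2 and ERF2i-3. Heat shock proteins and factors gave 43 rises and 10 falls among 128 contigs (44 and 17 adjusted over the list alone, median 0.14, camera adjusted p = 0.0031, adjusted p = 0.56 with an estimated correlation), with line medians of 0.12 and 0.19 and a fry adjusted p of 0.00979. A ClpB-type chaperone (c32091_g1_i1), which frees aggregated proteins, rose by 3.42 (SE 0.18, adjusted p = 0.000336), an HSP70 (c47411_g1_i1) by 2.48 (SE 0.14, adjusted p = 0.000375), and an HSP20-like contig (c45658_g1_i1) by 1.79 (SE 0.11, adjusted p = 0.000402). Trehalose metabolism gave 11 rises and 4 falls among 25 contigs (12 and 4 adjusted over the list alone, median 0.62, camera adjusted p = 0.0317, adjusted p = 0.56 with an estimated correlation), with line medians of 0.47 and 0.64. Trehalose-phosphate synthases rose by 2.02 (c28586_g1_i1, SE 0.10, adjusted p = 0.000336) and 2.1 (c33588_g3_i2, SE 0.18, adjusted p = 0.000771) and the phosphatases by 1.66 (c23604_g1_i1, SE 0.17, adjusted p = 0.0013) and 3.04 (c30381_g1_i3, SE 0.32, adjusted p = 0.00142). Glycolysis gave 17 rises and 5 falls among 76 contigs (18 and 5 adjusted over the list alone, median 0.07, camera adjusted p = 0.158). Over fits that omit GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3 in turn, low-oxygen contigs had 7, 7, 12, 12, 6 and 6 falls in ERF2i. Heat shock contigs had 3, 3, 15, 15, 1 and 1 falls, and glycolysis contigs had 12, 11, 18, 20, 11 and 10 rises and 1, 1, 6, 6, 1 and 0 falls. With DESeq2, no scaling and limma-trend in turn, heat shock contigs had 40, 41 and 41 rises and 5, 24 and 22 falls in ERF2i. Glycolysis contigs had 14, 13 and 11 rises and 2, 19 and 15 falls.

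Mineral nutrition genes were mixed. Nitrate and ammonium uptake gave 4 rises and 6 falls among 59 contigs (4 and 3 adjusted over the list alone, median 0.02, camera adjusted p = 0.926), and a peptide/nitrate transporter (c30912_g2_i1) fell by 1.35 (SE 0.18, adjusted p = 0.00317). In the phosphate starvation list there were 11 rises and 9 falls among 62 contigs (16 and 14 adjusted over the list alone, median 0.14, camera adjusted p = 0.634). An SPX domain gene (c29932_g1_i1), a phosphate sensor, rose by 1.88 (SE 0.13, adjusted p = 0.000484) and glycerophosphodiester phosphodiesterase GDE1 (c30495_g1_i1) by 2.46 (SE 0.18, adjusted p = 0.000533). In the same order of left-out libraries, nitrate and ammonium contigs had 4, 3, 11, 12, 2 and 2 rises and 2, 6, 13, 13, 2 and 1 falls in ERF2i. Phosphate contigs had 4, 6, 14, 14, 3 and 3 rises and 3, 0, 15, 14, 3 and 0 falls. By the same 3 settings, nitrate and ammonium contigs had 3, 4 and 2 rises and 8, 10 and 6 falls in ERF2i. Phosphate contigs had 8, 7 and 7 rises and 7, 20 and 16 falls.

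All 18 contigs named kept the call whichever library was left out (highest adjusted p = 0.0415).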

**Figure 5:**
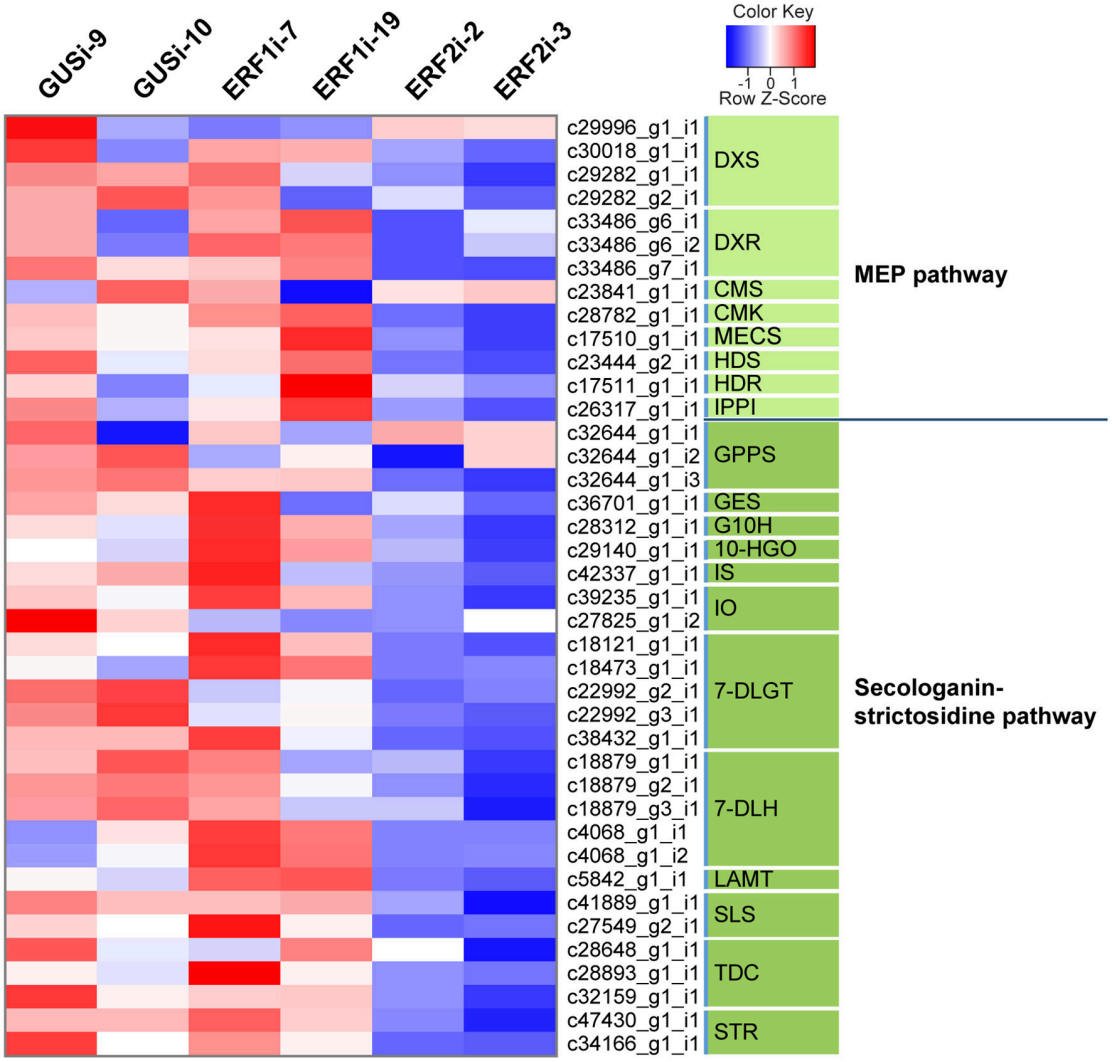
**Heatmap diagram of expression levels of genes in MEP and secologanin-strictosidine pathways**. The heatmap was constructed using FPKM of the putative MEP and secologanin-strictosidine pathways genes. The expression levels are illustrated in blue-red scale. Blue indicates lower expression and red indicates higher expression. Enzyme genes and their corresponding contigs are listed on the right side. DXS, 1-deoxy-d-xylulose-5-phosphate synthase; DXR, 1-deoxy-d-xylulose-5-phosphate reductoisomerase; CMS, 4-diphosphocytidyl-methylerythritol 2-phosphate synthase; CMK, 4-diphosphocytidyl-2-*C*-methyl-d-erythritol kinase; MECS, 2*C*-methyl-d-erythritol 2,4-cyclodiphosphate synthase; HDS, 4-hydroxy-3-methylbut-2-en-1-yl diphosphate synthase; HDR, 1-hydroxy-2-methyl-butenyl 4-diphosphate reductase, IPPI; isopentenyl diphosphate isomerase; GPPS, geranyl diphosphate synthase; GES, geraniol synthase; G10H, geraniol 10-hydroxylase; 10-HGO, 10-hydroxygeraniol oxidoreductase; IS, iridoid synthase; IO, iridoid oxidase; 7-DLGT, 7-deoxyloganetic acid glucosyl transferase; 7-DLH, 7-deoxyloganic acid hydroxylase; LAMT, loganic acid *O*-methyltransferase; SLS, secologanin synthase; TDC, tryptophan decarboxylase; STR, strictosidine synthase.

**Figure 6:**
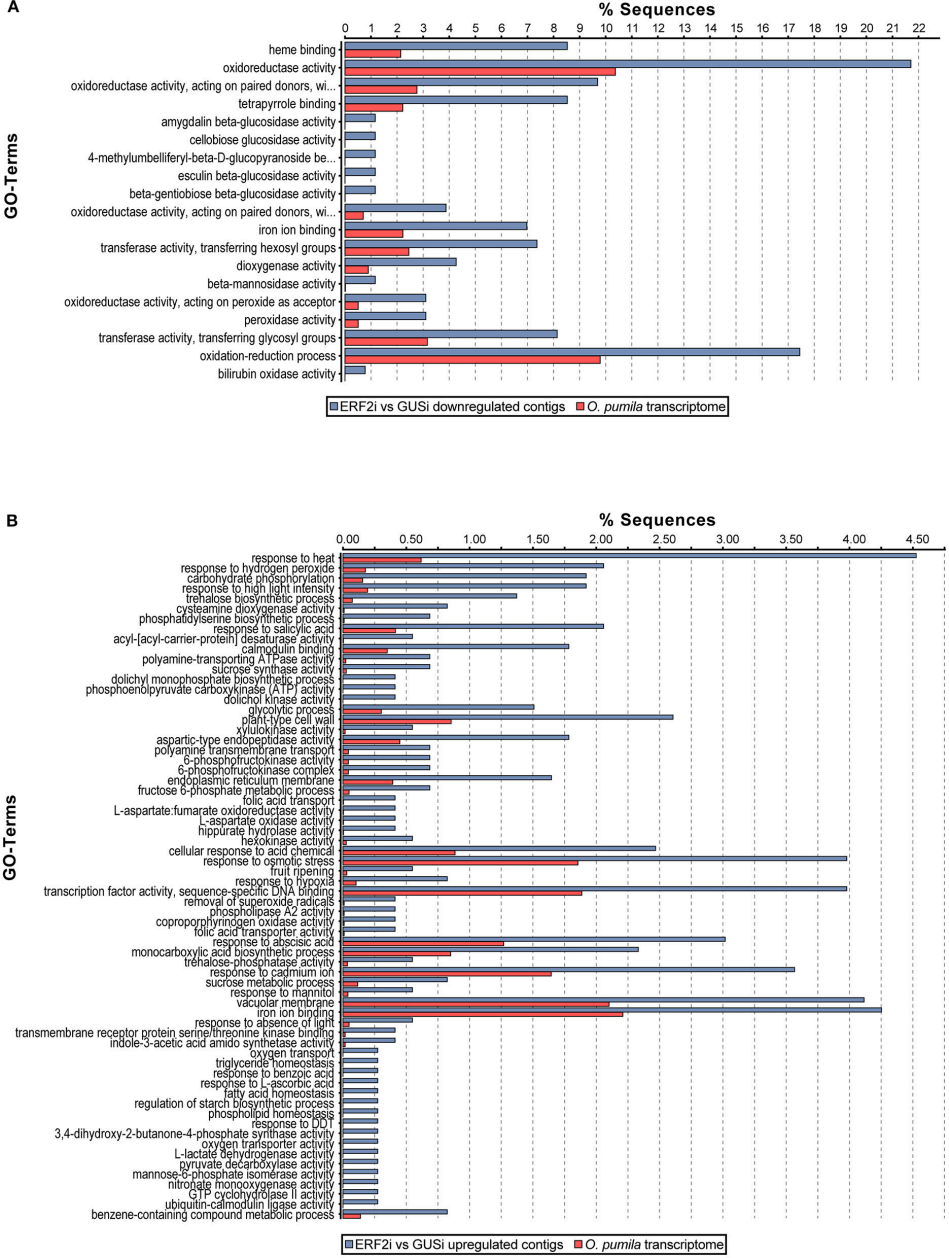
**Gene ontology enrichment of differentially expressed transcripts in ERF2i**. GO enrichment analysis of **(A)** downregulated and **(B)** upregulated transcripts in ERF2i compare to GUSi was performed using Fisher's exact test with a false discovery rate cut-off 0.05. Percentage of enriched GO terms statistically significant with respect to a reference set of *O. pumila de novo* transcriptome assembly are shown.

To examine the effects of reduced *OpERF* expression on the metabolomic profile of transgenic HR lines, untargeted metabolome analysis of six RNAi lines (six biological replicates per line) was performed using LC-QTOF-MS. Chemical assignment to ion peaks was conducted based on reference *m/z* values as reported by Yamazaki et al. (2013), and metabolite levels were determined using peak intensity. Despite a trend of reduced expression of CPT precursor-producing enzyme genes in ERF2i, no drastic difference in the accumulation of CPT and its late-step intermediates was observed among the RNAi lines (Figure S5). To further understand the differences in the metabolic profiles of the RNAi lines, PCA was conducted using the normalized intensities of all 3735 detected peaks. The PCA score plot showed clustering of ERF2i, clustering GUSi, and dissociation of ERF1i-7 and ERF1i-19 at a short distance. Proximity of the samples in the PCA score plot as well indicated no drastic difference in the metabolomic profiles (Figure S6).

In this study, a trend of downregulation was observed throughout MIA precursor biosynthesis pathways, starting from the MEP pathway to the production of strictosidine in response to *OpERF2* suppression. 

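Besides DXR, CMK and strictosidine synthase, the contigs of the route to strictosidine that fell in ERF2i belong to steps after iridoid synthase. Loganic acid methyltransferase (LAMT, c5842_g1_i1), which makes loganin, went from 194 ± 19.0 CPM in GUSi (mean ± SD, n = 2 lines) to 132 ± 18.4 in ERF2i, a log2 fall of 0.55 (SE 0.14, adjusted p = 0.0287) from edgeR's quasi-likelihood test. 7-deoxyloganic acid hydroxylase (7-DLH) contig c18879_g2_i1 fell by 0.68 (SE 0.19, adjusted p = 0.0397). Glucosyltransferase (7-DLGT) contigs c18121_g1_i1 and c22992_g2_i1 fell by 1.00 (SE 0.25, adjusted p = 0.0324) and 1.36 (SE 0.18, adjusted p = 0.00327).

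The first MEP enzyme, DXS, differed from GUSi by 0.15 (c29996_g1_i1, SE 0.21, adjusted p = 0.661), 0.05 (c30018_g1_i1, SE 0.15, adjusted p = 0.852), −0.37 (c29282_g1_i1, SE 0.16, adjusted p = 0.14) and −0.34 (c29282_g2_i1, SE 0.25, adjusted p = 0.37). Later MEP enzymes differed by 0.22 (SE 0.14, adjusted p = 0.279) for CMS (c23841_g1_i1), −0.28 (SE 0.16, adjusted p = 0.239) for MECS (c17510_g1_i1), −0.40 (SE 0.16, adjusted p = 0.12) for HDS (c23444_g2_i1), 0.19 (SE 0.15, adjusted p = 0.388) for HDR (c17511_g1_i1) and −0.28 (SE 0.22, adjusted p = 0.39) for the isomerase IPPI (c26317_g1_i1). Geranyl diphosphate synthase contigs of 1 assembly gene, which share reads, differed by 0.32, 0.02 and −0.19 (c32644_g1_i1, c32644_g1_i2, c32644_g1_i3). Geraniol synthase (GES, c36701_g1_i1) differed by −0.18 (SE 0.27, adjusted p = 0.674), 10-hydroxygeraniol oxidoreductase (c29140_g1_i1) by −0.07 (SE 0.16, adjusted p = 0.775), iridoid synthase (c42337_g1_i1) by −0.50 (SE 0.26, adjusted p = 0.207) and iridoid oxidase by −0.40 (c39235_g1_i1, SE 0.17, adjusted p = 0.141) and −0.08 (c27825_g1_i2, SE 0.14, adjusted p = 0.709). None of these passed the test in ERF2i.

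Other contigs of the late steps did not pass it either. 7-DLGT c18473_g1_i1 differed by −0.09 (SE 0.13, adjusted p = 0.643), and 7-DLH contigs by −0.43 (c18879_g1_i1, SE 0.22, adjusted p = 0.2), −0.47 (c18879_g3_i1, SE 0.21, adjusted p = 0.161), −1.27 (c4068_g1_i1, SE 0.56, adjusted p = 0.148) and −1.26 (c4068_g1_i2, SE 0.43, adjusted p = 0.0756). Contigs c33486_g6_i1 and c33486_g6_i2, listed as DXR and annotated as a cyclin-dependent kinase, differed by 0.18 (SE 0.11, adjusted p = 0.289) and 0.14 (SE 0.11, adjusted p = 0.409). Leaving out 1 library at a time ended the call for 3 of the 4 contigs named without GUSi-9, 3 without GUSi-10, 2 without ERF2i-2 and 3 without ERF2i-3 (highest adjusted p = 0.201), and 1 kept it in every fit.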

In *C. roseus*, the regulation of early MIA biosynthesis is reportedly being separated between two families of transcription factors. ERF transcription factors, ORCA2 and ORCA3, only act on late secologanin-strictosidine pathway (*TDC, loganicacid-O-methyltransferase, SLS*, and *STR*) and *strictosidine-β-glucosidase* (Menke et al., 1999; van der Fits and Memelink, 2000, 2001; Miettinen et al., 2014). On the other hand, the basic helix-loop-helix (bHLH) transcription factors, BIS1 and BIS2, specifically regulate the genes in MEP and iridoid pathways (Van Moerkercke et al., 2015, 2016). This demonstrates a diversity in transactivation patterns between homologs from difference species.

Several studies have reported a basic helix-loop-helix transcription factor MYC2 acting upstream of group IX ERFs in response to the jasmonate signal to regulate synthesis of specialized metabolism. In *C. roseus*, MYC2 binds to the jasmonate-responsive element in the promoter region of *ORCA3* and can induce *ORCA3* expression, which then results in increased TIA levels (Zhang et al., 2011). In tobacco and tomato, MYC2 regulate nicotine alkaloids and cholesterol biosynthesis genes, respectively, by induction of group IX ERFs expression, acting synergistically with group IX ERFs, or binding directly to alkaloid biosynthesis genes (Shoji and Hashimoto, 2011; Cárdenas et al., 2016). We expected either no alteration of *MYC2* expression or upregulation of *MYC2* to compensate the function of *OpERF2* in *ERF2* suppressed lines. 

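MYC2 is a bHLH factor at the centre of jasmonate signalling, and each contig taken here as a putative *MYC2* fell in ERF2i. MYC2-like contigs c42999_g1_i1 and c47845_g1_i1 fell by a log2 of 2.45 (SE 0.68, adjusted p = 0.0411) and 1.93 (SE 0.41, adjusted p = 0.0172) from edgeR's quasi-likelihood test (n = 2 lines per construct). These were read seldom, at 15, 15, 2 and 2 and at 26, 25, 5 and 5 counts in GUSi-9, GUSi-10, ERF2i-2 and ERF2i-3. The MYC2b contigs c33349_g2_i1 and c33349_g3_i1 fell by 0.61 (SE 0.12, adjusted p = 0.0147) and 0.52 (SE 0.11, adjusted p = 0.017). Contigs c27474_g1_i1 and c27474_g1_i2, annotated as bHLH13-like and sharing reads, fell by 0.51 (SE 0.12, adjusted p = 0.0265) and 0.59 (SE 0.15, adjusted p = 0.0356). Of these 6 contigs 3 fell without GUSi-9, 0 without GUSi-10, ERF2i-2 or ERF2i-3 and 3 with no low-count filter.

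As log2 ratios of mean FPKM, ERF2i against GUSi, the contigs of c27474_g1 were at −0.73 and −0.81, those of c33349 at −0.84 and −0.75, c42999_g1_i1 at −2.73 and c47845_g1_i1 at −2.18. Taken as natural logarithms these are −0.51, −0.56, −0.58, −0.52, −1.89 and −1.51. The MYC2 gene list leaves out the 2 MYC2b contigs and takes in the bHLH13-like contigs. It gave 0 rises and 4 falls among 4 contigs (0 and 4 adjusted over the list alone). Its median was −1.26 (camera adjusted p = 0.0121, adjusted p = 0.56 with an estimated correlation). In ERF1i the differences were 0.44 (adjusted p = 0.0943) and 0.45 (adjusted p = 0.147) for c27474_g1, −0.30 (adjusted p = 0.232) and −0.22 (adjusted p = 0.309) for c33349, 0.94 (adjusted p = 0.277) for c42999_g1_i1 and 0.83 (adjusted p = 0.177) for c47845_g1_i1. Over the bHLH family as a whole there were 9 rises and 32 falls among 129 contigs (10 and 37 adjusted over the list alone, median −0.28, camera adjusted p = 0.00415, adjusted p = 0.619 with an estimated correlation). bHLH25-like (c26496_g1_i1) fell by 1.31 (SE 0.11, adjusted p = 0.000842) and bHLH47-like (c27605_g1_i1), a factor of iron supply, rose by 1.46 (SE 0.17, adjusted p = 0.00221). With GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3 left out, in that order, bHLH contigs had 4, 5, 12, 12, 3 and 3 rises and 13, 10, 42, 42, 7 and 2 falls in ERF2i. Contigs of the MYC2 list had 1, 0, 4, 4, 0 and 0 falls. For DESeq2, no scaling and limma-trend, in that order, bHLH contigs had 7, 6 and 6 rises and 24, 51 and 43 falls in ERF2i. Contigs of the MYC2 list had 2, 4 and 4 falls.

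When 1 library was left out the call was lost for 3 of the 8 contigs named without GUSi-9, 6 without GUSi-10, 6 without ERF2i-2 and 6 without ERF2i-3 (highest adjusted p = 0.193), and 2 kept it in every fit.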

Surprisingly, the levels of putative *MYC2* transcripts were slightly downregulated in ERF2i (log_2_ FPKM fold change −0.4 to −0.6 in ERF2i when compared with GUSi). Since the available data are not substantial to make a conclusion, further study is required to confirm the relationship between ERF2 and MYC2 in *O. pumila*.

The inconsistency between enzyme expression and metabolite accumulation is not unexpected, as observed in the study conducted by Peebles et al. (2009). Transgenic HR of *C. roseus* that overexpressed *ORCA3* failed to increase the accumulation of TIAs, despite induced expression of key enzyme genes in TIA biosynthesis. Moreover, a complex biosynthesis network for secondary metabolites may also avert the effects of suppressed *OpERF*s on the alteration of CPT and intermediates in HR. Therefore, besides alteration of transcription factor expression, other measures such as inhibition of metabolic flux to branching pathways, escalation of enzyme activity in rate-limiting steps, and augmentation of metabolite transportation and metabolic sink should also be considered for the successful enhancement of CPT production.

### Jasmonic acid-related GO annotation in the ERF1i lines

As discussed in an earlier section that transcript levels of MEP and secologanin-strictosidine pathways were not affected in ERF1i, we examined enriched GO terms in ERF1i to understand the scope of categories affected by *OpERF1* suppression. 

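In ERF1i 2 contigs of the MEP and secologanin-strictosidine pathways passed the test, and both rose. Loganic acid methyltransferase (c5842_g1_i1) rose by a log2 of 0.73 (SE 0.13, adjusted p = 0.038) and 7-DLGT c18473_g1_i1 by 0.64 (SE 0.13, adjusted p = 0.0472), from edgeR's quasi-likelihood test with n = 2 lines per construct. LAMT stood at 321 ± 0.0757 CPM (mean ± SD) in ERF1i. 7-DLH c4068_g1_i2 differed from GUSi by 1.64 (SE 0.35, adjusted p = 0.0517) and c4068_g1_i1, of the same assembly gene, by 1.45 (SE 0.46, adjusted p = 0.135). 7-DLGT c22992_g2_i1 differed by −0.76 (SE 0.17, adjusted p = 0.0593), 10-hydroxygeraniol oxidoreductase (c29140_g1_i1) by 0.43 (SE 0.16, adjusted p = 0.186) and DXS c29996_g1_i1 by −0.44 (SE 0.22, adjusted p = 0.302). ERF2i lay below ERF1i by 1.28 (SE 0.14, adjusted p = 0.0023) for LAMT.

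For the MEP contigs there were 0 rises and 0 falls among 13 contigs (0 and 0 adjusted over the list alone, median 0.12, camera adjusted p = 0.282, 1 and 0 at an unadjusted p under 0.05, 0 and 0 by DESeq2), and for the secologanin-strictosidine contigs 2 rises and 0 falls among 27 contigs (3 and 1 adjusted over the list alone, median 0.09, camera adjusted p = 0.239). The mevalonate pathway gave 0 rises and 0 falls among 13 contigs (0 and 0 adjusted over the list alone, median 0.03, camera adjusted p = 0.921, 0 and 1 at an unadjusted p under 0.05, 0 and 0 by DESeq2). For strictosidine glucosidase and synthase-like contigs there were 1 rise and 0 falls among 16 contigs (2 and 0 adjusted over the list alone, median 0.21, camera adjusted p = 0.239), the contig that rose being strictosidine synthase 3-like (c10375_g1_i1), with 0 counts in GUSi and a level at least 15.2-fold higher (adjusted p = 0.0337). Leaving out GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3 in turn, secologanin-strictosidine contigs had 0, 2, 1, 4, 0 and 0 rises in ERF1i. Strictosidine glucosidase and synthase-like contigs had 0, 0, 3, 1, 0 and 0 rises. By DESeq2, without scaling and by limma-trend, in that order, secologanin-strictosidine contigs had 3, 1 and 0 rises and 0, 1 and 0 falls in ERF1i. Strictosidine glucosidase and synthase-like contigs had 0, 1 and 1 rises.

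Cytochrome P450 contigs gave 8 rises and 2 falls among 237 contigs (21 and 4 adjusted over the list alone, median 0.10, camera adjusted p = 0.239). P450 94A1-like contigs, of a family that oxidizes fatty acids and jasmonates, rose by 4.86 (c42193_g1_i1, SE 0.30, adjusted p = 0.00523), and c41094_g1_i1, with 3 counts over the 2 GUSi libraries, was 27.0-fold higher with a counting interval of 8.90 to 134 (adjusted p = 0.021). Leaving the libraries out in the same order, P450 contigs had 3, 2, 29, 11, 2 and 2 rises and 0, 0, 15, 6, 0 and 0 falls in ERF1i. With these 3 settings, P450 contigs had 18, 7 and 3 rises and 5, 3 and 0 falls in ERF1i. The call did not hold for 4 of the 5 contigs named without GUSi-9, 4 without GUSi-10, 1 without ERF1i-7, 1 without ERF1i-19, 4 without ERF2i-2 and 4 without ERF2i-3 (highest adjusted p = 0.185), and 1 kept it in every fit.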

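Contigs that rose in ERF1i include stress genes and genes of light reactions. Anthranilate synthase (c8506_g1_i1), which starts tryptophan synthesis, rose by a log2 of 3.91 (SE 0.32, adjusted p = 0.00913) from edgeR's quasi-likelihood test (n = 2 lines per construct), from 1.04 ± 0.0428 to 15.8 ± 2.33 CPM (mean ± SD). A laccase (c30147_g1_i1) rose by 2.48 (SE 0.39, adjusted p = 0.0262), leucoanthocyanidin dioxygenase-like c12519_g1_i1 by 3.18 (SE 0.37, adjusted p = 0.0128) and flavanone 3-hydroxylase (c26755_g1_i1) by 2.82 (SE 0.53, adjusted p = 0.0398). Trehalose-phosphate synthase (c28586_g1_i1) rose by 1.27 (SE 0.10, adjusted p = 0.00783) and a trehalose-phosphate phosphatase (c30381_g1_i3) by 2.59 (SE 0.32, adjusted p = 0.0144).

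One-sided Fisher tests found 47 GO terms among the 597 annotated contigs that rose (34 against the whole assembly, 32 with a log2 change of at least 1). They used the main fit, with 885 rises and 468 falls over all contigs. With only the GUSi and ERF1i libraries there were 33 and 17, and the GO tests were not rerun on those calls. Response to biotic stimulus held 12 of 48 contigs (adjusted p = 2.37e-05), response to wounding 12 of 102 (0.0117), response to jasmonic acid 9 of 57 (0.0117), immune response 4 of 8 (0.0117) and response to abiotic stimulus 8 of 55 (0.0202). Jasmonic acid metabolic process held 3 of 6 (0.0278) and linoleate 9S-lipoxygenase activity 3 of 5 (0.0202). Terms of green plastids were enriched beside them: plastoglobule (8 of 20, 5.46e-05), light harvesting (7 of 16, 0.000121), photosystem I (7 of 19, 0.000369) and response to far red or red light (6 of 28, 0.017). Trehalose biosynthesis held 7 of 27 (0.00353) and the oxidation-reduction process 75 of 1693 (0.0263). With a log2 change of at least 1 immune response (1 contig, adjusted p = 1) and response to abiotic stimulus (0.142) lost their call, as did response to red light (0.0541) and the oxidation-reduction process (0.0541) against the whole assembly. Among the 277 annotated contigs that fell 11 terms were enriched (11 against the whole assembly, 5 with a log2 change of at least 1), with regulation of transcription (31 of 706, 3.37e-05), protein dimerization (17 of 238, 4.13e-05), defense response (14 of 185, 0.000204), ADP binding (14 of 191, 0.000204), response to cytokinin (6 of 40, 0.00482), auxin biosynthesis (3 of 5, 0.00616) and response to virus (4 of 18, 0.0182). Of these, protein dimerization (adjusted p = 0.00655) and auxin biosynthesis (0.00623) kept their call with a log2 change of at least 1, and regulation of transcription (0.2), defense response, ADP binding, response to cytokinin and response to virus (1 for each) lost it. Right T-DNA contigs of indole acetamide hydrolase held 0 counts in both ERF1i lines and may carry the auxin biosynthesis term. Its enrichment may then reflect the T-DNA and not plant genes, which was not tested.

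By gene list, trehalose metabolism gave 6 rises and 1 fall among 25 contigs (10 and 1 adjusted over the list alone, median 0.31, camera adjusted p = 0.0117, adjusted p = 0.501 with an estimated correlation), with line medians of 0.18 and 0.67 in ERF1i-7 and ERF1i-19 and a fry adjusted p of 0.0152. In the flavonoid pathway there were 5 rises and 0 falls among 71 contigs (5 and 0 adjusted over the list alone, median 0.00, camera adjusted p = 0.628), in the phenylpropanoid and lignin pathway 3 rises and 0 falls among 76 contigs (3 and 0 adjusted over the list alone, median 0.18, camera adjusted p = 0.282) and in the shikimate and tryptophan list 3 rises and 1 fall among 67 contigs (4 and 2 adjusted over the list alone, median 0.10, camera adjusted p = 0.222), where the contig that fell, by 0.66 (SE 0.13, adjusted p = 0.0421), is hydroxycinnamoyl transferase c15374_g1_i1. Dioxygenases gave 8 rises and 0 falls among 51 contigs (9 and 3 adjusted over the list alone, median −0.01, camera adjusted p = 0.383), class III peroxidases 6 rises and 2 falls among 69 contigs (7 and 4 adjusted over the list alone, median 0.12, camera adjusted p = 0.294) and UDP-glycosyltransferases 7 rises and 4 falls among 246 contigs (11 and 6 adjusted over the list alone, median 0.06, camera adjusted p = 0.539). Peroxidase 4-like (c24663_g1_i2) rose by 2.51 (SE 0.22, adjusted p = 0.00913), peroxidase 64 (c31217_g1_i3) fell by 1.45 (SE 0.17, adjusted p = 0.0133), and UGT73D1-like (c17733_g1_i1) rose by 1.78 (SE 0.22, adjusted p = 0.0138). ACC oxidase homologs, near the last enzyme of ethylene synthesis, rose by 2.13 (c22780_g2_i1, SE 0.35, adjusted p = 0.0287) and 1.26 (c30767_g2_i1, SE 0.22, adjusted p = 0.034) and fell by 1.04 (c29135_g1_i1, SE 0.16, adjusted p = 0.0254). In fits without GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3, in that order, trehalose contigs had 0, 2, 7, 6, 1 and 1 rises and 0, 0, 1, 0, 0 and 0 falls in ERF1i. Flavonoid contigs had 0, 0, 7, 3, 0 and 0 rises and 0, 0, 4, 0, 0 and 0 falls, and phenylpropanoid contigs had 0, 0, 10, 5, 0 and 0 rises and 0, 0, 3, 1, 0 and 0 falls. Contigs of the shikimate list had 0, 1, 4, 4, 1 and 1 rises and no falls, and dioxygenases had 0, 0, 10, 5, 0 and 0 rises and 0, 0, 4, 0, 0 and 0 falls. Peroxidases had 0, 1, 15, 6, 2 and 2 rises and 0, 0, 6, 2, 0 and 0 falls, and glycosyltransferases had 1, 1, 17, 9, 1 and 1 rises and 0, 1, 14, 3, 0 and 0 falls. With DESeq2, no scaling and limma-trend in turn, trehalose contigs had 7, 5 and 2 rises and 1, 1 and 0 falls in ERF1i. Flavonoid contigs had 5, 3 and 1 rises, and phenylpropanoid contigs had 6, 3 and 1 rises. Contigs of the shikimate list had 3, 3 and 1 rises and 0, 1 and 0 falls, and dioxygenases had 8, 5 and 1 rises and 1, 0 and 0 falls. Peroxidases had 9, 5 and 2 rises and 5, 2 and 1 falls, and glycosyltransferases had 11, 5 and 3 rises and 6, 5 and 2 falls.

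In the nitrate and ammonium uptake list there were 7 rises and 0 falls among 59 contigs (9 and 2 adjusted over the list alone, median 0.18, camera adjusted p = 0.109), with an ammonium transporter (c32278_g1_i2) up by 1.78 (SE 0.28, adjusted p = 0.0254) and a peptide/nitrate transporter (c31781_g1_i1) by 1.43 (SE 0.18, adjusted p = 0.0152). The phosphate starvation list gave 7 rises and 3 falls among 62 contigs (11 and 8 adjusted over the list alone, median −0.13, camera adjusted p = 0.383), with SPX2-like (c26037_g1_i1) falling by 1.5 (SE 0.15, adjusted p = 0.0107). With the libraries left out in the same order, nitrate and ammonium contigs had 0, 0, 8, 3, 0 and 0 rises and 0, 1, 3, 1, 0 and 0 falls in ERF1i. Phosphate contigs had 0, 1, 9, 5, 0 and 0 rises and 0, 2, 8, 2, 0 and 0 falls. In the 3 settings, nitrate and ammonium contigs had 5, 4 and 1 rises and 3, 0 and 0 falls in ERF1i. Phosphate contigs had 7, 6 and 0 rises. With 1 library fewer the test lost 16 of the 16 contigs named without GUSi-9, 11 without GUSi-10, 1 without ERF1i-7, 2 without ERF1i-19, 13 without ERF2i-2 and 13 without ERF2i-3 (highest adjusted p = 0.2), and 0 kept it in every fit.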

In the ERF1i upregulated transcript set, several stress response-related GO terms, including jasmonic acid response, were enriched (Figure S7). Jasmonic acid is a phytohormone involved in various biological processes in plants, especially in wounding and defense responses. Therefore, we evaluated the expression profiles of enzyme genes in jasmonic acid biosynthesis by using Arabidopsis genes as a reference for the identification of putative genes in *O. pumila* (Table S2). 

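Jasmonic acid is made from linolenic acid by lipoxygenase (LOX), allene oxide synthase (AOS) and cyclase (AOC), 12-oxophytodienoate reductase 3 (OPR3), the ligase OPCL1 and beta-oxidation by acyl-CoA oxidase (ACX) and thiolase (PKT3). In ERF1i no contig of this pathway passed edgeR's quasi-likelihood test (n = 2 lines per construct). OPR3 (c5147_g1_i1) had 207 ± 37.2 CPM in GUSi (mean ± SD) and 318 ± 12.2 in ERF1i, a log2 difference of 0.62 (SE 0.14, adjusted p = 0.0628). LOX c30417_g1_i1 differed by 0.81 (SE 0.25, adjusted p = 0.13), AOC c24717_g1_i1 by 0.76 (SE 0.25, adjusted p = 0.141), ACX (c41885_g1_i1) by 0.48 (SE 0.15, adjusted p = 0.122) and AOS (c25608_g1_i1) by 0.13 (SE 0.10, adjusted p = 0.528).

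Over the 16 contigs of the list 0 rose and 0 fell in ERF1i (0 and 0 adjusted over the list alone; 4 higher and 0 lower at an unadjusted p under 0.05; 2 and 0 by DESeq2), 13 lay above GUSi and the median was 0.20 (camera adjusted p = 0.0364, adjusted p = 0.683 with an estimated correlation). Line medians were 0.14 and 0.29 in ERF1i-7 and ERF1i-19. Of jasmonate signalling genes, the JAZ/TIFY repressors gave 0 rises and 0 falls among 13 contigs (2 and 0 adjusted over the list alone, median 0.24, camera adjusted p = 0.23, 3 and 0 at an unadjusted p under 0.05, 1 and 0 by DESeq2), and the MYC2 list 0 rises and 0 falls among 4 contigs (3 and 0 adjusted over the list alone, median 0.64, camera adjusted p = 0.0384, adjusted p = 0.521 with an estimated correlation, 3 and 0 at an unadjusted p under 0.05, 0 and 0 by DESeq2). This list takes in contigs annotated as bHLH13-like (c27474_g1_i1 and c27474_g1_i2). It leaves out the MYC2b contigs c33349_g2_i1 and c33349_g3_i1, which had the highest levels of the putative *MYC2* contigs (mean FPKM 269.6 and 301.3 in GUSi). In ERF1i these lay below GUSi, at log2 FPKM ratios of −0.37 and −0.29, and were not called. JAZ1 (c25603_g2_i1), a repressor that jasmonate induces, differed by 0.82 (SE 0.19, adjusted p = 0.0608). When GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3 were left out 1 at a time, jasmonic acid contigs had 0, 0, 1, 2, 0 and 0 rises in ERF1i. JAZ/TIFY contigs had 0, 0, 1, 1, 0 and 0 rises.

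In ERF2i the pathway split. ACX rose by 1.90 (SE 0.15, adjusted p = 0.000674), LOX c30417_g1_i1 by 1.17 (SE 0.25, adjusted p = 0.0185), AOC c24717_g1_i1 by 1.00 (SE 0.25, adjusted p = 0.0292), PKT3 contigs c31060_g2_i1 and c31060_g2_i4, which share reads, by 0.44 (SE 0.10, adjusted p = 0.0241) and 0.44 (SE 0.11, adjusted p = 0.0303), and JAZ1 by 1.03 (SE 0.19, adjusted p = 0.0101). AOS fell by 1.13 (SE 0.10, adjusted p = 0.000916), LOX c26940_g1_i1 and c27720_g2_i1 by 1.28 (SE 0.34, adjusted p = 0.0349) and 0.67 (SE 0.13, adjusted p = 0.0141), and AOC c17176_g1_i1 by 0.50 (SE 0.12, adjusted p = 0.0256). The list gave 5 rises and 4 falls among 16 contigs (6 and 5 adjusted over the list alone, median 0.08, camera adjusted p = 0.923), with line medians of 0.13 and 0.02, and the JAZ/TIFY list 1 rise and 0 falls among 13 contigs (1 and 0 adjusted over the list alone, median 0.17, camera adjusted p = 0.353). In the same order of left-out libraries, jasmonic acid contigs had 1, 2, 5, 6, 1 and 1 rises and 1, 2, 4, 4, 2 and 1 falls in ERF2i. JAZ/TIFY contigs had 0, 1, 1, 1, 0 and 0 rises and 0, 1, 1, 1, 0 and 0 falls. For DESeq2, no scaling and limma-trend, in that order, jasmonic acid contigs had 3, 3 and 2 rises and 4, 7 and 7 falls in ERF2i. JAZ/TIFY contigs had 1, 1 and 1 rises and 0, 1 and 1 falls. Left-out fits dropped the call for 8 of the 10 contigs named without GUSi-9, 5 without GUSi-10, 7 without ERF2i-2 and 8 without ERF2i-3 (highest adjusted p = 0.2), and 2 kept it in every fit.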

A heatmap generated using FPKM of the corresponding contigs showed only moderately induced expression in ERF1i-19, suggesting no effect on jasmonic acid biosynthesis in response to the suppression of *OpERF1* (Figure S8). 

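Low-oxygen and defence genes gave no common direction in ERF1i. LBD41-like (c27829_g1_i1), a factor that plants induce when oxygen is short, fell by a log2 of 1.59 (SE 0.21, adjusted p = 0.0191) from edgeR's quasi-likelihood test (n = 2 lines per construct). Hexokinase 6 (c31223_g1_i2), which phosphorylates glucose, rose by 1.40 (SE 0.16, adjusted p = 0.0128). A chitinase-like contig (c27247_g1_i1) rose by 1.73 (SE 0.23, adjusted p = 0.0176), while thaumatin-like protein (c20740_g1_i1), PR5-like (c26255_g1_i2) and STH-2 (c24170_g1_i1), all pathogenesis-related, fell by 1.57 (SE 0.22, adjusted p = 0.0207), 1.36 (SE 0.19, adjusted p = 0.0207) and 1.81 (SE 0.27, adjusted p = 0.0234). Alcohol dehydrogenase 1 (c32933_g1_i2) stood at 733 ± 152 CPM (mean ± SD) in ERF1i.

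Among low-oxygen response genes there were 2 rises and 3 falls among 75 contigs (7 and 10 adjusted over the list alone, median 0.02, camera adjusted p = 0.543), with line medians of −0.14 and 0.11 in ERF1i-7 and ERF1i-19. Pathogenesis-related proteins gave 3 rises and 5 falls among 76 contigs (9 and 10 adjusted over the list alone, median −0.01, camera adjusted p = 0.901). For glycolysis there were 3 rises and 0 falls among 76 contigs (4 and 0 adjusted over the list alone, median 0.06, camera adjusted p = 0.239), and for heat shock proteins and factors 3 rises and 5 falls among 128 contigs (10 and 10 adjusted over the list alone, median −0.06, camera adjusted p = 0.239), with line medians of −0.07 and −0.05. A heat shock contig (c24013_g2_i1) fell by 3.23 (SE 0.53, adjusted p = 0.0287), ClpB-type c32091_g1_i1 by 0.97 (SE 0.17, adjusted p = 0.0317), and HSP70 c47411_g1_i1 and DnaJ c27355_g3_i2 rose by 0.77 (SE 0.14, adjusted p = 0.034) and 1.07 (SE 0.19, adjusted p = 0.0349). LEA proteins and dehydrins gave 1 rise and 2 falls among 30 contigs (5 and 4 adjusted over the list alone, median 0.03, camera adjusted p = 0.824). Over fits that omit GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3 in turn, low-oxygen contigs had 1, 0, 11, 1, 0 and 0 rises and 0, 1, 6, 4, 0 and 0 falls in ERF1i. Pathogenesis-related contigs had 0, 0, 9, 5, 0 and 0 rises and 1, 1, 6, 5, 0 and 0 falls, and glycolysis contigs had 1, 0, 7, 3, 0 and 0 rises and 0, 0, 1, 0, 0 and 0 falls. Heat shock contigs had 0, 1, 5, 4, 0 and 0 rises and 2, 11, 4, 1, 0 and 0 falls, and LEA contigs had 0, 0, 3, 2, 0 and 0 rises and 0, 1, 4, 2, 0 and 0 falls. By DESeq2, without scaling and by limma-trend, in that order, low-oxygen contigs had 6, 2 and 0 rises and 6, 5 and 1 falls in ERF1i. Pathogenesis-related contigs had 7, 1 and 0 rises and 7, 8 and 3 falls, and glycolysis contigs had 5, 3 and 1 rises and 0, 1 and 0 falls. Heat shock contigs had 6, 3 and 0 rises and 9, 5 and 0 falls, and LEA contigs had 3, 1 and 1 rises.

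ERF2i set against ERF1i gave 33 rises and 12 falls among 75 contigs (33 and 13 adjusted over the list alone, median 0.39, camera adjusted p = 0.00054, adjusted p = 0.523 with an estimated correlation) for low oxygen and 42 rises and 7 falls among 128 contigs (45 and 11 adjusted over the list alone, median 0.18, camera adjusted p = 4.41e-05, adjusted p = 0.285 with an estimated correlation) for heat shock. With the libraries left out in the same order, low-oxygen contigs had 12, 12, 13, 12, 6 and 4 lower. Heat shock contigs had 41, 41, 41, 39, 32 and 27 higher and 4, 4, 7, 4, 0 and 0 lower. In the 3 settings, heat shock contigs in this comparison had 37, 39 and 39 higher and 5, 14 and 11 lower. In fits on 5 libraries the call was lost for 8 of the 10 contigs named without GUSi-9, 8 without GUSi-10, 2 without ERF1i-19, 10 without ERF2i-2 and 10 without ERF2i-3 (highest adjusted p = 0.162), and 0 kept it in every fit.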

Arabidopsis group VII ERFs have been confirmed to respond to a low-oxygen environment and biotic stress; hence, the enrichment of several stress-associated GO terms in ERF1i upregulated genes suggested that *OpERF1* may be responsible for a similar function. Further studies on these stress responses are required to validate this hypothesis.

## Conclusion

To the best of our knowledge, this is the first report on the functional characterization of AP2/ERF transcription factors associated with an important specialized metabolism in *O. pumila*. We isolated *OpERF1* to *OpERF5*, five key AP2/ERF genes specially expressed in CPT-producing HR vs. non-CPT-producing CSC. On the basis of the transcriptome analysis and phylogenetic relationships with secondary metabolite-regulating AP2/ERFs, a dominantly expressed *OpERF1* and alkaloid-regulating AP2/ERF homolog *OpERF2* were selected for the functional characterization. We generated the transgenic HR lines with suppressed expression of *OpERF1* or *OpERF2* and used the transcriptome and metabolome to identify the specialized metabolic pathways affected by the altered *OpERF1* and *OpERF2* expressions. The phylogenetic relationship of *Op*ERF1 with Arabidopsis group VII ERFs and enrichment of gene ontologies related to stress response in *OpERF1*-suppressed lines suggested its function during stress conditions. The positive role of *Op*ERF2 in regulation of secondary metabolism was demonstrated in ERF2i lines. Suppression of *OpERF2* resulted in the downregulation of genes in the MEP and secologanin-strictosidine pathways, which are early steps that supply a precursor for CPT biosynthesis in *O. pumila*; however, effects on metabolite accumulation were not observed. The finding of this study serve as an accentuating reference for a future study on the regulators of valuable alkaloid production in other medicinal plants and a model for the sustainable production of commercially important crops and herbs.

## Author contributions

KS, MY: conceived and designed the experiments. NU, JO, and RI: performed the cloning of *OpERF*s. NU: conducted sequence analysis, RNAi, laboratory analysis, and data interpretation. HS: performed deep-transcriptome sequencing. AR: performed transcriptome analysis. TM, RN: performed untargeted metabolome analysis. NU, AR, MY, and KS: contributed to the manuscript preparation.

## Funding

This work is supported in part by Grants-in-Aid for Scientific Research (KAKENHI) from The Ministry of Education, Culture, Sports, Science, and Technology (MEXT), and by Strategic Priority Research Promotion Program, Chiba University.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer YY and handling Editor declared their shared affiliation, and the handling Editor states that the process nevertheless met the standards of a fair and objective review.

## Supplementary material

Figure S1 **Schematic diagram of (A)** T-DNA region of pGWB80 vector used in RNAi experiments (not drawn to scale), **(B)** *OpERF1* and *OpERF2* sequences. Open reading frame is represented by a white box and AP2/ERF domain is represented by a black box. Solid lines and dashed lines under *OpERF* sequences indicate the part of genes used as the target sequences in binary vector construction and the part of genes amplified in qRT-PCR, respectively. RB, right border; LB, left border; Km-r, kanamycin resistant gene; 35S-P, Cauliflower Mosaic Virus 35S promoter; NOS-T, nos terminator; Hyg-r, hygromycin resistant gene; bp, base pair.

Figure S2 **Amino acid sequence alignment of (A)** *Op*ERF1 to *Op*ERF5, **(B)** *Op*ERF1, and group VII Arabidopsis AP2/ERFs Op, *Ophiorrhiza pumila*; At, *Arabidopsis thaliana*. The sequences were aligned using ClustalW in Bioedit software version 7.2.5. AP2/ERF domain is enclosed in a black box. N-terminal MCGGAI(I/L) motif is enclosed in a red box. Asterisks indicate the reserved amino acids at position 14 and 19 of AP2/ERF domain. Solid bar indicates WLG motif.

Figure S3 **Expression levels of *OpERF1* and *OpERF2* in RNAi lines**. Data represents means of 3 repeated experiments (*n* = 1) ± standard deviation.

Figure S4 **Expression levels of MIA biosynthesis genes in RNAi lines**. Expression fold change relative to GUSi determined using qRT-PCR is presented by bar graph. FPKM of enzyme's corresponding contig obtained from RNA-seq is presented by line graph. qRT-PCR data represents means of 4 biological replicates ± standard deviation and experiments were repeated twice. Asterisks indicate significant differences compared to average of GUSi (*t*-test, ^*^*p* < 0.05, ^**^*p* < 0.01).

Figure S5 **Accumulation levels of CPT and intermediates in RNAi lines**. Data represents means of 6 biological replicates ± standard deviation. Asterisks indicate significant differences compared to average of GUSi (*t*-test, ^*^*p* < 0.05, ^**^*p* < 0.01).

Figure S6 **PCA score plot generated from metabolome data of RNAi lines**.

Figure S7 **Gene ontology enrichment of differentially expressed transcripts in ERF1i**. GO enrichment analysis of **(A)** upregulated and **(B)** downregulated transcripts in ERF1i compare to GUSi was performed using Fisher's exact test with a false discovery rate cut-off 0.05. Percentage of enriched GO terms statistically significant with respect to a reference set of *O. pumila de novo* transcriptome assembly are shown.

Figure S8 **Heatmap diagram of expression levels of genes in jasmonic acid biosynthesis pathway**. The heatmap was constructed using FPKM of the putative jasmonic acid biosynthetic genes. The expression levels are illustrated in blue-red scale. Blue indicates lower expression and red indicates higher expression. Enzyme genes and their corresponding contigs are listed on the right side. LOX, linoleate 13*S*-lipoxygenase; AOS, allene oxide synthase; AOC, allene oxide cyclase; OPR, 12-oxophytodienoate reductase; OPCL, OPC ligase; ACX, fatty acyl-CoA oxidase; AIM, enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase; PKT, 3-keto-acyl-CoA-thiolase.

Table S1 **Primers used in qRT-PCR**.

Table S2 **FPKM of the putative enzyme contigs used in heatmaps**.

Table S3 **Annotation and expression level of unigenes with AP2/ERF domain highly expressed in *O. pumila* hairy roots**.

## References

[B1] AimiN.NishimuraM.MiwaA.HoshinoH.SakaiS.HaginiwaJ. (1989). Pumiloside and deoxypumiloside; plausible intermediates of camptothecin biosynthesis. Tetrahedron Lett. 30, 4991–4994. 10.1016/S0040-4039(01)80563-3

[B2] AmirkiaV.HeinrichM. (2014). Alkaloids as drug leads – A predictive structural and biodiversity-based analysis. Phytochem. Lett. 10, xlviii–liii. 10.1016/j.phytol.2014.06.015

[B3] AsanoT.KobayashiK.KashiharaE.SudoH.SasakiR.IijimaY.. (2013). Suppression of camptothecin biosynthetic genes results in metabolic modification of secondary products in hairy roots of *Ophiorrhiza pumila*. Phytochemistry 91, 128–139. 10.1016/j.phytochem.2012.04.01922652243

[B4] BakkaliF.AverbeckS.AverbeckD.IdaomarM. (2008). Biological effects of essential oils – A review. Food Chem. Toxicol. 46, 446–475. 10.1016/j.fct.2007.09.10617996351

[B5] BunsupaS.OkadaT.SaitoK.YamazakiM. (2011). An acyltransferase-like gene obtained by differential gene expression profiles of quinolizidine alkaloid-producing and nonproducing cultivars of *Lupinus angustifolius*. Plant Biotechnol. 28, 89–94. 10.5511/plantbiotechnology.10.1109b

[B6] CárdenasP. D.SonawaneP. D.PollierJ.Vanden BosscheR.DewanganV.WeithornE.. (2016). GAME9 regulates the biosynthesis of steroidal alkaloids and upstream isoprenoids in the plant mevalonate pathway. Nat. Commun. 7:10654. 10.1038/ncomms1065426876023PMC4756317

[B7] ChuckG.MeeleyR. B.HakeS. (1998). The control of maize spikelet meristem fate by the *APETALA2*-like gene indeterminate spikelet1. Genes Dev. 12, 1145–1154. 10.1101/gad.12.8.11459553044PMC316712

[B8] ColemanR. L. (2002). Emerging role of topotecan in front-line treatment of carcinoma of the ovary. Oncologist 7, 46–55. 10.1634/theoncologist.7-suppl_5-4612324633

[B9] CroteauR.KutchanT. M.LewisN. G. (2000). Natural products (secondary metabolites), in Biochemistry & *Molecular Biology of Plants*, eds BuchananB.GruissemW.JonesR.(Rockville, MD: American Society of Plant Physiologists), 1250–1318.

[B10] CunninghamD.MarounJ.VanhoeferU.CutsemE. V. (2001). Optimizing the use of irinotecan in colorectal cancer. Oncologist 6, 17–23. 10.1038/nrclinonc.2009.14011585970

[B11] EdgarR.DomrachevM.LashA. E. (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 30, 207–210. 10.1093/nar/30.1.20711752295PMC99122

[B12] FischerU.Dröge-LaserW. (2004). Overexpression of *NtERF5*, a new member of the tobacco ethylene response transcription factor family enhances resistance to tobacco mosaic virus. Mol. Plant. Microbe Interact. 17, 1162–1171. 10.1094/MPMI.2004.17.10.116215497409

[B13] GarstJ. (2007). Topotecan: an evolving option in the treatment of relapsed small cell lung cancer. Ther. Clin. Risk Manag. 3, 1087–1095. 18516270PMC2387299

[B14] GovindachariT. R.ViswanathanN. (1972). Alkaloids of *Mappia foetida*. Phytochemistry 11, 3529–3531. 10.1016/S0031-9422(00)89852-0

[B15] HallT. (1999). BioEdit: a user-friendly biological sequence alignment editor and analysis program for Windows 95/98/NT. Nucleic Acids Symp. Ser. 41, 95–98.

[B16] HsiangY. H.HertzbergR.HechtS.LiuL. F. (1985). Camptothecin induces protein-linked DNA breaks via mammalian DNA topoisomerase I. J. Biol. Chem. 260, 14873–14878. 2997227

[B17] HsiehE. J.ChengM. C.LinT. P. (2013). Functional characterization of an abiotic stress-inducible transcription factor AtERF53 in *Arabidopsis thaliana*. Plant Mol. Biol. 82, 223–237. 10.1007/s11103-013-0054-z23625358

[B18] Jacobo-VelázquezD. A.González-AgüeroM.Cisneros-ZevallosL. (2015). Cross-talk between signaling pathways: the link between plant secondary metabolite production and wounding stress response. Sci. Rep. 5:8608. 10.1038/srep0860825712739PMC5390084

[B19] JinJ.ZhangH.KongL.GaoG.LuoJ. (2014). PlantTFDB 3.0: a portal for the functional and evolutionary study of plant transcription factors. Nucleic Acids Res. 42, D1182–D1187. 10.1093/nar/gkt101624174544PMC3965000

[B20] KimY. M.LeeS. W.KimD. Y.KimJ. H.NamJ. H.KimY. T. (2010). The efficacy and toxicity of belotecan (CKD-602), a camptothecin analogue topoisomerase I inhibitor, in patients with recurrent or refractory epithelial ovarian cancer. J. Chemother. 22, 197–200. 10.1179/joc.2010.22.3.19720566426

[B21] KrishnaP. (2003). Brassinosteroid-mediated stress responses. J. Plant Growth Regul. 22, 289–297. 10.1007/s00344-003-0058-z14676968

[B22] LangmeadB.TrapnellC.PopM.SalzbergS. L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 10:R25. 10.1186/gb-2009-10-3-r2519261174PMC2690996

[B23] LarkinM. A.BlackshieldsG.BrownN. P.ChennaR.McGettiganP. A.McWilliamH.. (2007). Clustal W and Clustal X version 2.0. Bioinformatics 23, 2947–2948. 10.1093/bioinformatics/btm40417846036

[B24] LiB.DeweyC. N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics 12:323. 10.1186/1471-2105-12-32321816040PMC3163565

[B25] LicausiF.Van DongenJ. T.GiuntoliB.NoviG.SantanielloA.GeigenbergerP.. (2010). HRE1 and HRE2, two hypoxia-inducible ethylene response factors, affect anaerobic responses in *Arabidopsis thaliana*. Plant J. 62, 302–315. 10.1111/j.1365-313X.2010.04149.x20113439

[B26] LinR. C.ParkH. J.WangH. Y. (2008). Role of Arabidopsis RAP2.4 in regulating light- and ethylene-mediated developmental processes and drought stress tolerance. Mol. Plant 1, 42–57. 10.1093/mp/ssm00420031913

[B27] LiuQ.KasugaM.SakumaY.AbeH.MiuraS.Yamaguchi-ShinozakiK.. (1998). Two transcription factors, DREB1 and DREB2, with an EREBP/AP2 DNA binding domain separate two cellular signal transduction pathways in drought- and low-temperature-responsive gene expression, respectively, in Arabidopsis. Plant Cell 10, 1391–1406. 10.1105/tpc.10.8.13919707537PMC144379

[B28] LorenceA.Medina-BolivarF.NesslerC. L. (2004). Camptothecin and 10-hydroxycamptothecin from *Camptotheca acuminata*. Plant Cell Rep. 22, 437–441. 10.1007/s00299-003-0708-413680137

[B29] LorenceA.NesslerC. L. (2004). Camptothecin, over four decades of surprising findings. Phytochemistry 65, 2735–2749. 10.1016/j.phytochem.2004.09.00115474560

[B30] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15, 550. 10.1186/s13059-014-0550-825516281PMC4302049

[B31] LuX.ZhangL.ZhangF.JiangW.ShenQ.ZhangL.. (2013). AaORA, a trichome-specific AP2/ERF transcription factor of *Artemisia annua*, is a positive regulator in the artemisinin biosynthetic pathway and in disease resistance to *Botrytis cinerea*. New Phytol. 198, 1191–1202. 10.1111/nph.1220723448426

[B32] MenkeF. L.ChampionA.KijneJ. W.MemelinkJ. (1999). A novel jasmonate- and elicitor-responsive element in the periwinkle secondary metabolite biosynthetic gene *Str* interacts with a jasmonate- and elicitor-inducible AP2-domain transcription factor, ORCA2. EMBO J. 18, 4455–4463. 10.1093/emboj/18.16.445510449411PMC1171520

[B33] MiettinenK.DongL.NavrotN.SchneiderT.BurlatV.PollierJ.. (2014). The seco-iridoid pathway from *Catharanthus roseus*. Nat. Commun. 5, 3606. 10.1038/ncomms460624710322PMC3992524

[B34] MithöferA.BolandW. (2012). Plant defense against herbivores: chemical aspects. Annu. Rev. Plant Biol. 63, 431–450. 10.1146/annurev-arplant-042110-10385422404468

[B35] MizoiJ.ShinozakiK.Yamaguchi-ShinozakiK. (2012). AP2/ERF family transcription factors in plant abiotic stress responses. Biochim. Biophys. Acta 1819, 86–96. 10.1016/j.bbagrm.2011.08.00421867785

[B36] MunsterP. N.DaudA. I. (2011). Preclinical and clinical activity of the topoisomerase I inhibitor, karenitecin, in melanoma. Expert Opin. Investig. Drugs 20, 1565–1574. 10.1517/13543784.2011.61774021985236

[B37] NakabayashiR.Yonekura-SakakibaraK.UranoK.SuzukiM.YamadaY.NishizawaT.. (2014). Enhancement of oxidative and drought tolerance in Arabidopsis by overaccumulation of antioxidant flavonoids. Plant J. 77, 367–379. 10.1111/tpj.1238824274116PMC4282528

[B38] NakanoT.SuzukiK.FujimuraT.ShinshiH. (2006). Genome-wide analysis of the ERF gene family in Arabidopsis and rice. Plant Physiol. 140, 411–432. 10.1104/pp.105.07378316407444PMC1361313

[B39] OhtoM.FloydS. K.FischerR. L.GoldbergR. B.HaradaJ. J. (2009). Effects of APETALA2 on embryo, endosperm, and seed coat development determine seed size in Arabidopsis. Sex. Plant Reprod. 22, 277–289. 10.1007/s00497-009-0116-120033449PMC2796121

[B40] Oñate-SánchezL.SinghK. B. (2002). Identification of Arabidopsis ethylene-responsive element binding factors with distinct induction kinetics after pathogen infection. Plant Physiol. 128, 1313–1322. 10.1104/pp.01086211950980PMC154259

[B41] PeeblesC. A.HughesE. H.ShanksJ. V.SanK.-Y. (2009). Transcriptional response of the terpenoid indole alkaloid pathway to the overexpression of ORCA3 along with jasmonic acid elicitation of *Catharanthus roseus* hairy roots over time. Metab. Eng. 11, 76–86. 10.1016/j.ymben.2008.09.00218955153

[B42] RaiA.NakamuraM.TakahashiH.SuzukiH.SaitoK.YamazakiM. (2016b). High-throughput sequencing and *de novo* transcriptome assembly of *Swertia japonica* to identify genes involved in the biosynthesis of therapeutic metabolites. Plant Cell Rep. 35, 2091–2111. 10.1007/s00299-016-2021-z27378356

[B43] RaiA.YamazakiM.TakahashiH.NakamuraM.KojomaM.SuzukiH.. (2016a). RNA-seq transcriptome analysis of *Panax japonicus*, and its comparison with other *Panax* species to identify potential genes involved in the saponins biosynthesis. Front. Plant Sci. 7:481. 10.3389/fpls.2016.0048127148308PMC4828455

[B44] ReubenS.RaiA.PillaiB. V.RodriguesA.SwarupS. (2013). A bacterial quercetin oxidoreductase QuoA-mediated perturbation in the phenylpropanoid metabolic network increases lignification with a concomitant decrease in phenolamides in Arabidopsis. J. Exp. Bot. 64, 5183–5194. 10.1093/jxb/ert31024085580PMC3830493

[B45] RiechmannJ. L.MeyerowitzE. M. (1998). The AP2/EREBP family of plant transcription factors. Biol. Chem. 379, 633–646. 968701210.1515/bchm.1998.379.6.633

[B46] RingnérM. (2008). What is principal component analysis? Nat. Biotechnol. 26, 303–304. 10.1038/nbt0308-30318327243

[B47] RohaniE. R.ChibaM.KawaharadaM.AsanoT.OshimaY.MitsudaN. (2016). An MYB transcription factor regulating specialized metabolisms in *Ophiorrhiza pumila*. Plant Biotechnol. 33, 1–9. 10.5511/plantbiotechnology.15.1117a

[B48] SadreR.Magallanes-LundbackM.PradhanS.SalimV.MesbergA.JonesA. D. (2016). Metabolite diversity in alkaloid biosynthesis: a multi-lane (diastereomer) highway for camptothecin synthesis in *Camptotheca acuminata*. Plant Cell 28, 1926–1944. 10.1105/tpc.16.0019327432874PMC5006703

[B49] SaitoK.SudoH.YamazakiM.Koseki-NakamuraM.KitajimaM.TakayamaH. (2001). Feasible production of camptothecin by hairy root culture of *Ophiorrhiza pumila*. Plant Cell Rep. 20, 267–271. 10.1007/s002990100320

[B50] SakumaY.LiuQ.DubouzetJ. G.AbeH.ShinozakiK.Yamaguchi-ShinozakiK. (2002). DNA-binding specificity of the ERF/AP2 domain of Arabidopsis DREBs, transcription factors involved in dehydration- and cold-Inducible gene expression. Biochem. Biophys. Res. Commun. 290, 998–1009. 10.1006/bbrc.2001.629911798174

[B51] SchluttenhoferC.PattanaikS.PatraB.YuanL. (2014). Analyses of *Catharanthus roseus* and *Arabidopsis thaliana* WRKY transcription factors reveal involvement in jasmonate signaling. BMC Genomics 15:502. 10.1186/1471-2164-15-50224950738PMC4099484

[B52] SearsM. T.ZhangH.RushtonP. J.WuM.HanS.SpanoA. J.. (2013). NtERF32: a non-*NIC2* locus AP2/ERF transcription factor required in jasmonate-inducible nicotine biosynthesis in tobacco. Plant Mol. Biol. 84, 49–66. 10.1007/s11103-013-0116-223934400

[B53] ShojiT.HashimotoT. (2011). Tobacco MYC2 regulates jasmonate-inducible nicotine biosynthesis genes directly and by way of the *NIC2*-locus ERF genes. Plant Cell Physiol. 52, 1117–1130. 10.1093/pcp/pcr06321576194

[B54] ShojiT.KajikawaM.HashimotoT. (2010). Clustered transcription factor genes regulate nicotine biosynthesis in tobacco. Plant Cell 22, 3390–3409. 10.1105/tpc.110.07854320959558PMC2990138

[B55] SudoH.YamakawaT.YamazakiM.AimiN.SaitoK. (2004). Bioreactor production of camptothecin by hairy root cultures of *Ophiorrhiza pumila*. Biotechnol. Lett. 24, 359–363. 10.1023/A:1014568904957

[B56] SuttipantaN.PattanaikS.KulshresthaM.PatraB.SinghS. K.YuanL. (2011). The transcription factor CrWRKY1 positively regulates the terpenoid indole alkaloid biosynthesis in *Catharanthus roseus*. Plant Physiol. 157, 2081–2093. 10.1104/pp.111.18183421988879PMC3327198

[B57] TamuraK.StecherG.PetersonD.FilipskiA.KumarS. (2013). MEGA6: molecular evolutionary genetics analysis version 6.0. Mol. Biol. Evol. 30, 2725–2729. 10.1093/molbev/mst19724132122PMC3840312

[B58] ThagunC.ImanishiS.KudoT.NakabayashiR.OhyamaK.MoriT.. (2016). Jasmonate-responsive ERF transcription factors regulate steroidal glycoalkaloid biosynthesis in tomato. Plant Cell Physiol. 57, 961–975. 10.1093/pcp/pcw06727084593

[B59] ToddA. T.LiuE.PolviS. L.PammettR. T.PageJ. E. (2010). A functional genomics screen identifies diverse transcription factors that regulate alkaloid biosynthesis in *Nicotiana benthamiana*. Plant J. 62, 589–600. 10.1111/j.1365-313X.2010.04186.x20202168

[B60] TournierB.Sanchez-BallestaM. T.JonesB.PesquetE.RegadF.LatchéA.. (2003). New members of the tomato ERF family show specific expression pattern and diverse DNA-binding capacity to the GCC box element. FEBS Lett. 550, 149–154. 10.1016/S0014-5793(03)00757-912935902

[B61] van der FitsL.MemelinkJ. (2000). ORCA3, a jasmonate-responsive transcriptional regulator of plant primary and secondary metabolism. Science 289, 295–297. 10.1126/science.289.5477.29510894776

[B62] van der FitsL.MemelinkJ. (2001). The jasmonate-inducible AP2/ERF-domain transcription factor ORCA3 activates gene expression via interaction with a jasmonate-responsive promoter element. Plant J. 25, 43–53. 10.1046/j.1365-313x.2001.00932.x11169181

[B63] Van MoerkerckeA.FabrisM.PollierJ.BaartG. J.RombautsS.HasnainG.. (2013). CathaCyc, a metabolic pathway database built from *Catharanthus roseus* RNA-seq data. Plant Cell Physiol. 54, 673–685. 10.1093/pcp/pct03923493402

[B64] Van MoerkerckeA.SteensmaP.GariboldiI.EspozJ.PurnamaP. C.SchweizerF.. (2016). The basic helix-loop-helix transcription factor BIS2 is essential for monoterpenoid indole alkaloid production in the medicinal plant *Catharanthus roseus*. Plant J. 88, 3–12. 10.1111/tpj.1323027342401

[B65] Van MoerkerckeA.SteensmaP.SchweizerF.PollierJ.GariboldiI.PayneR.. (2015). The bHLH transcription factor BIS1 controls the iridoid branch of the monoterpenoid indole alkaloid pathway in *Catharanthus roseus*. Proc. Natl. Acad. Sci. U.S.A. 112, 8130–8135. 10.1073/pnas.150495111226080427PMC4491741

[B66] VermaP.MathurA. K.KhanS. A.VermaN.SharmaA. (2015). Transgenic studies for modulating terpenoid indole alkaloids pathway in *Catharanthus roseus*: present status and future options. Phytochem. Rev. 10.1007/s11101-015-9447-8. [Epub ahead of print].

[B67] WallM. E.WaniM. C.CookC. E.PalmerK. H.McPhailA. T.SimG. A. (1966). Plant antitumor agents. I. The isolation and structure of camptothecin, a novel alkaloidal leukemia and tumor inhibitor from *Camptotheca acuminata*. J. Am. Chem. Soc. 88, 3888–3890. 10.1021/ja00968a057

[B68] WiedenfeldH.FurmanowaM.RoederE.GuzewskaJ.GustowskiW. (1997). Camptothecin and 10-hydroxycamptothecin in callus and plantlets of *Camptotheca acuminata*. Plant Cell Tissue Organ Cult. 49, 213–218. 10.1023/A:1005704429339

[B69] YamazakiM.MochidaK.AsanoT.NakabayashiR.ChibaM.UdomsomN.. (2013). Coupling deep transcriptome analysis with untargeted metabolic profiling in *Ophiorrhiza pumila* to further the understanding of the biosynthesis of the anti-cancer alkaloid camptothecin and anthraquinones. Plant Cell Physiol. 54, 686–696. 10.1093/pcp/pct04023503598PMC3653139

[B70] YamazakiY.KitajimaM.AritaM.TakayamaH.SudoH.YamazakiM.. (2004). Biosynthesis of camptothecin. *In silico* and *in vivo* tracer study from [1-13C]glucose. Plant Physiol. 134, 161–170. 10.1104/pp.103.02938914657405PMC316296

[B71] YamazakiY.SudoH.YamazakiM.AimiN.SaitoK. (2003b). Camptothecin biosynthetic genes in hairy roots of *Ophiorrhiza pumila*: cloning, characterization and differential expression in tissues and by stress compounds. Plant Cell Physiol. 44, 395–403. 10.1093/pcp/pcg05112721380

[B72] YamazakiY.UranoA.SudoH.KitajimaM.TakayamaH.YamazakiM.. (2003a). Metabolite profiling of alkaloids and strictosidine synthase activity in camptothecin producing plants. Phytochemistry 62, 461–470. 10.1016/S0031-9422(02)00543-512620359

[B73] YuZ. X.LiJ. X.YangC. Q.HuW. L.WangL. J.ChenX. Y. (2012). The jasmonate-responsive AP2/ERF transcription factors AaERF1 and AaERF2 positively regulate artemisinin biosynthesis in *Artemisia annua* L. Mol. Plant 5, 353–365. 10.1093/mp/ssr08722104293

[B74] ZhangH.HedhiliS.MontielG.ZhangY.ChatelG.PréM.. (2011). The basic helix-loop-helix transcription factor CrMYC2 controls the jasmonate-responsive expression of the *ORCA* genes that regulate alkaloid biosynthesis in *Catharanthus roseus*. Plant J. 67, 61–71. 10.1111/j.1365-313X.2011.04575.x21401746

[B75] ZhangH.HuangL.DaiY.LiuS.HongY.TianL.. (2015). Arabidopsis AtERF15 positively regulates immunity against *Pseudomonas syringae* pv. tomato DC3000 and *Botrytis cinerea*. Front. Plant Sci. 6:686. 10.3389/fpls.2015.0068626388886PMC4559647

[B76] ZhangJ. Y.BroecklingC. D.BlancaflorE. B.SledgeM. K.SumnerL. W.WangZ. Y. (2005). Overexpression of *WXP1*, a putative *Medicago truncatula* AP2 domain-containing transcription factor gene, increases cuticular wax accumulation and enhances drought tolerance in transgenic alfalfa (*Medicago sativa*). Plant J. 42, 689–707. 10.1111/j.1365-313X.2005.02405.x15918883

[B77] ZhaoY.WeiT.YinK. Q.ChenZ.GuH.QuL. J.. (2012). Arabidopsis RAP2.2 plays an important role in plant resistance to *Botrytis cinerea* and ethylene responses. New Phytol. 195, 450–460. 10.1111/j.1469-8137.2012.04160.x22530619

# Supplementary material for: Function of AP2/ERF Transcription Factors Involved in the Regulation of Specialized Metabolism in Ophiorrhiza pumila Revealed by Transcriptomics and Metabolomics
**Source:** Front Plant Sci. 2016 Dec 9;7:1861. doi: 10.3389/fpls.2016.01861
**Supplement:** Figure S2 — Amino acid sequence alignment of (A) OpERF1 to OpERF5, (B) OpERF1, and group VII Arabidopsis AP2/ERFs Op, Ophiorrhiza pumila; At, Arabidopsis thaliana. The sequences were aligned using ClustalW in Bioedit software version 7.2.5. AP2/ERF domain is enclosed in a black box. N-terminal MCGGAI(I/L) motif is enclosed in a red box. Asterisks indicate the reserved amino acids at position 14 and 19 of AP2/ERF domain. Solid bar indicates WLG motif.

A

OpERF1	.....	1
OpERF2	.....	1
OpERF3	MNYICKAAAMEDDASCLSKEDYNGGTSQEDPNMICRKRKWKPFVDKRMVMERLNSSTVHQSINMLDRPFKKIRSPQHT	80
OpERF4	.....	1
OpERF5	.....	1
OpERF1	-----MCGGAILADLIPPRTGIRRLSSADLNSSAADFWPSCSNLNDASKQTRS-----	48
OpERF2	-----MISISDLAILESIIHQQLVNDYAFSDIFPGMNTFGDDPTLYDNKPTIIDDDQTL-----	55
OpERF3	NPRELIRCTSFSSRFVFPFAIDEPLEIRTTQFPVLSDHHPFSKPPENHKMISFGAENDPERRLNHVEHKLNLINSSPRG	160
OpERF4	-----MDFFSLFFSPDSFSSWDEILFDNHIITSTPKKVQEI GKATLESLONN-----	45
OpERF5	-----MDLS-----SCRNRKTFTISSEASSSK-----IDN-----	26
OpERF1	---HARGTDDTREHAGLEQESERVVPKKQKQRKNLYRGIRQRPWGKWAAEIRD-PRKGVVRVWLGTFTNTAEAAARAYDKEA	123
OpERF2	---ANNYEYDKKVLAAAAAASGKNVSLTTGDWIRYRGVRRRPWGKFAAEIRDPKKRGSRILWLGTYETBEDAALAYDSAA	131
OpERF3	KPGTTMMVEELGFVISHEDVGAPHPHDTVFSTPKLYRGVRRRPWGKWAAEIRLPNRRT-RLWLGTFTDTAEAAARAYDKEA	239
OpERF4	---CRGSGLI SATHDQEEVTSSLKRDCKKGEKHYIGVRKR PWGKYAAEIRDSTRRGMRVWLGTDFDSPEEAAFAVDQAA	120
OpERF5	---DQE-----RYDGK--EKHYIGVRKR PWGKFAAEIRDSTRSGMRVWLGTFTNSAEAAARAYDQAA	82
OpERF1	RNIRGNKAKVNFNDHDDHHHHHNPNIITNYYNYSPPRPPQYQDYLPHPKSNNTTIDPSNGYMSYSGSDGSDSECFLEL	203
OpERF2	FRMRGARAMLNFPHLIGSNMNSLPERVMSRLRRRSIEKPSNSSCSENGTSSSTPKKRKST-----	193
OpERF3	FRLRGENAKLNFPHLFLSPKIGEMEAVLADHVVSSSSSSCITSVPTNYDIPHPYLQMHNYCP-----	303
OpERF4	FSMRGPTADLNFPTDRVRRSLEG--IXHN-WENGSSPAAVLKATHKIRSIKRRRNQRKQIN-----	179
OpERF5	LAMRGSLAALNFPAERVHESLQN--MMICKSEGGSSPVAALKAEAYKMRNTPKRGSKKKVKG-----	142
OpERF1	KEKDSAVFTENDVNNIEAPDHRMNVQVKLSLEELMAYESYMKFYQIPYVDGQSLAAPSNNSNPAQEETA VGASMLQWSF	283
OpERF2	-----	193
OpERF3	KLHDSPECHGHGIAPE-----SSSKQGLFDPTSL-----LNTTSPSPNYVQTI PVPSSPVWDN	354
OpERF4	---QKAVLELEDLG-----ADLLELLIIS-----SSSSSSQSASVTI-----	214
OpERF5	---DDVVVFEDLG-----ADLLELLSE-----MSS-----	167
OpERF1	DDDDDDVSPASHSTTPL-----	300
OpERF2	-----	193
OpERF3	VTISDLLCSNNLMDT-----	369
OpERF4	-----	214
OpERF5	-----	167

B

OpERF1	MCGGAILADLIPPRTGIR-----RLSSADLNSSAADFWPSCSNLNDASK-----QTRSARGTDD-----	55
RAP2.2	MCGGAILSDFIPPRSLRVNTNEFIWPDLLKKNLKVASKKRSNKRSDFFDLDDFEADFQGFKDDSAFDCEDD---DDVFVNV	77
RAP2.12	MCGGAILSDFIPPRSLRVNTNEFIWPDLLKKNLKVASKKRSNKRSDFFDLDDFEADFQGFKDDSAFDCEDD---DDVFVNV	80
AtEBP/RAP2.3	MCGGAILSDYAP-----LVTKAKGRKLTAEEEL--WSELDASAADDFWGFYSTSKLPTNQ-----VNV	56
HRE1	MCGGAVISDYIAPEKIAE-----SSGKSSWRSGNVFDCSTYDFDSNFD-----ELSEDEPFVFSST-----	56
HRE2	MCGGAILSDFIWSK-----SESEP-----SGLGSVSS-----RKK-----	30
OpERF1	---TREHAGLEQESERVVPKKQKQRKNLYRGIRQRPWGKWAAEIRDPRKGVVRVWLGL	107
RAP2.2	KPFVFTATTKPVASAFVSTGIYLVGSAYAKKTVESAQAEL--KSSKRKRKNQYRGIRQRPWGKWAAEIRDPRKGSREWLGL	155
RAP2.12	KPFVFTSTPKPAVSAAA-----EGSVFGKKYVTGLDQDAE--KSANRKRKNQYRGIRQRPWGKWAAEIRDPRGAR IWLGL	152
AtEBP/RAP2.3	K-----EEAVKKEQATE--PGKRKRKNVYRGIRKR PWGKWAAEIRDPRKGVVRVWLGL	106
HRE1	---HKHHASGSASD-----GKKKQSSRYKGI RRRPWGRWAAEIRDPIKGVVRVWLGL	103
HRE2	---RKPVSVSEERD-----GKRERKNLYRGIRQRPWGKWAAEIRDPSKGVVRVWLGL	77
OpERF1	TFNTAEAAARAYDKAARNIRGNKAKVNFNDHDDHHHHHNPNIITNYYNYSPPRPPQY---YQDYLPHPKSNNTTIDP	183
RAP2.2	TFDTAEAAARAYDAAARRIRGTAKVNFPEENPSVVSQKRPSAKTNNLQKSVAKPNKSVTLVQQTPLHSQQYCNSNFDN	235
RAP2.12	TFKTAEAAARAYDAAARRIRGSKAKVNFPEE-NMKANSQKR-SVKAN-LQKPAKPN-----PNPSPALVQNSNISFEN	223
AtEBP/RAP2.3	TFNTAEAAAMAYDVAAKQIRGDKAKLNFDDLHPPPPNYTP-----PPSSPR-----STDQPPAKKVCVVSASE	170
HRE1	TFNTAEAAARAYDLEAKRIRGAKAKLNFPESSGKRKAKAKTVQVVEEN-----HEADLDVAVVVSAP	166
HRE2	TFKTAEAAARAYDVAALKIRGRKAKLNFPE-----TQVEEEDTKP	118
OpERF1	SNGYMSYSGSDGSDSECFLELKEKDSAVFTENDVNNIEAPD-----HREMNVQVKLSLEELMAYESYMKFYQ----	248
RAP2.2	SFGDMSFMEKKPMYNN---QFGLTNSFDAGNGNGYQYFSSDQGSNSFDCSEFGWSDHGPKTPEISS--MLVNNNE-ASF	309
RAP2.12	---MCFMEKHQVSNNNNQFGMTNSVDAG-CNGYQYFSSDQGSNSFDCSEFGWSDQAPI TPDISS--AVI NNNNSALF	296
AtEBP/RAP2.3	---SELQPSFP-----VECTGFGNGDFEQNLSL-----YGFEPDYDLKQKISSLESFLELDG----	219
HRE1	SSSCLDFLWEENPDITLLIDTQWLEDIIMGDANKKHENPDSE-----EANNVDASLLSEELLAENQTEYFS----	233
HRE2	G-----GNQNE-----LISE-----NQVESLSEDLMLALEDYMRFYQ----	149
OpERF1	---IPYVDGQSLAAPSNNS--NPAAQEETA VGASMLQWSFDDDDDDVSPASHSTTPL	300
RAP2.2	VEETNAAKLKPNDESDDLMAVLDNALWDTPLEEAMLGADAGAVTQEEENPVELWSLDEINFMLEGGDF-----	379
RAP2.12	FEENPAKKLK-----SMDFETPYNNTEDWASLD--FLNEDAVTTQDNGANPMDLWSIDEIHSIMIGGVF-----	358
AtEBP/RAP2.3	-----NTAEQPSQLD-----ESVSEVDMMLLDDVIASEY-----	248
HRE1	---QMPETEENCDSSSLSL-----SLFDGNDMLWS-----	262
HRE2	---IPVADDQSATDIGN-----LWSYQDSN-----	171

# Supplementary material for: Function of AP2/ERF Transcription Factors Involved in the Regulation of Specialized Metabolism in Ophiorrhiza pumila Revealed by Transcriptomics and Metabolomics
**Source:** Front Plant Sci. 2016 Dec 9;7:1861. doi: 10.3389/fpls.2016.01861
**Supplement:** Table S1 — Primers used in qRT-PCR.

**Supplementary Table S1** Primers used in qRT-PCR.

| **Gene** | **Primer type** | **Sequence（5'→3'）** |
| --- | --- | --- |
| *OpERF1* | Forward | CAAGAGGAGACAGCCGTAGG |
|  | Reverse | TACAGAGGCGTTGTGGAGTG |
| *OpERF2* | Forward | TCCTCACTTGATTGGCTCTAAC |
|  | Reverse | CTGGTATTGAACGCCTCCTC |
| *OpTDC* | Forward | GATTGGTCCCGATTTTCCTATG |
|  | Reverse | TCAATGGCAGCGGTTGAAG |
| *OpG10H* | Forward | TGGGATGGCCAAGGAAGTC |
|  | Reverse | GGAATTGATCGGCTGGAGAA |
| *OpSLS* | Forward | CTGGAGTTCTTCTCACTTGGACAA |
|  | Reverse | AGCACGATCTTGCCATTCG |
| *OpSTR* | Forward | ACCATCCTACGGACCAAACG |
|  | Reverse | CGACGGAAGCGTAAAGTTCAC |
| *OpTUB* | Forward | CCATTCCCACGACTCCACTT |
|  | Reverse | GAGCCCCTGGAGGTTAAAGG |

# Supplementary material for: Function of AP2/ERF Transcription Factors Involved in the Regulation of Specialized Metabolism in Ophiorrhiza pumila Revealed by Transcriptomics and Metabolomics
**Source:** Front Plant Sci. 2016 Dec 9;7:1861. doi: 10.3389/fpls.2016.01861
**Supplement:** Table S3 — Annotation and expression level of unigenes with AP2/ERF domain highly expressed in O. pumila hairy roots.

**Supplementary Table 3** Annotation and expression level of unigenes with AP2/ERF domain highly expressed in *O. pumila* hairy root**s**.

| **Unigene** | **Length (bp)** | **Annotation** | **Accession number** | **RPKM** | |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  | **CSC** | **HR** |
| Unigene36769_All | 1467 | RAP2-like protein [*Populus trichocarpa*] | ABQ62987.1 | 0 | 32.260 |
| Unigene20147_All | 348 | TINY-like protein [*Populus trichocarpa*] | ABQ62969.1 | 1.781 | 26.676 |
| **Unigene27166_All**  **(*OpERF1*)** | **633** | **ERF-like transcription factor [*Coffea canephora*]** | **AAS01337.1** | **0.587** | **21.229** |
| Unigene7684_All | 998 | TINY-like protein [*Populus trichocarpa*] | ABQ62969.1 | 1.056 | 19.385 |
| Unigene27079_All | 922 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa*] | EEE95079.1 | 0.067 | 16.899 |
| Unigene3429_All | 1494 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa*] | EEE88823.1 | 5.143 | 15.252 |
| Unigene27111_All | 1013 | AP2 domain-containing protein [*Oryza brachyanth*a] | BG73458.1 | 0 | 12.048 |
| Unigene25127_All | 1387 | AP2 domain-containing transcription factor [*Populus trichocarpa*] | EEF02630.1 | 0 | 11.374 |
| Unigene8856_All | 2020 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa*] | EEE88823.1 | 4.816 | 10.156 |
| Unigene5195_All | 946 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa*] | EEF02882.1 | 0.131 | 10.088 |
| Unigene27359_All | 621 | AP2 domain-containing transcription factor [*Populus trichocarpa*] | EEF03676.1 | 0.2 | 9.513 |
| Unigene31822_All | 1293 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa*] | EEE84298.1 | 4.026 | 8.535 |
| Unigene11000_All | 526 | AP2 domain-containing transcription factor [*Populus trichocarpa*] | EEE82333.1 | 3.181 | 8.022 |
| Unigene15599_All | 1341 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa*] | EEF00768.1 | 0 | 6.778 |
| **Unigene18425_All**  **(*OpERF2*)** | **666** | **ERF1 [*Nicotiana benthamiana*]** | **ADH04266.1** | **0.186** | **6.433** |
| **Unigene34283_All**  **(*OpERF4*)** | **683** | **ERF transcription factor 5 [*Nicotiana tabacum*]** | **AAU81956.1** | **0** | **6.368** |
| Unigene33203_All | 531 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa*] | EEF00768.1 | 0 | 5.257 |
| Unigene61003_All | 1464 | RAP2-like protein [*Populus trichocarpa*] | ABQ62987.1 | 0 | 5.1 |
| Unigene60652_All | 401 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa]* | EEE85331.1 | 0.309 | 4.695 |
| Unigene56827_All | 545 | AP2 domain-containing transcription factor [*Populus trichocarpa*] | EEF03676.1 | 0 | 4.526 |
| Unigene27059_All | 533 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa*] | EEE99080.1 | 0 | 4.019 |
| Unigene33185_All | 1252 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa*] | EEE82691.1 | 0 | 3.682 |
| Unigene19838_All | 436 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa*] | EEE99080.1 | 0 | 3.127 |
| Unigene13014_All | 576 | AP2/ERF domain-containing transcription factor [*Populus trichocarpa*] | EEE82691.1 | 0.108 | 2.818 |
| Unigene5156_All | 518 | AP2 domain-containing transcription factor [*Populus trichocarpa*] | EEE78845.1 | 0 | 2.507 |
| Unigene12765_All | 431 | AP2 domain-containing transcription factor *[Populus trichocarpa*] | EEE77292.1 | 0 | 2.41 |
| Unigene12849_All | 299 | AP2 domain-containing transcription factor [*Populus trichocarpa*] | EEE88626.1 | 0 | 2.388 |
| Unigene4990_All | 392 | AP2 domain-containing transcription factor [*Populus trichocarpa*] | EEE88626.1 | 0 | 2.319 |
| **Unigene26293_All**  **(*OpERF3*)** | **322** | **AP2/ERF domain-containing transcription factor [*Populus trichocarpa*]** | **EEF07551.1** | **0** | **2.218** |
| **Unigene37445_All**  **(*OpERF5*)** | **679** | **ERF transcription factor 5 [*Nicotiana tabacum*]** | **AAU81956.1** | **0.365** | **2.199** |
| Unigene13658_All | 446 | AP2 domain-containing transcription factor [*Populus trichocarpa*] | EEF01440.1 | 0 | 1.747 |

Unigenes selected for RACE to obtain full-length are in bolded letter. bp, base pair; CSC, cell suspension culture; HR, hairy roots; RPKM, reads per kilobase of transcript per million mapped reads

How the deposited data were processed for this re-analysis (not part of the article)

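RNA of hairy roots of *Ophiorrhiza pumila* was measured in 6 lines at 3 weeks of age, 2 lines for each of the RNAi constructs against GUS, *OpERF1* and *OpERF2*, each line a separate transformation event with 1 library. The authors prepared strand-specific libraries, sequenced paired ends on an Illumina HiSeq instrument, aligned clean reads to a *de novo* assembly with Bowtie 2.0 and estimated levels with RSEM (its version and its use of strand are not given in the sources used here). The deposited tables hold, per contig and library, an expected count, the number of read pairs that RSEM assigns, and an FPKM, fragments scaled to effective contig length and to library size as the authors computed it. A deposited annotation table gives a description, the best hit and GO terms per contig, together with the same FPKM. The submitters' processing notes name DESeq, while the paper names DESeq2.

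Each library held 11517610 to 13199946 expected counts, with 3.53% to 5.51% of them in its 10 most read contigs. The FPKM columns of the annotation table were checked against the library tables, and 0 columns lacked a sample. Expected counts were rounded and contigs kept where edgeR's filter by group passed them (minimum count 10, minimum total 15), which left 33315 contigs. Differences were tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, common dispersion 0.0216, median prior degrees of freedom 4.00) in R 4.3.3, with the 6 libraries in 3 groups and p adjusted by Benjamini-Hochberg; a contig counts as risen or fallen at an adjusted p under 0.05. A 5-group fit compared each line alone with the 2 GUSi libraries, at an absolute log2 fold change of at least 1 and an adjusted p under 0.05, with the spread taken from the GUSi pair. Mean levels are in CPM (counts scaled to library size and TMM factor) with the SD over 2 lines. Ratios of T-DNA contigs, fold bounds and counting intervals use library totals without TMM factors. Gene sets were tested with camera (preset correlation 0.01, and an estimated correlation) and fry of limma 3.58.1, adjusted over 33 lists, and GO terms with at least 5 tested contigs by one-sided Fisher tests. The estimated correlation rests on 3 residual degrees of freedom, so a list that fails with it is not shown to be unchanged. The Fisher tests treat contigs as independent, although contigs of the same assembly gene share reads, so their adjusted p may be too low. Principal components used centred log2 CPM with a prior count of 2. Other work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

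The tests, the alternatives, the gene lists and the rule for naming contigs were chosen before the data were examined, except the FPKM of the paper's Table S2, which had been seen when its pathway lists were taken over. Contigs were named when they were *OpERF1* or *OpERF2*, stood in Table S2, were annotated as MYC2, were among the 10 largest rises or falls at an adjusted p under 0.05 and a mean of at least 5 CPM (with both lines beyond both GUSi libraries and a description of known kind, 1 per assembly gene), or were among the 4 members of a list with the lowest p. Lists were drawn from the deposited descriptions and best hits: the Table S2 pathways (MEP, secologanin-strictosidine and jasmonic acid biosynthesis), MYC2, low-oxygen response, glycolysis, trehalose, heat shock, cytochrome P450, peroxidases, UDP-glycosyltransferases, dioxygenases, AP2/ERF, bHLH, MYB, WRKY, JAZ/TIFY, pathogenesis-related, LEA, flavonoid, phenylpropanoid, mevalonate, shikimate, strictosidine-like, nitrate, phosphate, cell wall, RNA silencing, photosynthesis, endodermis and root hair, cell division, ribosomal and T-DNA genes. The MYC2 list holds 4 contigs whose description or best hit has MYC2 as a word, and 2 contigs annotated as MYC2b, which the pattern left out, also enter the MYC2 passage.

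The group test was tested on simulated data of the same size and spread, with 100 contigs changed 2-fold and 100 others 4-fold per comparison; the per-line test found 27% to 41% of 2-fold and 85% to 89% of 4-fold changes there, with 76 to 121 false calls. The GO test found 20 of 20 planted terms and 1 other. Alternatives were DESeq2 1.42.0, DESeq2 size factors, no scaling beyond the total count, no low-count filter, a mean FPKM of at least 2 (34440 contigs), only the 4 libraries of the 2 groups, limma-trend on log2(FPKM + 1), counts summed over 23411 assembly genes, a log2 fold change of at least 1, and each library left out. DESeq2 with only the line and the 2 GUSi libraries, the overlap of lines at an unadjusted p and the count of ester enzymes in the shikimate list were added after the data had been seen. Contigs of 1 assembly gene share reads, and without contig sequences reads of related genes were not separated further. The paper's qRT-PCR, metabolite measurements and culture records were not analysed here.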

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

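The set tests and the test of ERF2i against ERF1i were planned; the tests on contigs outside the T-DNA, on the left T-DNA and vector, on the counts of the right T-DNA, on the *OpERF1* level, on scaling and on the share of green tissue were chosen after the results were seen. Some results stood out because ERF2i and ERF1i differed in a direct test. *OpERF1* was 6.00 higher in log2 in ERF2i than in ERF1i. In ERF2i set against ERF1i the secologanin-strictosidine contigs had a set test adjusted p = 4.57e-06 (camera; adjusted p = 0.427 with an estimated correlation), heat shock contigs 4.41e-05 (0.285), low-oxygen contigs 0.00054 (0.523) and photosynthesis contigs 3.76e-05 (0.427), the last with 0 and 13 higher and lower contigs (1 and 15 adjusted over the list alone) and a median of −0.91. Without ERF2i-3 these 4 lists had 0 and 1, 27 and 0, 24 and 4, and 0 and 0 higher and lower contigs. With GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3 left out, in that order, photosynthesis contigs had 0, 0, 1, 0, 0 and 0 higher and 6, 5, 14, 2, 5 and 0 lower. Other results stood out as signals in genes that the paper does not discuss: right T-DNA contigs with 3 counts or fewer in each ERF1i line (8 contigs) and protodermal factor 1 in ERF1i (at least 244-fold over GUSi with both ERF1i lines pooled).

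Both ERF1i lines held almost no right T-DNA transcripts, which GUSi and ERF2i lines made at 75303 counts in total. For bacteria left in the GUSi and ERF2i cultures, 14 contigs of the list that matched no T-DNA or vector gene were taken as lying outside the T-DNA. They held 0 counts. Whether these libraries would hold bacterial transcripts is not known, so this test cannot decide. Silencing of the whole inserted DNA is argued against by the left T-DNA and vector contigs, whose lowest ratio of ERF1i to GUSi was 0.522 over 4 contigs, while the highest ratio among right T-DNA contigs was 0.00319. ERF1i lines that carry no right T-DNA would show what was seen, 8 of 8 contigs at 3 counts or fewer in each line, but this cannot be told apart from an effect of *OpERF1* silencing on these genes, because both lines of that construct and no other line show it. Differences between ERF1i and GUSi may therefore come from the T-DNA content as well as from the silenced gene.

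Of 128 heat shock contigs 43 rose and 10 fell in ERF2i, and of 75 low-oxygen contigs 30 rose and 12 fell, with set test adjusted p = 0.56 and adjusted p = 0.593 with an estimated correlation, while *OpERF1* rose with a call lost without either GUSi or either ERF2i library. A response in log2 proportion to the *OpERF1* transcript level is argued against. The 43 heat shock contigs that rose had a median log2 change of −0.04 in ERF1i (quartiles −1.06 and 0.45, 20 above 0) where −3.59 was predicted. For the 30 low-oxygen contigs it was 0.16 (quartiles −0.16 and 0.38, 22 above 0) where −4.49 was predicted. These contigs were chosen as risen against the same GUSi libraries, which can lift their change in ERF1i. A weaker dependence, or one on the *OpERF1* protein, was not tested. Scaling between libraries as the source of the rises is argued against, since with no scaling beyond the total count 41 of the 128 heat shock contigs (32%, 95% binomial interval 24.1% to 40.9%) and 30 of the 75 low-oxygen contigs (40%, 28.9% to 52%) rose, against 8.81% of all tested contigs. The interval treats contigs as independent, but the 128 come from 108 and the 75 from 56 assembly genes, read in the same lines. It may therefore be too narrow, and the argument rests on the shares themselves. Without scaling, falls went from 10 to 24 and from 12 to 16, and the medians of these lists from 0.14 to −0.09 and from 0.21 to −0.02, while the median of all tested contigs went from −0.01 to −0.24. A response to *OpERF1* that needs a level above that of GUSi, an effect of *OpERF2* silencing, and a difference in culture or sequencing batch, which the sources used here do not give, stay open. A lower oxygen supply in the ERF2i cultures could raise both lists and was not measured.

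In ERF1i 8 of 40 photosynthesis contigs rose (0 without either GUSi or either ERF2i library; set test adjusted p = 0.501 with an estimated correlation), as did 4 of 5 contigs described as YABBY or protodermal factors, calls that the same 4 libraries also ended. If 1 share of green shoot tissue were the source of both, their excess over GUSi would differ between ERF1i-19 and ERF1i-7 by the same ratio. The median log2 ratio was 0.24 over the 8 photosynthesis contigs that rose (quartiles 0.06 and 0.42) and 2.24 over the 4 YABBY and protodermal factor contigs (lowest 2.1, highest 2.33). Because both sets hold only contigs that had risen, and the second was chosen from the largest rises, a single share cannot be told apart from separate sources. An effect of *OpERF1* silencing and a tie to the missing right T-DNA, which both ERF1i lines share, stay open as well.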

How the results depend on the processing

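No contig named here turned its direction past the threshold, and values called in neither fit count as kept. The split of called contigs did turn in ERF2i against GUSi, to 2935 rises and 7303 falls with no scaling beyond the total count. Of 32 gene lists with an unequal split there, the split turned in 5 with no scaling (jasmonic acid, glycolysis, glycosyltransferases, MYB and phosphate), 6 with limma-trend (these and RNA silencing), 2 with DESeq2 (jasmonic acid and mevalonate) and 0 to 8 with 1 library left out. In ERF1i it turned in 2 of 25 with DESeq2 (LEA and cell wall), 1 with limma-trend (phosphate) and 0 to 5 with 1 library left out, and in ERF2i against ERF1i in 4 of 32 with no scaling, 3 with limma-trend, 1 with DESeq2 and 1 to 6 with 1 library left out. Set tests and GO tests were run on the main fit alone, so neither was checked with a library left out or with another scaling. The cause of each change below was not tested, except that a fold limit makes fewer calls by construction. In ERF2i against GUSi, 4393 contigs rose and 3293 fell; limma-trend on log2(FPKM + 1) gave 2754 and 6407, a log2 change of at least 1 gave 2374 and 1296 and no low-count filter 2175 falls. In ERF1i (885 and 468) there were 340 and 150 with no low-count filter, 33 and 17 with only the 4 libraries of the 2 groups, 264 and 182 with limma-trend, and 582 and 254 at a log2 change of at least 1. ERF2i against ERF1i (6540) had 3134 at a log2 change of at least 1.

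MEP contigs that fell in ERF2i (2) were 1 with DESeq2, 5 with no scaling, 1 with no filter, 4 with limma-trend and 1 at a log2 change of at least 1. Secologanin-strictosidine contigs that fell in ERF2i (8) were 15 with no scaling and 5 at a log2 change of at least 1; in ERF1i, falls (0) were 1 with no scaling, and rises (2) were 1 with no scaling and 0 with no filter, the 4 libraries, limma-trend or a log2 change of at least 1. Jasmonic acid contigs that fell in ERF2i (4) were 7 with no scaling, 7 with limma-trend and 2 at a log2 change of at least 1; those that rose (5) were 3 with DESeq2, no scaling, no filter or counts per assembly gene, and 2 with limma-trend or a log2 change of at least 1; in ERF1i, rises (0) were 2 with DESeq2. MYC2 contigs that fell (6) were 3 with no filter. *OpERF1* in ERF1i lost its call with no filter (−3.86, adjusted p = 0.0595), the 4 libraries (−3.86, 0.105) and limma-trend (−4.15, 0.0559), and in ERF2i with DESeq2 (2.14, 0.0632), no filter (2.15, 0.0706) and limma-trend (1.94, 0.0856).

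Per line, ERF1i-7 (304 contigs) had 733 with only the line and the 2 GUSi libraries, 564 with DESeq2 size factors, and 0 with no filter or a mean FPKM of at least 2 (edgeR; 1343 higher and 971 lower, and 1371 and 710, at an unadjusted p under 0.05). ERF1i-19 (1065) had 460 with DESeq2 on all 6 libraries, 420 with the spread of the 3-group fit and 0 with no filter or mean FPKM (edgeR; 1796 and 1420, and 1648 and 1265 unadjusted). ERF2i-2 (2367) had 1031 with DESeq2 on 6 libraries, 1519 with DESeq2 on the line and GUSi (added after the data had been seen), 0 with no filter (edgeR; 2533 and 1710 unadjusted) and 310 with mean FPKM. ERF2i-3 (3199) had 1357, 2005, 0 (edgeR; 2889 and 1995 unadjusted) and 1124 in these settings and 4970 at any fold. The share called in both ERF1i lines (16.7%) was 23.8% with DESeq2 on 6 libraries, 22.2% with the added setting, 23.2% with edgeR on the line and GUSi, 44.1% with the spread of the 3-group fit and 22.5% with DESeq2 size factors. In ERF2i (59.8%) it was 67.5%, 62.8% with the added setting, 27.3% with mean FPKM and 57.9% at any fold; where no contig was called there is no share. The position of ERF1i on the first component, in percent of the way from GUSi to ERF2i (−8.02, SD 7.09), was 0.134 on log2(FPKM + 1), −142 over the 500 contigs with the largest variance and 9.00 at unit variance.

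With an estimated correlation, camera passed 0 lists in each of the 3 comparisons, and the secologanin-strictosidine contigs in ERF2i against ERF1i had an adjusted p = 0.427. GO terms among contigs that fell were 9 (23) in ERF2i and 5 (11) in ERF1i at a log2 change of at least 1. Of the contigs named with a call in ERF2i (101) or ERF1i (62), DESeq2 kept 95 and 58, no scaling 99 and 61, no filter 89 and 38, the 4 libraries 101 and 10, and limma-trend 96 and 36.

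Leaving out 1 library at a time, ERF2i rises ranged from 1368 (without ERF2i-3) to 5255 (without ERF1i-19) and falls from 432 (without ERF2i-3) to 4564 (without ERF1i-7); ERF1i rises from 24 (without ERF2i-3) to 1716 (without ERF1i-7) and falls from 11 to 1176; ERF2i against ERF1i from 980 to 6868. MEP falls in ERF2i ranged from 0 to 2, secologanin-strictosidine falls in ERF2i from 1 to 11 and rises in ERF1i from 0 to 4, jasmonic acid falls in ERF2i from 1 to 4, rises there from 1 to 6 and in ERF1i from 0 to 2, and MYC2 falls from 0 (without GUSi-10) to 6. *OpERF1* ranged from −5.54 to −3.10 in ERF1i and from 1.87 to 2.48 in ERF2i, and *OpERF2* from −0.20 to 1.30 and from −1.63 to 0.54. The lone library that remains in a group is then assumed to vary like the other groups. No paired analysis was possible because the lines of different constructs share no replicate numbers. With 2 lines per construct, 11517610 to 13199946 expected counts each, 2-fold changes of most contigs were missed in simulated data, so a contig that did not pass is not shown to be unchanged.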

Differences from the paper's values

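The paper counts contigs per line at a log2 of at least 1 and an FDR under 0.05 from DESeq2, read here as a log2 fold change; the same thresholds were used with edgeR. Contigs called in both ERF1i lines number 291 higher and 112 lower in the paper and 156 and 40 here. Those called in ERF1i-7 alone number 213 higher and 70 lower in the paper and 84 and 24 here. Of the alternatives set before the data were examined, edgeR with only the line and the 2 GUSi libraries and edgeR with DESeq2 size factors bring all 4 counts within 1.5 times the paper's, and DESeq2 on all 6 libraries, the spread of the 3-group fit, no low-count filter, a mean FPKM of at least 2 and the adjusted p alone bring none. Of 8 counts that are within 1.5 times in the main fit, these 2 settings move 5 and 4 out: contigs higher in ERF1i-19 alone (403 in the paper, 530 here) are then 621 and 611, higher in either ERF2i line (1591 in the paper, 2242 here) 2517 and 2403, lower in both ERF2i lines (352 in the paper, 494 here) 647 and 579, higher in ERF2i-2 alone (118 in the paper, 165 here) 210 and 188, and, in the first setting, lower in ERF1i-19 alone (268 in the paper, 339 here) 463. In ERF2i, contigs lower in either line number 691 in the paper and 1242 here, and those lower in ERF2i-2 alone 68 and 120; none of the 7 alternatives set before the data were examined brings either within 1.5 times. In ERF2i-3 alone 293 contigs are higher in the paper and 489 here, closer only with DESeq2 on all 6 libraries, and 271 are lower in the paper and 628 here, closer with DESeq2 on all 6 libraries and with a mean FPKM of at least 2; these settings move 7 and 8 of the same 8 counts out. DESeq2 with only the line and the 2 GUSi libraries, chosen after seeing the values, brings all of these within 1.5 times except ERF1i higher in both lines and lower in ERF1i-7 alone; how many of the paper's called contigs it drops cannot be given, since the paper's contig lists are not in the sources used here.

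For putative *MYC2* contigs in ERF2i the paper gives log2 FPKM changes of −0.4 to −0.6, and the contig furthest from 0 here was at −2.45 (SE 0.68) from edgeR, at −2.73 as a log2 FPKM ratio and at −1.89 as a natural logarithm. All 14 alternatives set before the data were examined leave that difference. Which contigs the paper took is not given in the sources used here. The contig nearest 0 was at −0.51 (SE 0.12) as a log2 change from edgeR, within the paper's range. As ratios of mean FPKM, 4 of the 6 contigs used here lie at −0.73 to −0.84 in log2 and at −0.51 to −0.58 as natural logarithms. These values do not settle which logarithm the paper used.

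On the first principal component ERF1i lay on the far side of GUSi from ERF2i at about −110% in Fig. 4, read by eye, of the way from GUSi to ERF2i, and at −8.02% here (SD 7.09). By the spread between lines all 5 alternatives set before the data were examined leave a difference. The 500 contigs with the largest variance came nearest, at −142% (SD 21.0), on the same side as in Fig. 4. The paper's plot puts ERF2i-2 further out on this component than ERF2i-3, and here ERF2i-3 was further out (93.4 against 78.2).

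Shares of contigs per GO term are compared with the paper's Figure 6, whose threshold is that of the paper's calls, while the shares here come from group calls at any fold. Among contigs lower in ERF2i, heme binding is at about 8.5% in Fig. 6, read by eye, and 3.12% here, the oxidation-reduction process at about 17% in Fig. 6, read by eye, and 10.8% here, and transfer of hexosyl groups at about 7.4% in Fig. 6, read by eye, and 1.36% here. Among contigs higher in ERF2i, response to heat is at about 4.5% in Fig. 6, read by eye, and 1.74% here, response to hydrogen peroxide at about 2.1% in Fig. 6, read by eye, and 0.652% here, and response to hypoxia at about 0.82% in Fig. 6, read by eye, and 0.326% here. Of the alternatives set before the data were examined, calls with a log2 change of at least 1 bring heme binding, the oxidation-reduction process and hypoxia within 1.5 times and not the other 3 terms. Every annotated contig as reference leaves the shares as they are, since a share of called contigs does not depend on the reference.

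The paper reports lower *OpERF2* transcript levels in ERF2i lines by qRT-PCR. Here the *OpERF2* contig differed from GUSi by −0.15 (SE 0.73, adjusted p = 0.903) in edgeR's test, with 55 counts in ERF2i-2 and 12 in ERF2i-3. The other contig of its assembly gene and c17706_g1_i1 had 0 counts in both ERF2i lines, and 5 and 3 each in GUSi. Reads of the ERF2i hairpin, which carries part of *OpERF2*, can align to the tested contig. Its level and the qRT-PCR are therefore unlike measures, and the difference does not count against the suppression that the paper reports.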

Other observations

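Genes of RNA silencing, which the hairpins feed, gave 12 rises and 1 fall among 53 contigs (13 and 1 adjusted over the list alone, median 0.24, camera adjusted p = 0.0255, adjusted p = 0.619 with an estimated correlation) in ERF2i from edgeR's quasi-likelihood test. Argonaute 2 (c18604_g1_i1), a slicer of viral and hairpin RNA, rose by a log2 of 2.09 (SE 0.17, adjusted p = 0.000679) and Dicer-like 4 (c30798_g1_i1) by 0.93 (SE 0.09, adjusted p = 0.00118). In ERF1i this list gave 0 rises and 1 fall among 53 contigs (0 and 1 adjusted over the list alone, median 0.11, camera adjusted p = 0.338), and RNA-dependent RNA polymerase 1 (c29156_g4_i1) fell by 0.71 (SE 0.11, adjusted p = 0.0254). Ribosomal proteins gave 14 rises and 51 falls among 307 contigs (14 and 48 adjusted over the list alone, median −0.21, camera adjusted p = 3.33e-05, adjusted p = 0.581 with an estimated correlation) in ERF2i and 1 rise and 1 fall among 307 contigs (1 and 0 adjusted over the list alone, median 0.01, camera adjusted p = 0.921) in ERF1i, with RPL11 (c25514_g1_i1) falling by 1.57 (SE 0.15, adjusted p = 0.00101) and RPL10 (c36833_g1_i1) rising by 1.64 (SE 0.13, adjusted p = 0.000721) in ERF2i. Cell wall loosening genes gave 9 rises and 19 falls among 103 contigs (10 and 19 adjusted over the list alone, median 0.00, camera adjusted p = 0.382) in ERF2i and 2 rises and 4 falls among 103 contigs (14 and 9 adjusted over the list alone, median 0.14, camera adjusted p = 0.344) in ERF1i. Beta-expansin 3 (c20396_g1_i1) fell by 2.34 (SE 0.22, adjusted p = 0.00102) in ERF2i and an expansin (c47842_g1_i1) by 2.20 (SE 0.30, adjusted p = 0.0194) in ERF1i. Leaving out GUSi-9, GUSi-10, ERF1i-7, ERF1i-19, ERF2i-2 and ERF2i-3 in turn, RNA silencing contigs had 5, 6, 17, 18, 5 and 4 rises and 0, 0, 2, 2, 1 and 0 falls in ERF2i. Ribosomal contigs had 6, 6, 14, 14, 5 and 5 rises and 6, 8, 67, 58, 11 and 2 falls, and cell wall contigs had 9, 7, 13, 13, 4 and 1 rises and 12, 6, 26, 23, 8 and 3 falls. With DESeq2, no scaling and limma-trend in turn, RNA silencing contigs had 9, 8 and 4 rises and 0, 8 and 5 falls in ERF2i. Ribosomal contigs had 8, 8 and 6 rises and 31, 169 and 155 falls, and cell wall contigs had 11, 8 and 7 rises and 15, 32 and 28 falls. In the same order of left-out libraries, RNA silencing contigs had 0, 0, 6, 0, 0 and 0 rises and 0, 0, 1, 1, 0 and 0 falls in ERF1i. Ribosomal contigs had 1, 1, 2, 1, 1 and 1 rises and 0, 0, 6, 0, 0 and 0 falls, and cell wall contigs had 0, 1, 11, 5, 0 and 0 rises and 2, 1, 7, 2, 0 and 0 falls. By the same 3 settings, ribosomal contigs had 1, 1 and 0 falls in ERF1i. Cell wall contigs had 12, 2 and 0 rises.

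Defence and drought proteins in ERF2i were as follows. Pathogenesis-related proteins gave 4 rises and 13 falls among 76 contigs (4 and 13 adjusted over the list alone, median −0.23, camera adjusted p = 0.0557), with glucan endo-beta-glucosidases falling by 0.82 (c24724_g1_i1, SE 0.12, adjusted p = 0.00459) and 0.94 (c23013_g1_i1, SE 0.14, adjusted p = 0.0057). LEA proteins and dehydrins gave 5 rises and 5 falls among 30 contigs (5 and 5 adjusted over the list alone, median −0.11, camera adjusted p = 0.669), with a dehydrin (c24896_g1_i2) rising by 1.00 (SE 0.22, adjusted p = 0.0194) and a LEA contig (c33655_g1_i4) falling by 1.36 (SE 0.17, adjusted p = 0.00276). Markers of cell types gave 4 rises and 1 fall among 29 contigs (4 and 1 adjusted over the list alone, median 0.09, camera adjusted p = 0.223) for endodermis and root hairs and 8 rises and 18 falls among 82 contigs (12 and 20 adjusted over the list alone, median −0.05, camera adjusted p = 0.623) for cell division in ERF2i, and 0 rises and 0 falls among 29 contigs (0 and 0 adjusted over the list alone, median 0.20, camera adjusted p = 0.239, 4 and 0 at an unadjusted p under 0.05, 0 and 0 by DESeq2) and 0 rises and 2 falls among 82 contigs (1 and 6 adjusted over the list alone, median −0.08, camera adjusted p = 0.239) in ERF1i. Histone H1 (c18695_g1_i1) rose by 1.31 (SE 0.13, adjusted p = 0.0013) in ERF2i, and histone H3 (c12988_g1_i1) fell by 0.80 (SE 0.14, adjusted p = 0.0329) in ERF1i. Leaving the libraries out in the same order, pathogenesis-related contigs had 1, 2, 4, 5, 1 and 0 rises and 5, 5, 17, 17, 4 and 0 falls in ERF2i. LEA contigs had 3, 1, 7, 7, 3 and 1 rises and 2, 6, 5, 5, 2 and 1 falls, and endodermis and root hair contigs had 1, 2, 6, 7, 1 and 0 rises and 1, 0, 1, 1, 1 and 0 falls. Cell division contigs had 7, 4, 12, 12, 5 and 3 rises and 3, 3, 21, 20, 3 and 1 falls. With these 3 settings, pathogenesis-related contigs had 3, 3 and 2 rises and 13, 22 and 20 falls in ERF2i. LEA contigs had 5, 4 and 1 rises and 4, 7 and 6 falls, and endodermis and root hair contigs had 4, 3 and 2 rises. Cell division contigs had 9, 25 and 24 falls. With the libraries left out in the same order, endodermis and root hair contigs had 0, 0, 2, 0, 0 and 0 rises in ERF1i. Cell division contigs had 0, 0, 1, 2, 0 and 0 rises and 0, 0, 7, 3, 0 and 0 falls. In the 3 settings, cell division contigs had 3, 3 and 0 falls in ERF1i. Leaving out 1 library at a time ended the call for 2 of the 12 contigs named without GUSi-9, 3 without GUSi-10 and 5 without ERF2i-3 (highest adjusted p = 0.146), and 7 kept it in every fit. When 1 library was left out the call was lost for 2 of the 3 contigs named for ERF1i without GUSi-9, 2 without GUSi-10, 3 without ERF2i-2 and 3 without ERF2i-3 (highest adjusted p = 0.136), and 0 kept it in every fit.

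Mannopine synthase (c25644_g1_i1) and agropine synthesis conjugase (c31834_g1_i1) of the right T-DNA rose in ERF2i against GUSi by 1.69 (SE 0.32, adjusted p = 0.012) and 1.19 (SE 0.28, adjusted p = 0.0257). With 1 library left out at a time these log2 changes ranged from 1.13 to 2.07 and from 0.62 to 1.58. In ERF2i against ERF1i the T-DNA contigs gave 8 rises and 0 falls among 12 contigs (8 and 0 adjusted over the list alone, median 8.72, camera adjusted p = 1.03e-07, adjusted p = 0.379 with an estimated correlation), and with contigs at 0 counts placed at their bound the median was 5.16.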
